# Insulin and leptin oscillations license food-entrained browning and metabolic flexibility

**DOI:** 10.1016/j.celrep.2024.114390

**Published:** 2024-06-19

**Authors:** Pamela Mattar, Andressa Reginato, Christian Lavados, Debajyoti Das, Manu Kalyani, Nuria Martinez-Lopez, Mridul Sharma, Grethe Skovbjerg, Jacob Lercke Skytte, Urmas Roostalu, Rajasekaran Subbarayan, Elodie Picarda, Xingxing Zang, Jinghang Zhang, Chandan Guha, Gary Schwartz, Prashant Rajbhandari, Rajat Singh

## Abstract

Timed feeding drives adipose browning, although the integrative mechanisms for the same remain unclear. Here, we show that twice-a-night (TAN) feeding generates biphasic oscillations of circulating insulin and leptin, representing their entrainment by timed feeding. Insulin and leptin surges lead to marked cellular, functional, and metabolic remodeling of subcutaneous white adipose tissue (sWAT), resulting in increased energy expenditure. Single-cell RNA-sequencing (scRNA-seq) analyses and flow cytometry demonstrate a role for insulin and leptin surges in innate lymphoid type 2 (ILC2) cell recruitment and sWAT browning, since sWAT depot denervation or loss of leptin or insulin receptor signaling or ILC2 recruitment each dampens TAN feeding-induced sWAT remodeling and energy expenditure. Consistently, recreating insulin and leptin oscillations via once-a-day timed co-injections is sufficient to favorably remodel innervated sWAT. Innervation is necessary for sWAT remodeling, since denervation of sWAT, but not brown adipose tissue (BAT), blocks TAN-induced sWAT remodeling and resolution of inflammation. In sum, reorganization of nutrient-sensitive pathways remodels sWAT and drives the metabolic benefits of timed feeding.

## In brief

Mattar et al. show that two meals per period entrains insulin and leptin oscillations to drive subcutaneous fat browning and metabolic flexibility. Targeting insulin or leptin signaling or ILC2 cell recruitment or tissue denervation each blocks subcutaneous fat browning in food-entrained mice, while reconstituting endocrine oscillations facilitates adipose browning.

## INTRODUCTION

Restricting calories^1^ or feeding times^2,3^ remodels the subcutaneous white adipose tissue (sWAT). White fat plasticity drives energy expenditure,^4^ with multiple studies documenting associations of thermogenic human subcutaneous fat with healthspan extension.^5,6^ However, how dietary interventions facilitate white fat plasticity remains unclear. In mice, predominant thermogenic adipocytes include the classical interscapular brown adipocytes and inducible beige/brite cells interspersed within sWAT. Although intrascapular brown adipose tissue (BAT) displays greater thermogenic activity by weight, it is sWAT that acutely and visibly remodels with cold or fasting. The relative contribution of thermogenic BAT versus remodeled sWAT to energy expenditure in response to dietary interventions remains understudied.

Here, we show that feeding within two windows in the nocturnal cycle (twice a night [TAN]) drives sWAT remodeling and metabolic flexibility and lowers visceral fat inflammation. Depot-specific denervations of BAT or sWAT reveal that benefits of TAN feeding are driven by sWAT alone. Interestingly, sustained TAN feeding entrains insulin and leptin oscillations, reflected by feeding-driven surges in their levels, which remain unaffected in mice housed in darkness. We propose a mechanistic framework wherein insulin and leptin oscillations couple innate lymphoid type 2 (ILC2) cells to sWAT browning. ILC2 cell recruitment and sWAT browning each requires neuroendocrine input, since inactivating insulin or leptin signaling or denervating sWAT dampens ILC2 recruitment and depot energy expenditure in TAN-fed mice. Consistently, recreating leptin and insulin oscillations in *ad libitum*-fed (ad-lib) mice via timed once-daily co-injections is sufficient to induce sWAT browning—supporting the idea that food-entrained endocrine oscillations drive sWAT remodeling and metabolic flexibility.

## RESULTS

### TAN feeding rewires metabolic programs in sWAT

To determine how intermittent fasting impacts sWAT function, we established a TAN feeding intervention as an extension of our previously described “twice-a-day” (TAD) feeding, which provides diverse systemic benefits despite diurnal feeding.^3^ To this purpose, C57BL/6J male mice were fed twice in their nocturnal cycle (free access to water) and compared to age-matched ad-lib controls (Cons). TAN mice were acclimatized to feeding between 9:00 and 11:00 p.m. (first feeding window) and 5:00 and 7:00 a.m. (second feeding window) in an 8:00 p.m. to 8:00 a.m. dark cycle (Figure 1A). These nocturnal time frames were chosen because these mirrored the diurnal feeding times of our TAD feeding studies^3^ and because TAN feeding in mice broadly reflects morning and evening meals in humans. As with TAD feeding, a 10–14 day acclimatization period allows adaptation to feeding in these two 2 h windows, although TAN-fed mice on regular chow diet (RD) or high-fat diet (HFD) each displayed modestly reduced food intake compared to corresponding ad-lib Cons (Figures S1A and S1B). Hence, the beneficial outcomes of TAN feeding are likely due to partitioned feeding and mildly reduced caloric intake. We also observed that TAN-fed mice displayed slightly increased food intake in the second feeding window (5:00–7:00 a.m.) compared with the first feeding window (9:00–11:00 p.m.) (Figures S1C).

Since caloric restriction (CR)^1^ stimulates sWAT browning, we asked if and how TAN feeding would lead to sWAT browning. To test this, we performed transcriptomics in sWAT from ad-lib and TAN mice at six circadian time points. 

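Poly-A selected RNA from sWAT of TAN and ad-lib mice was sequenced as paired-end Illumina reads, and the authors deposited the number of reads counted on each gene in each library, without normalization, and the mean FPKM of each diet and time point. The count table holds 48 libraries, 4 of each diet at each of the 6 time points, and its gene coordinates are those of GRCm38. The paper gives 6 months of feeding with meals from 9:00 to 11:00 p.m. and from 5:00 to 7:00 a.m., the sample labels give an age of 8 months, and the legends give n = 5 for Fig. 1A and n = 4 for Fig. 2. Total counts ranged from 15685080 to 25440243 in TAN libraries, with a median of 20034254, and from 15636378 to 29913310 in ad-lib libraries, with a median of 21357723. Of the 54532 genes listed, 33438 had a count in any library.

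The times on the sample labels and in the count table differ from those in the paper's Tables S3 and S4. Both list FPKM values under animal names and times, and over the 979 genes of Table S3 held here (of 54532) each of the 48 libraries matched the library of the same animal name listed 12 h apart, with a mean absolute log2 difference of at most 0.00210, against at least 0.158 for the next closest library. The 20 genes of Table S4 gave the same 48 matches, and 0 libraries matched under the same time. Values are therefore given first for the libraries that the count table labels with the time in question, and then for the libraries that Tables S3 and S4 list under that time, which the count table labels 12 h apart. The groups compared hold the same animals under either labelling. By the labels of the count table, 7 of 7 clock genes rhythmic in ad-lib sWAT peaked closer to their usual time than to 12 h from it. The usual times were written from general knowledge. This argues against labels of the count table that are 12 h off the light cycle, and leaves open which times the paper's figures use.

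Counts were normalized by edgeR's TMM method and tested by its quasi-likelihood test in a single fit of the 12 groups of diet and time point, over the 19977 genes that passed its expression filter at a minimum count of 10. Genes were called differentially expressed at an adjusted p under 0.05 within a time point and a log2 fold change beyond 1, TAN against ad-lib. Expression is given as CPM after TMM scaling.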

Analyses of differentially expressed genes (DEGs), and filtering for low expression (<10 counts), revealed 5,733 DEGs in the sWAT of TAN mice compared to ad-lib Con. 

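A total of 3338 of the 19977 genes tested met both thresholds at 1 or more time points, 817 of them with higher and 2522 with lower expression in TAN mice. By the labels of the count table, TAN sWAT had 2 genes higher and 1 lower at 8:00 a.m., 17 higher and 1 lower at 12:00 p.m., 586 higher and 1485 lower at 4:00 p.m., 237 higher and 1167 lower at 8:00 p.m., 22 higher and 5 lower at 12:00 a.m., and 0 higher and 0 lower at 4:00 a.m., where 120 and 112 genes were higher and lower at an unadjusted p under 0.05 and the same fold change. Tables S3 and S4 list the libraries labelled 4:00 p.m. and 8:00 p.m., which hold most of these genes, under 4:00 a.m. and 8:00 a.m. Single libraries moved several of these counts. Without ad-lib replicate 2 there were 9 genes higher and 10 lower at 8:00 a.m. and 3 higher at 12:00 p.m. Without ad-lib replicate 3 there were 120 genes higher and 235 lower at 4:00 p.m. and 90 higher and 645 lower at 8:00 p.m., and without TAN replicate 1 there were 281 higher and 254 lower at 12:00 a.m. The alternative that moved the counts at 4:00 p.m. most, a fit with the mean expression of 10 lymphocyte markers as a covariate, was chosen after the data were seen and left 0 genes higher and 0 lower. At an unadjusted p under 0.05, 957 genes were higher and 2877 lower at that time point without the covariate.

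**Figure D1:**
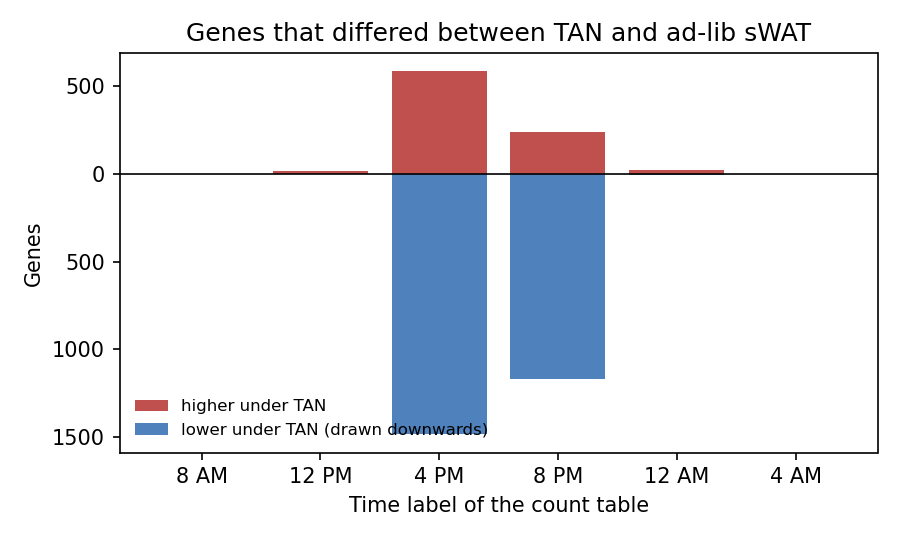
Genes with an adjusted p under 0.05 and a log2 fold change beyond 1 between TAN and ad-lib sWAT at each time label of the count table, with genes higher under TAN drawn upwards and genes lower under TAN drawn downwards. The bars are tallest at 4 PM (586 higher, 1485 lower) and 8 PM (237 higher, 1167 lower).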

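With an unadjusted p under 0.05 and a log2 fold change beyond 1, 204 genes were higher and 231 lower in TAN sWAT at 8:00 a.m., 476 higher and 110 lower at 12:00 p.m., 501 higher and 2475 lower at 8:00 p.m., and 323 higher and 1176 lower at 12:00 a.m., all by the labels of the count table. The following genes were among those with the largest fold changes at each time point of the genes that also passed the adjusted threshold without overlap between the 4 TAN and 4 ad-lib libraries and are given with their log2 fold changes. Cyp51 (1.17, adjusted p = 0.0425 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) was higher and Etfbkmt (-1.35, adjusted p = 0.0152) lower at 8:00 a.m. The largest increases at 12:00 p.m. and 4:00 p.m. were those of Slc2a5 and Elovl6, which at 4:00 p.m. had 4.49 (adjusted p = 0.00600 by the same edgeR quasi-likelihood test) and 3.99 (adjusted p = 0.00397). Prtn3 was the only lower gene at 12:00 p.m. (-2.19, adjusted p = 0.0275 by the same edgeR quasi-likelihood test). Higher at 8:00 p.m. were Trnp1 (2.86, adjusted p = 0.0187 by the same edgeR quasi-likelihood test) and Gm3851 (2.62, adjusted p = 0.0429), and higher at 12:00 a.m. were Pcsk4 (2.38, adjusted p = 0.00253) and Tmem79 (2.34, adjusted p = 0.0299). Single libraries decided several of these calls, since Cyp51 was called in 0, Prtn3 in 1, Tmem79 in 2, Gm9733 in 2 and Etfbkmt and Gm3851 in 3 of the 8 fits that each left out a library of the time point. Among the lower genes, the immunoglobulin segment Igkv3-1 and the interleukin 5 receptor gene Il5ra were counted 0 times in each of the 4 TAN libraries at 4:00 p.m. and 12 to 3699 and 109 to 227 times in the ad-lib libraries. At 8:00 p.m. the segments Igkj3 and Ighv1-64 were counted 0 times in the TAN libraries and 41 to 198 and 29 to 88 times in the ad-lib libraries. At 12:00 a.m. F730311O21Rik and Gm9733 were counted 0 times in the TAN libraries and 20 to 47 and 10 to 34 times in the ad-lib libraries. A count of 0 allows up to 3 counts, so that no fold change is given for these 6 genes.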

We used two-way exclusion to improve the yield of statistically significant genes without accumulating type I errors and sorted for DEGs by log_FC_ (>1) (*p* < 0.05) (Table S1). Employing BIOCARTA to identify period-wide alterations of pathways by TAN, we observed marked enrichment of “circadian” genes between 4:00 and 8:00 p.m., i.e., the time point preceding the first nocturnal feeding and the first feeding period per se (Figure 1A). By contrast, the nutrient-driven “glycolysis” genes were enriched during and after each feeding interval (Figure 1A), while the “feeder” pathway genes were enriched postprandially from 12:00 p.m. to 8:00 a.m. 

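Of the circadian genes in Table S1, Clock (ENSMUSG00000029238) lies on chromosome 5 from 76209868 to 76304792, Cry1 on chromosome 10 from 85131700 to 85185064 and Cry2 on chromosome 2 from 92403646 to 92434043 of GRCm38. At 4:00 p.m. by the labels of the count table, Cry1 had 9.00 ± 2.48 CPM (SD, n = 4) in TAN libraries and 14.6 ± 1.42 CPM (SD, n = 4) in ad-lib libraries, a log2 fold change of -0.70 (standard error 0.26, adjusted p = 0.0570 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and Cry2 had a log2 fold change of 0.53 (standard error 0.36), which turned to -0.16 with the lymphocyte marker covariate chosen after the data were seen. Clock was lower under TAN at 8:00 p.m., with 29.8 ± 7.85 CPM (SD, n = 4) in TAN libraries and 89.9 ± 14.9 CPM (SD, n = 4) in ad-lib libraries, a log2 fold change of -1.59 (standard error 0.28, adjusted p = 9.36e-04 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and no TAN library reached the lowest ad-lib library. This call held in all 8 fits that each left out a library of that time point, with log2 fold changes of -1.77 to -1.48. In the libraries that Tables S3 and S4 list under 4:00 and 8:00 p.m. (4:00 and 8:00 a.m. in the count table), the log2 fold changes were 0.13 and 0.64 for Cry1, 0.14 and 0.05 for Cry2 and 0.04 and 0.32 for Clock, with a lowest adjusted p of 0.682 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment).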

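Among the glycolysis genes of Table S1, Pgam1 lies on chromosome 19 from 41911871 to 41918664, Pfkl on chromosome 10 from 77986947 to 78010083 and Pgk1 on chromosome X from 106187100 to 106203699. Pgam1 had 202 ± 18.9 CPM (SD, n = 4) in TAN libraries and 84.8 ± 10.1 CPM (SD, n = 4) in ad-lib libraries at 4:00 p.m. (4:00 a.m. in Tables S3 and S4), a log2 fold change of 1.25 (standard error 0.27, adjusted p = 0.00818 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Pfkl was higher at 12:00 p.m. (12:00 a.m. in Tables S3 and S4), with 106 ± 23.6 CPM (SD, n = 4) in TAN libraries and 39.0 ± 12.5 CPM (SD, n = 4) in ad-lib libraries, a log2 fold change of 1.45 (standard error 0.23, adjusted p = 0.00131 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and at 4:00 p.m., with a log2 fold change of 1.00 (standard error 0.23, adjusted p = 0.00930 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) that exceeded 1 in 4 of 8 fits that each left out a library. Pgk1 stayed under the fold change threshold at 4:00 p.m., with a log2 fold change of 0.90 (standard error 0.19, adjusted p = 0.00720 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The median log2 fold change of this list was -0.07 at 8:00 a.m., 0.37 at 12:00 p.m., 1.13 at 4:00 p.m., 0.52 at 8:00 p.m., 0.82 at 12:00 a.m. and 0.27 at 4:00 a.m. by the labels of the count table. The feeder gene Pygl, which lies on chromosome 12 from 70190811 to 70231488, had 376 ± 169 CPM (SD, n = 4) in TAN libraries and 113 ± 28.5 CPM (SD, n = 4) in ad-lib libraries at 4:00 p.m., a log2 fold change of 1.74 (standard error 0.41, adjusted p = 0.00984 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Its log2 fold change was 1.36 at 12:00 p.m., -0.42 at 8:00 p.m., 1.31 at 12:00 a.m., 0.66 at 4:00 a.m. and 0.58 at 8:00 a.m., with no adjusted p under 0.130 at these times by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment.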

(Figure 1A). 

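The longevity genes of Table S1 are Akt1, Sod2, Sod3 and Hras. At 4:00 p.m. by the labels of the count table (4:00 a.m. in Tables S3 and S4), Sod2, on chromosome 17 from 13006846 to 13040063, had 343 ± 55.7 CPM (SD, n = 4) in TAN libraries and 138 ± 29.4 CPM (SD, n = 4) in ad-lib libraries, a log2 fold change of 1.31 (standard error 0.32, adjusted p = 0.0120 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) that held in 7 of the 8 fits that each left out a library. Hras, on chromosome 7 from 141189105 to 141194005, had 66.3 ± 14.4 CPM (SD, n = 4) in TAN libraries and 32.9 ± 6.74 CPM (SD, n = 4) in ad-lib libraries, a log2 fold change of 1.01 (standard error 0.24, adjusted p = 0.0102 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) that held with a log2 fold change above 1 in 5 of these fits. Sod3 and Akt1 were not called, with log2 fold changes of 0.88 and -0.15. The signs of these changes depend on the fit, since with lymphocyte marker expression as a covariate, chosen after the data were seen, Akt1 had a value of 0.19, without TAN replicate 1 Akt1 had 0.06, and with the share of counts on loci of the TEC biotype, which awaits experimental evidence, as a further covariate Sod3 had a value of -0.25. At 8:00 p.m., 4:00 a.m. and 8:00 a.m. none of the 4 genes was called, and their median log2 fold changes were 0.54, -0.11 and -0.21. As a set, the 4 genes had a median of 0.94 at 4:00 p.m. They were called there by the set tests camera of limma (adjusted p = 0.0259) and fry (adjusted p = 0.0149). Neither set test called them at another time point. Since Table S1 was drawn from genes upregulated under TAN in this experiment, these set tests are not independent evidence.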

Interestingly, TAN feeding enriched longevity-related genes at time points preceding each feeding interval (4:00–8:00 p.m.) and extending into the second feeding period (4:00–8:00 a.m.) (Figure 1A). 

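Across the circadian, glycolysis, feeder, longevity and PTDINS genes of Table S1, 9 combinations of gene and time point met both thresholds. By the labels of the count table, 1 of these fell at 12:00 p.m., 6 at 4:00 p.m. and 2 at 8:00 p.m., and 0 fell at 8:00 a.m., 12:00 a.m. or 4:00 a.m. Tables S3 and S4 list the libraries labelled 12:00 p.m., 4:00 p.m. and 8:00 p.m. under 12:00 a.m., 4:00 a.m. and 8:00 a.m. Without ad-lib replicate 3 at 4:00 p.m. there were 5 such combinations in all, and without TAN replicate 1 at 12:00 a.m. there were 11. With the 4 covariate fits chosen after the data were seen there were between 3 and 4.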

Strikingly, the greatest associations with diverse candidate pathways were observed at intervals preceding the two feeding time points, indicated by the number of connecting threads (Figure 1A). 

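The 7 PTDINS genes of Table S1 are Akt1, Vav2, Pfkl, Pfkp, Btk, Eea1 and Gsk3a. Their median log2 fold change was 0.56 at 8:00 a.m., with all 7 positive, 0.59 at 12:00 p.m., with 6 positive, and 0.26 at 4:00 a.m., with 7 positive, by the labels of the count table (8:00 p.m., 12:00 a.m. and 4:00 p.m. in Tables S3 and S4). A set test (limma's camera, adjusted over the 192 combinations of list and time point) gave adjusted p values of 7.99e-04, 3.85e-05 and 0.00500 at these 3 time points, and fry gave 0.00255, 4.20e-04 and 0.0396. The paper drew Table S1 from genes upregulated under TAN in this experiment, so that these set tests are not independent evidence. At 4:00 p.m., 8:00 p.m. and 12:00 a.m. the medians were -0.15, -0.14 and 0.01. Btk, on chromosome X from 134542336 to 134583570, was lower at 4:00 p.m., with 4.59 ± 2.42 CPM (SD, n = 4) in TAN libraries and 38.8 ± 10.8 CPM (SD, n = 4) in ad-lib libraries, a log2 fold change of -3.07 (standard error 0.90, adjusted p = 0.0233 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) that held in 4 of 8 fits that each left out a library. Eea1 was lower at 8:00 p.m., with a log2 fold change of -1.40 (standard error 0.42, adjusted p = 0.0285 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) that held in 3 of 8 such fits and turned to 0.28 with the share of TEC loci as a covariate, chosen after the data were seen. Pfkp had a log2 fold change of -0.66 (standard error 0.21, adjusted p = 0.0345 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) at 8:00 p.m., and Gsk3a and Vav2 were not called at any time point.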

Since TAN feeding causes enrichment of nutrient-regulated insulin/phosphoinositide signaling (PTDINS pathway)^7^ in sWAT, we suspected that nutrient-related signaling is involved in the sWAT remodeling and metabolic benefits of TAN feeding. Indeed, TAN feeding blunted body weight gain and fat accrual, improved glucose clearance, and notably reduced epididymal fat (eWAT) inflammation (decreased F4/80 positivity) in HFD-fed mice (Figures S2A–S2E).

An UpSet plot for period-wide sWAT transcriptomes revealed time points when specific gene sets are perturbed by TAN feeding (Figure 1B). 

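Genes higher under TAN were grouped by the full set of time points at which they were called. By the labels of the count table, 0 genes were higher at 12:00 p.m. only and 223 at 8:00 p.m. only (12:00 a.m. and 8:00 a.m. in Tables S3 and S4). With an unadjusted p under 0.05 these counts were 354 and 428. The largest groups shared by a pair of time points and no other were 12 genes at 12:00 p.m. and 4:00 p.m. and 11 at 4:00 p.m. and 8:00 p.m. The count at 8:00 p.m. only fell to 23 without replicate 2 of both diets. The alternative that moved it most, a separate fit of the 8 libraries of each time point, gave 5.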

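At 12:00 a.m. by the labels of the count table, 5 genes were higher under TAN at that time point and no other, and at 4:00 a.m. 0 were. At an unadjusted p under 0.05 with the same fold change, 91 genes were higher at 12:00 a.m. only and 79 at 4:00 a.m. only. The 12:00 a.m. count reached 133 without replicate 1 of both diets and 0 without replicate 2. In the libraries that Tables S3 and S4 list under 12:00 a.m. and 4:00 a.m. (12:00 p.m. and 4:00 p.m. in the count table), 0 and 549 genes were higher at that time point only. The count of 549 fell to 36 without replicate 3 of both diets, and to 0 with lymphocyte marker expression as a covariate, a fit chosen after the data were seen.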

The greatest enrichment of distinct DEGs occurred after the first feeding period, with 177 and 331 DEGs (log_FC_ > 1, *p* < 0.05) enriched at 12:00 a.m. or 4:00 a.m., respectively. By contrast, the second feeding period only modestly affected the sWAT transcriptome, with 89 and 50 DEGs (*n* = 50; log_FC_ > 1, *p* < 0.05) enriched at 8:00 a.m. and 4:00 p.m., respectively. In contrast to both feeding periods, fasting phases (e.g., 4:00 a.m. and 12:00 p.m.) were characterized by similar/overlapping DEGs (*n* = 62) compared to only 10 overlapping genes between two postfeed time points, e.g., 8:00 a.m. and 12:00 a.m. Thus, the first nocturnal feeding appears to exert the greatest impact on the sWAT transcriptome (Figure 1B). This does not appear to be due to increased first-interval feeding, since we observed slightly higher caloric intake in the second feeding period (Figures S1C), but may possibly be due to circadian factors determining response to meals, in particular since rodents are intrinsically hardwired to consume the bulk of their calories within the first few hours of the dark cycle.

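By the labels of the count table, 0 genes were higher under TAN at 8:00 a.m. only, and 133 were at an unadjusted p under 0.05. The 4:00 p.m. libraries held the largest count of the 6 time points, and at an unadjusted p under 0.05 it came to 710. Tables S3 and S4 list the 4:00 a.m. libraries of the count table under 4:00 p.m. and the 8:00 p.m. libraries under 8:00 a.m., and by that labelling the 8:00 a.m. count is the second largest of the 6 and the 4:00 p.m. count is 0. DESeq2 in place of edgeR gave 3 genes at 8:00 a.m. only and 2 at 4:00 a.m. only by the labels of the count table.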

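By the labels of the count table, 0 genes were higher under TAN at 4:00 a.m. and 12:00 p.m. and at no other time point, and 12 were at an unadjusted p under 0.05. At 8:00 a.m. and 12:00 a.m. only, 1 gene was higher, 10 were at an unadjusted p under 0.05, and the 1 gene was lost without any single replicate of both diets. In the libraries that Tables S3 and S4 list under 4:00 a.m. and 12:00 p.m. (4:00 p.m. and 12:00 a.m. in the count table), 9 genes were higher at both and at no other time point, and 126 were at an unadjusted p under 0.05. In those the tables list under 8:00 a.m. and 12:00 a.m. (8:00 p.m. and 12:00 p.m. in the count table), the count was 0, with 5 at an unadjusted p under 0.05. The count of 9 rose to 113 without replicate 1 of both diets and fell to 0 without replicate 2, and it was 78 with DESeq2.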

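Whether the TAN effect itself differed between time points was tested with interaction contrasts. An adjusted p under 0.05 for any difference among the 6 time points was found for 1793 genes. Between 12:00 a.m. and 8:00 a.m. by the labels of the count table the TAN effect differed for 0 genes, with 3723 at an unadjusted p under 0.05 where 999 are expected by chance. Between 4:00 a.m. and 8:00 a.m. it differed for 0 genes, with 469 at an unadjusted p under 0.05. Among the libraries that Tables S3 and S4 list under 12:00 a.m. and 8:00 a.m. (12:00 p.m. and 8:00 p.m. in the count table), it differed for 368 genes, and in those they list under 4:00 a.m. and 8:00 a.m. (4:00 p.m. and 8:00 p.m.) for 7 genes, with 4271 at an unadjusted p under 0.05. Single replicates decide these counts, since the 368 genes became 0 without replicate 1 of both diets and 1015 without replicate 4, and the 1793 genes became 2 without replicate 3. DESeq2 in place of edgeR gave 315 genes between 12:00 a.m. and 8:00 a.m. and 535 between 4:00 p.m. and 8:00 p.m. The alternatives that moved the 1793 genes most were limma voom, with 4439, and the share of TEC loci as a covariate, a fit chosen after the data were seen, with 2.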

### TAN feeding segregates anabolic and catabolic networks in sWAT

To determine if TAN feeding leads to metabolic adaptations in sWAT, we performed gene-set enrichment analyses (GSEAs) for significantly upregulated DEGs (log_FC_ > 1, *p* < 0.05) using the Reactome database to identify genetic signatures of metabolic adaptations in sWAT. This was followed by functional enrichment network analyses at two distinct time points after the first feeding window, i.e., 12:00 a.m. (early postprandial) and 4:00 a.m. (late postprandial), which revealed the segregation of anabolic versus catabolic pathways in response to feeding and fasting, respectively (Table S2). For example, expression of glucose-responsive ChREBP-driven anabolic genes and biosynthesis of cholesterol and fatty acyl co-enzyme A (CoA) occurred in the early postprandial period (12:00 a.m.), while the late postprandial period (4:00 a.m.) was characterized by enrichment of catabolic networks, e.g., α-oxidation, tricarboxylic acid (TCA) cycle, and electron transport chain (ETC) (Figure 1C). These analyses suggest that repetitive cycles of feeding and fasting rewire metabolic circuits such that anabolic and catabolic networks are reorganized within feeding and fasting windows, respectively.

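The networks were tested with gene lists written before the data were examined. They held 18 tested targets of ChREBP, a transcription factor that responds to glucose, 22 genes of cholesterol biosynthesis, 22 of fatty acyl-CoA biosynthesis, 8 of α-oxidation, 19 of the TCA cycle and 63 nuclear genes of the ETC. Another version of the paper's text held here names β-oxidation in place of α-oxidation. A β-oxidation list of 18 tested genes was kept outside these 6 lists and is given further below. Each list was tested against the other genes with limma's camera (inter-gene correlation 0.01) on log2 CPM, adjusted over the 6 lists and 3 comparisons, with fry beside it. The value of a list is the mean log2 fold change of its genes, TAN against ad-lib. The Reactome sets of the same name shared 6 of 7 tested genes with the ChREBP list, 21 of 22 with cholesterol biosynthesis, 18 of 20 with fatty acyl-CoA biosynthesis, 3 of 4 with α-oxidation, 18 of 18 with the TCA cycle and 62 of 75 with the ETC.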

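At 12:00 a.m. by the labels of the count table, the mean log2 fold change was 1.12 for the ChREBP targets (18 of 18 genes positive), 0.85 for cholesterol biosynthesis (19 of 22), 0.90 for fatty acyl-CoA biosynthesis (19 of 22), 0.27 for α-oxidation (7 of 8), 0.58 for the TCA cycle (18 of 19) and 0.80 for the ETC (63 of 63). The camera test of limma gave adjusted p values of 3.07e-10, 1.31e-15, 1.59e-10, 0.0164, 3.29e-11 and 3.71e-36 for these lists, and fry called all but α-oxidation. With the correlation between genes estimated from the data, camera called cholesterol biosynthesis alone. At 4:00 a.m. the mean was 0.88 for the ChREBP targets (adjusted p = 6.71e-09 by limma's camera) and 0.72 for fatty acyl-CoA biosynthesis (adjusted p = 9.11e-07), while cholesterol biosynthesis had -0.03, α-oxidation 0.20, the TCA cycle 0.02 and the ETC -0.05 (21 of 63 positive, adjusted p = 0.0258). None of the calls at 4:00 a.m. held under fry or with the estimated correlation.

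Among the libraries that Tables S3 and S4 list under 12:00 a.m. (12:00 p.m. in the count table), the mean was 1.37 for the ChREBP targets and 1.00 for fatty acyl-CoA biosynthesis, both called by camera and fry, and 0.30 for cholesterol biosynthesis, 0.18 for the TCA cycle, 0.19 for the ETC and -0.03 for α-oxidation, which were not called. In those the tables list under 4:00 a.m. (4:00 p.m. in the count table), all 6 lists were called by camera and by fry, with means of 1.52 for the ChREBP targets, 0.59 for cholesterol biosynthesis, 1.21 for fatty acyl-CoA biosynthesis, 0.22 for α-oxidation, 0.89 for the TCA cycle and 1.15 for the ETC. With the estimated correlation, camera called no list in either group of libraries. The alternative that moved the ETC most at 12:00 a.m. by the labels of the count table, a fit with lymphocyte marker expression and the share of TEC loci as covariates, was chosen after the data were seen and changed the median from 0.85 to 0.03.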

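The difference between the TAN effects at the early and the late time point was tested for each list. From 12:00 a.m. to 4:00 a.m. by the labels of the count table, the mean log2 fold change fell by 0.88 for cholesterol biosynthesis, by 0.84 for the ETC, by 0.57 for the TCA cycle, by 0.25 for the ChREBP targets and by 0.18 for fatty acyl-CoA biosynthesis. These falls passed the threshold of camera, cholesterol biosynthesis also that of fry, and α-oxidation, with a change of -0.08, passed neither. Among the libraries that Tables S3 and S4 list under 12:00 a.m. and 4:00 a.m. (12:00 p.m. and 4:00 p.m. in the count table), the ETC rose by 0.97, the TCA cycle by 0.71 and α-oxidation by 0.26, each called by camera and fry, and cholesterol biosynthesis rose by 0.29, called by camera alone. The ChREBP targets and fatty acyl-CoA biosynthesis differed by 0.15 and 0.20 and were not called. Camera with an estimated correlation called none of these differences under either labelling. With lymphocyte marker expression and the share of TEC loci as covariates, chosen after the data were seen, the difference for the ETC turned to -0.29. Leaving out replicate 3 of both diets turned the difference of α-oxidation to -0.18 and that of the ChREBP targets to -0.36, and Reactome's own set in place of the ChREBP list gave 0.20 for the labelled and -0.63 for the tables' times. From its Reactome and network enrichment analyses of upregulated genes at 12:00 a.m. and 4:00 a.m., the paper proposes that cycles of feeding and fasting reorganize anabolic and catabolic networks into feeding and fasting windows.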

### TAN feeding entrains insulin and leptin oscillations

Since TAN feeding segregates anabolic and catabolic networks in sWAT, we asked if and how TAN feeding shapes the circadian oscillations of the hormones insulin and leptin, which are typically perturbed by nutrient availability. Period-wide analyses showed oscillations of circulating insulin and leptin in response to TAN feeding—with well-defined peaks coinciding with 9:00–11:00 p.m. (first feeding) and 5:00–7:00 a.m. (second feeding) windows (Figures 1D and 1E). Feeding-driven insulin surges were also noted in cohorts of mice subjected to 40% CR (Figure S2F) or TAD feeding,^3^ which consume their meals within restricted feeding windows. At least in TAN mice, insulin and leptin oscillations occurred independent of changes in circadian corticosterone levels (Figure S2G). 

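Variation over the 6 time points was tested within each diet for the genes drawn in Figs. S2H and S2I. Of 22 insulin pathway genes, 5 varied over time in TAN sWAT at an adjusted p under 0.05 by edgeR's quasi-likelihood F test, among them Hras, Irs1, Pik3ca and Pik3cg, and 0 did in ad-lib sWAT, where 0 also passed when adjusted over the list alone. Adjusted over the list alone, 6 varied in TAN sWAT. Of 15 leptin response genes, 5 varied in TAN sWAT (5 adjusted over the list alone) and 0 in ad-lib sWAT (1 adjusted over the list alone). The legend names BIOCARTA as the source of the insulin pathway genes and GO_BP as that of the leptin response genes. If the genes drawn were selected further on the same libraries, the counts over the list alone are not independent evidence. Over all 19977 genes, 4603 varied over time in TAN sWAT and 11 in ad-lib sWAT, with 8436 and 1333 at an unadjusted p under 0.05. A 24-h harmonic was found for 3965 genes in TAN and 16 in ad-lib sWAT, with 7020 and 2270 at an unadjusted p under 0.05, and it differed between the diets for 4027 genes. Without replicate 3 of both diets, 484 genes had a harmonic in TAN sWAT and 152 a different one between the diets. Without replicate 2 of both diets, 0 insulin pathway genes varied in TAN sWAT. The alternative that moved the harmonic counts most, the share of TEC loci as a covariate, was chosen after the data were seen and left 249 genes in TAN and 0 that differed between the diets.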

Consistently, TAN feeding-induced insulin and leptin oscillations correlated with similar oscillations in insulin- and leptin-responsive genes (Figures S2H and S2I; Table S3). For example, cluster 1 genes (insulin signaling-related *Pik3cg* and *Grb2*) exhibited period-wide correlations with insulin surges, while cluster 2 (*Csnk2a2* and *Sos1*) and cluster 4 (*Slc2a4* and *Mapk3*) genes oscillated in response to either the nocturnal or the diurnal insulin surge, respectively (Figure S2H). 

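Pik3cg lies on chromosome 12 from 32173473 to 32208659, Grb2 on chromosome 11 from 115644045 to 115708597, Csnk2a2 on chromosome 8 from 95446096 to 95490039, Sos1 on chromosome 17 from 80393752 to 80480453, Slc2a4 on chromosome 11 from 69942539 to 69948188 and Mapk3 on chromosome 7 from 126759601 to 126765819 of GRCm38. Variation over the time points in TAN sWAT had an adjusted p of 0.0124 for Pik3cg, 0.132 for Grb2, 0.0981 for Csnk2a2, 0.224 for Sos1, 0.113 for Slc2a4 and 0.196 for Mapk3 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Expression in TAN sWAT was highest at 4:00 a.m. for Pik3cg, at 8:00 p.m. for Grb2, at 8:00 a.m. for Csnk2a2 and Sos1 and at 12:00 a.m. for Slc2a4 and Mapk3 by the labels of the count table (4:00 p.m., 8:00 a.m., 8:00 p.m. and 12:00 p.m. in Tables S3 and S4). At 4:00 p.m. Pik3cg had 5.69 ± 2.24 CPM (SD, n = 4) in TAN libraries and 55.4 ± 11.2 CPM (SD, n = 4) in ad-lib libraries, a log2 fold change of -3.28 (standard error 0.69, adjusted p = 0.00724 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) that held in all 8 fits that each left out a library. With lymphocyte marker expression as a covariate, chosen after the data were seen, its log2 fold change was -1.07 and no longer passed the threshold. Slc2a4 had 400.3 ± 73.6 CPM (SD, n = 4) in TAN libraries at that time point, a log2 fold change of 1.29 (standard error 0.45, adjusted p = 0.0448 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) that held in 0 of 8 such fits. Grb2 (-0.49) and Mapk3 (0.50) were not called at 4:00 p.m., nor Csnk2a2 (-0.12) and Sos1 (-0.49) at 8:00 p.m. The covariate fits chosen after the data were seen gave these 4 genes the opposite sign, with 0.16 for Grb2 under lymphocyte marker expression, -0.23 for Mapk3 under both covariates, and 0.22 for Csnk2a2 and 0.58 for Sos1 under the share of TEC loci.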

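The leptin response genes that varied over the time points in TAN sWAT were Prmt2 (adjusted p = 0.00874), Mkks (0.0185), Pid1 (0.0302), Adipor1 (0.0375) and Nr4a3 (0.0464), by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Adipor1, Mkks and Pid1 were highest in TAN sWAT at 12:00 a.m., Prmt2 at 4:00 p.m. and Nr4a3 at 8:00 p.m. by the labels of the count table (12:00 p.m., 4:00 a.m. and 8:00 a.m. in Tables S3 and S4). Adipor1, on chromosome 1 from 134415378 to 134433351, had 267 ± 39.3 CPM (SD, n = 4) in TAN libraries and 185 ± 19.4 CPM (SD, n = 4) in ad-lib libraries at 12:00 a.m. Lepr, on chromosome 4 from 101717404 to 101815352, was lower under TAN at 4:00 p.m., with 10.1 ± 10.8 CPM (SD, n = 4) in TAN libraries and 82.0 ± 12.4 CPM (SD, n = 4) in ad-lib libraries, a log2 fold change of -3.02 (standard error 0.85, adjusted p = 0.0202 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) that held in 4 of 8 fits that each left out a library. With lymphocyte marker expression as a covariate, chosen after the data were seen, the log2 fold change of Lepr was -1.03 and did not pass the threshold. Without replicate 1 of both diets, 0 of the 15 leptin response genes varied over time in TAN sWAT.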

Similar correlations between oscillations of leptin-responsive gene clusters (Figure S2I) point to a broad and adaptive reprogramming of metabolic pathways in sWAT in response to TAN feeding.

### Insulin and leptin oscillations are not affected by housing in darkness

Interestingly, insulin and leptin oscillations appear to be primarily feeding driven (reflecting their entrainment by food), since subjecting TAN-fed mice to an established intervention that disrupts the central clock, i.e., housing in a 24 h dark cycle (total darkness [TD]) failed to affect the amplitude or phase of insulin and leptin oscillations in response to TAN feeding (Figures 1D and 1E). Since TAN-fed mice retain their endocrine oscillations (Figure 1F) and resist eWAT inflammation despite being housed in TD(FigureS2J), we hypothesized that food-entrained insulin and leptin oscillations contribute, at least in part, to the benefits of TAN feeding.

### TAN feeding perturbs metabolic flexibility genes in sWAT

Given the marked remodeling of the sWAT transcriptome with TAN feeding, we asked if TAN feeding leads to metabolic flexibility within sWAT, i.e., the ability to utilize carbohydrates or lipids in response to physiological cues.^8^ Accordingly, we employed the gene elasticity score (GElaS) algorithm/scoring system to determine how TAN feeding impacts the period-wide oscillations in sWAT of 20 defined metabolic “elasticity genes.”^9^ 

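The 20 elasticity genes of Table S4 were tested for a mean difference between TAN and ad-lib over the 6 time points. Of these, 11 were higher and 1 was lower under TAN at an adjusted p under 0.05 over all genes tested, and 15 were higher and 1 lower when adjusted over the list alone. The paper calls the genes both defined and the top 20, and if they were ranked on these libraries the count over the list alone is not independent evidence. By mean log2 fold change the higher genes were Slc2a5 (3.19), Elovl6 (2.65), Acly (2.02), Me1 (1.86), Acss2 (1.64), Fasn (1.61), Ppp1r3b (1.29), Thrsp (1.04), Mvd (1.00), Scd2 (0.93) and Dgat2 (0.68). Of the alternatives set before the data were examined, leaving out replicate 4 of both diets moved the count of 11 most, to 8, with Ppp1r3b, Thrsp and Dgat2 no longer passing. With both lymphocyte marker expression and the share of TEC loci as covariates, chosen after the data were seen, 9 genes were higher.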

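Fig. 2A draws Slc2a5, Acly, Peg3, Ppp1r3b and Angptl8. Over the 6 time points, Slc2a5, on chromosome 4 from 150119283 to 150144169, had a standard error of 0.31 around its mean log2 fold change (adjusted p = 1.13e-08 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), Acly, on chromosome 11 from 100476353 to 100528000, one of 0.22 (adjusted p = 4.19e-08), Ppp1r3b, on chromosome 8 from 35375739 to 35388139, one of 0.32 (adjusted p = 0.0169) and Angptl8, on chromosome 9 from 21835510 to 21837347, a mean of 1.07 with a standard error of 0.35 (adjusted p = 0.0630). In the dark cycle, at 12:00 a.m. by the labels of the count table (12:00 p.m. in Tables S3 and S4), Slc2a5 had 96.0 ± 42.5 CPM (SD, n = 4) in TAN libraries and 9.45 ± 4.59 CPM (SD, n = 4) in ad-lib libraries, and Acly had 2945 ± 1199.9 CPM (SD, n = 4) in TAN libraries and 811 ± 71.1 CPM (SD, n = 4) in ad-lib libraries. Neither was called there, with log2 fold changes of 3.34 (adjusted p = 0.0559) and 1.86 (adjusted p = 0.118) by the edgeR test, and each passed in 1 of 8 fits without a library. At 12:00 p.m. (12:00 a.m. in Tables S3 and S4), Slc2a5 had 49.5 ± 22.8 CPM (SD, n = 4) in TAN libraries and 1.85 ± 0.819 CPM (SD, n = 4) in ad-lib libraries, a log2 fold change of 4.74 (standard error 0.83, adjusted p = 0.00412 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and Acly had 2624 ± 815 CPM (SD, n = 4) in TAN libraries and 324 ± 228 CPM (SD, n = 4) in ad-lib libraries, a log2 fold change of 3.02 (standard error 0.56, adjusted p = 0.00704 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). These calls held in 5 and 4 of 8 fits that each left out a library. Ppp1r3b and Angptl8 varied more between the libraries of a group, with 578 ± 305 CPM (SD, n = 4) in TAN libraries and 252 ± 115 CPM (SD, n = 4) in ad-lib libraries for Ppp1r3b and 128 ± 83.0 CPM (SD, n = 4) in TAN libraries and 92.7 ± 54.8 CPM (SD, n = 4) in ad-lib libraries for Angptl8 at 12:00 a.m., and neither was called at any single time point.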

Radar chart representation depicted significant increases in expression and oscillations (including induction in the dark cycle) of the top 5 “elastic” genes in sWAT of TAN mice (Figure 2A), while Euclidean clustering of the 20 elastic genes resulted in three distinct clusters in TAN mice based on their oscillation patterns (Figure 2B). 

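The mean log2 CPM of the 12 cluster 1 genes in TAN sWAT was 8.21 ± 0.16 (SD, n = 4) at 8:00 a.m., 8.54 ± 0.43 at 12:00 p.m., 8.47 ± 0.62 at 4:00 p.m., 6.62 ± 1.33 at 8:00 p.m., 8.98 ± 0.64 at 12:00 a.m. and 8.31 ± 0.30 at 4:00 a.m. by the labels of the count table, which Tables S3 and S4 shift by 12 h, so that 12:00 p.m. and 12:00 a.m. change places. In ad-lib sWAT it was 6.65 ± 0.93, 6.59 ± 0.54, 6.16 ± 0.48, 6.81 ± 0.48, 7.46 ± 0.13 and 7.40 ± 0.87 at the same times. Expression at 12:00 p.m. and 12:00 a.m. together was compared with the other 4 time points within TAN, a contrast that the shift leaves unchanged. It was positive for 12 of 12 genes, passed the threshold for 1 of them (6 adjusted over the list alone), and did so for 0 genes as a difference between TAN and ad-lib. That gene was Scd2, with a log2 contrast of 1.14 (standard error 0.21, adjusted p = 0.0150 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Elovl6, on chromosome 3 from 129532355 to 129638495, had a contrast of 1.22 (standard error 0.36, adjusted p = 0.270 by the same edgeR test). It had 894 ± 467 CPM (SD, n = 4) in TAN libraries and 63.5 ± 25.6 CPM (SD, n = 4) in ad-lib libraries at 12:00 p.m. and, in TAN libraries, 1032 ± 563 CPM at 12:00 a.m., against 135 ± 114 CPM in TAN libraries at 8:00 p.m., their lowest time point. TAN replicates 1 and 2 at 8:00 p.m. had 1.13% and 0.74% of counts on adipocyte markers, against 4.19% and 5.37% in replicates 3 and 4. Their cluster 1 means were 6.09 and 5.04, against 7.24 and 8.10. The low TAN mean at that time point is therefore not separated from the low adipocyte marker share of these libraries. Over the period, 8 of the 12 genes were higher under TAN (10 adjusted over the list alone). Without any 1 of the 4 replicates of both diets, 0 genes passed the contrast of the peaks within TAN, and with limma voom 2 did.

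**Figure D2:**
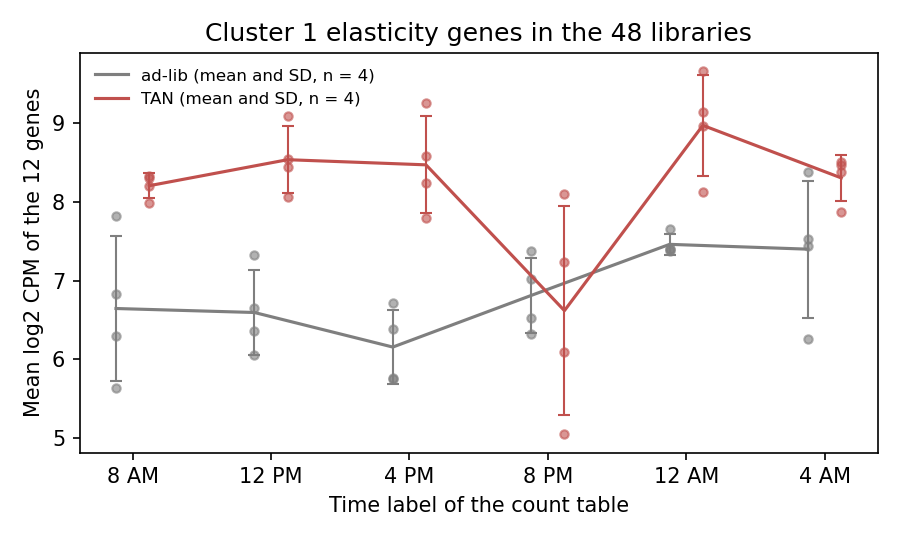
Mean log2 CPM of the 12 cluster 1 elasticity genes in each of the 48 libraries at the 6 time labels of the count table, with the mean and SD (n = 4) of ad-lib (grey) and TAN (red) sWAT. The TAN mean is 8.98 at 12 AM and 6.62 at 8 PM, where the TAN and ad-lib libraries overlap.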

Cluster 1 genes (12 genes, e.g., *Elovl6*) are uniquely upregulated by TAN feeding with a biphasic oscillation pattern, i.e., two feeding-related peaks (12:00 p.m. and 12:00 a.m.) across period (Figures 2B and 2C). 

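The 5 cluster 2 genes had a mean log2 CPM of 8.24 ± 0.34 (SD, n = 4) at 8:00 a.m., 7.14 ± 0.62 at 12:00 p.m., 6.79 ± 0.17 at 4:00 p.m., 6.76 ± 1.40 at 8:00 p.m., 8.96 ± 0.53 at 12:00 a.m. and 6.76 ± 0.47 at 4:00 a.m. in TAN sWAT by the labels of the count table. Compared with the mean of the other 5 time points within TAN, expression at 12:00 p.m. passed the threshold for 0 of the 5 genes and was below it in all 5, and 0 passed when adjusted over the list alone. Expression at 12:00 a.m., the libraries that Tables S3 and S4 list under 12:00 p.m., was above the other 5 time points for 3 genes (5 adjusted over the list alone), and in ad-lib sWAT for 0 genes (3 adjusted over the list alone). These were Ppp1r3b, with a log2 contrast of 2.35 in TAN sWAT (standard error 0.52, adjusted p = 0.00648 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), Thrsp, with 1.99 (standard error 0.36, adjusted p = 8.54e-04 by the same edgeR test), and Mvd, with 1.53 (standard error 0.21, adjusted p = 1.60e-05 by the same edgeR test). In ad-lib sWAT the contrast was 2.46 for Ppp1r3b and 1.51 for Thrsp, and as a difference between the diets it passed the threshold for 0 genes (1 adjusted over the list alone). Without replicate 2 of both diets 1 gene passed at 12:00 a.m., and without replicate 4 there were 4.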

Cluster 2 genes (5 genes, e.g., *Ppp1r3b*) show a single diurnal 12:00 p.m. surge after the second feeding (Figures 2B and 2C). By contrast, cluster 3 (3 genes, e.g., *Peg3*) is not responsive to feeding (Figures 2B and 2C; Table S4). 

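Cluster 3 holds Peg3, Zim1 and Sorl1. Peg3, on chromosome 7 from 6703892 to 6730431, was lower under TAN over the period, with a mean log2 fold change of -1.18 (standard error 0.26, adjusted p = 0.00688 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), which passed the threshold in 2 of the 4 fits that each left out a replicate of both diets. It was called at 8:00 p.m. by the labels of the count table (8:00 a.m. in Tables S3 and S4), with 5.54 ± 2.99 CPM (SD, n = 4) in TAN libraries and 26.7 ± 8.88 CPM (SD, n = 4) in ad-lib libraries, a log2 fold change of -2.27 (standard error 0.67, adjusted p = 0.0253 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) that held in 4 of 8 fits that each left out a library. Expression of Peg3 varied over the time points in TAN sWAT (adjusted p = 0.0207 by the edgeR test) and had a 24-h harmonic there (adjusted p = 0.0139). Its peaks at 12:00 p.m. and 12:00 a.m. against the other time points gave a log2 contrast of -0.01. Neither Zim1 nor Sorl1 was called at any time point or over the period.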

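Expression at 12:00 p.m. against the mean of the other 5 time points in TAN sWAT, by the labels of the count table, passed the threshold for 0 of the 17 genes of clusters 1 and 2. Adjusted over the list alone it also passed for 0. It was positive for 11 of the 12 genes of cluster 1 and 0 of the 5 genes of cluster 2. For the libraries that Tables S3 and S4 list under 12:00 p.m. (12:00 a.m. in the count table), the same comparison passed for 2 genes of cluster 1 (9 adjusted over the list alone), Slc2a5 with a log2 contrast of 1.70 (standard error 0.48, adjusted p = 0.0327 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and Scd2 with 1.20 (standard error 0.25, adjusted p = 0.00434 by the same edgeR test). As a difference between TAN and ad-lib, 0 of these genes passed at either time.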

Notably, the majority of cluster 1 and 2 elastic genes shows diurnal oscillations in the prolonged fasting phase (Figure 2B), although the significance of the diurnal oscillations remains unclear.

Metabolic elasticity entails coordinated gene oscillations.^9^ Consistently, TAN feeding led to a remarkable enrichment of positive correlations between the elastic genes at 12:00 p.m. compared to ad-lib (Figure 2D), indicating concerted molecular events likely representing metabolic flexibility. 

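A correlation over the 4 libraries of a diet at a single time point was not computed, and coordination was measured over the 24 libraries of each diet after the mean of each time point was subtracted. The mean Pearson r over the 190 pairs of the 20 genes was 0.478 in TAN and 0.381 in ad-lib sWAT, a difference of 0.0972. Of 10000 shuffles of the diet labels within time points, a share of 0.210 gave a difference at least as large in either direction (two-sided permutation test), and with Spearman's rho in place of Pearson's r the difference was 0.0925 (permutation p = 0.322). The difference depends on single replicates. Without replicate 3 of both diets it was 0.260 (permutation p = 0.0151) and without replicate 4 it was -0.0509 (permutation p = 0.529).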

Consistently, protein-protein interaction network analysis identified hub genes *Fasn, Scd1, Mvd, Me1, Acly, Acss2, Dgat2, and Elovl6* (Figure 2E) and their functional submodules and molecular interactors within the top 20 elastic genes, emphasizing coordinated gene networks in sWAT of TAN-fed mice. Furthermore, GSEAs identified functionally enriched pathways and their associations between specific elastic genes and enriched annotations (Figures 2F and 2G)—indicating that “fatty acid metabolism,” “insulin signaling,” and “pyruvate metabolism” pathways are perturbed in sWAT by TAN feeding. Hence, TAN feeding compartmentalizes anabolic and catabolic pathways, likely reflecting improved metabolic flexibility in sWAT.

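Of the 8 hub genes, 8 were higher under TAN over the period, with Scd1 at a mean log2 fold change of 0.69 (standard error 0.21, adjusted p = 0.0488 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Of the 4 fits that each left out a replicate of both diets, the mean of Scd1 passed the threshold in 0 and that of Dgat2 in 1. The median log2 fold change of the 8 genes was 1.11 at 8:00 a.m., 2.54 at 12:00 p.m., 2.56 at 4:00 p.m., 0.75 at 8:00 p.m., 1.83 at 12:00 a.m. and 0.95 at 4:00 a.m. by the labels of the count table. Called higher were 4 of them at 12:00 p.m., 7 at 4:00 p.m., 1 at 8:00 p.m., 1 at 12:00 a.m. and 0 at 8:00 a.m. and 4:00 a.m. Adjustment over the list alone gave 4 at 8:00 a.m., 6 at 12:00 p.m., 7 at 4:00 p.m., 1 at 8:00 p.m., 8 at 12:00 a.m. and 2 at 4:00 a.m. These counts are not independent evidence if the genes were ranked on these libraries.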

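The 22 genes of the insulin pathway had median log2 fold changes between -0.09 and 0.23 over the 6 time points, and camera called the list at none of them (limma, adjusted p of at least 0.345), while fry called it at 8:00 p.m. (adjusted p = 0.0132). The pathway of pyruvate metabolism itself was not tested. Glycolysis, which ends in pyruvate, was tested with a list of 16 gene names, which matched 17 tested genes. Their median was 0.44 at 12:00 p.m., 0.90 at 4:00 p.m. and 0.74 at 12:00 a.m. by the labels of the count table (12:00 a.m., 4:00 a.m. and 12:00 p.m. in Tables S3 and S4), each called by camera and by fry. The 18 genes of β-oxidation had a median of 0.92 at 4:00 p.m., called by camera and fry, and 0.66 at 12:00 a.m., called by camera alone.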

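Over the other time points, the ChREBP targets had a median log2 fold change of 0.99 at 8:00 a.m. and 0.47 at 8:00 p.m. by the labels of the count table, and fatty acyl-CoA biosynthesis 0.60 and 0.18. The TCA cycle had medians of -0.09 and 0.25, the ETC -0.37 and 0.66, and α-oxidation -0.16 and 0.25. At 8:00 a.m. (8:00 p.m. in Tables S3 and S4) the lists of anabolic genes were higher and those of the TCA cycle and the ETC lower, and camera called the ETC (limma, adjusted p = 2.16e-08) but not the TCA cycle (0.308). It also called the ChREBP targets (4.22e-06), cholesterol biosynthesis (median 0.70, 1.23e-08) and fatty acyl-CoA biosynthesis (7.08e-08) at that time. Of these, fry called cholesterol biosynthesis (0.00761) and fatty acyl-CoA biosynthesis (0.0124). At 8:00 p.m. (8:00 a.m. in Tables S3 and S4) camera called the ETC higher (limma, adjusted p = 2.85e-18), and fry called it at neither time (0.593 and 0.127). Camera also called cholesterol biosynthesis higher at 8:00 p.m. (median 0.28, limma, adjusted p = 0.0381), and fry did not (0.768).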

### TAN feeding remodels sWAT

Given the marked reprogramming of the sWAT transcriptome, we asked if and how TAN feeding remodels sWAT and its function. Consistent with decreased sWAT weight in HFD-fed TAN mice (Figure 3A), 3D analyses of adipocyte volume showed reduced mean sWAT adipocyte size with increased frequency of smaller adipocytes (blue) in TAN mice compared to greater frequency of mid-sized (green) and larger (red) adipocytes in ad-lib Cons (Figure 3B). Reduction in adipocyte size was associated with increased multilocularity, UCP1 positivity (Figure 3C), and greater vascular density (CD31 positivity) reflected by increases in vessel length, volume, and branchpoint, with reduced average distance to nearest vessel (Figure 3D). In addition, tyrosine hydroxylase (TH) staining, marking tissue innervation, revealed a trend toward increased sWAT innervation in TAN mice (Figure 3E). Remodeling of sWAT correlated with increases in oxygen consumption rate (OCR) (Figure 3F) and levels of the mitochondrial markers VDAC, TOMM20, and cytochrome *c* (CYT *c*) and ETC components ATP5A, UQCRC2, SDHB, and NDUFB8 in sWAT (Figure S3A) without affecting respiration in BAT (Figure 3F). Furthermore, TAN-fed mice at thermoneutrality for the entire study duration showed elevated sWAT OCR (Figure 3G), and these increases in sWAT OCR relied on UCP1, since *Ucp1^−/+^* sWAT failed to increase its OCR to the levels in TAN-fed *Ucp1^+/+^* mice (Figure 3G). By contrast, TAN feeding did not impact OCR in BAT or eWAT at thermoneutrality (Figure 3G). Interestingly, circadian respirometry revealed sustained increases in sWAT OCR in TAN-fed mice in the dark cycle (Figure 3H), with only minor excursions observed in BAT (Figure S3B). Taken together, TAN feeding leads to marked transcriptional, cellular, and functional remodeling of sWAT.

### Innervation-dependent sWAT remodeling, metabolic flexibility, and inflammation resolution in TAN mice

Although we observed a trend toward increased innervation upon TAN feeding, it is well established that sympathetic tone supports adipose browning,^10^ and therefore it is possible that TAN feeding increases functional sympathetic tone to support sWAT remodeling. Accordingly, we used depot-specific denervation of sWAT (DNV^sWAT^) or BAT (DNV^BAT^) (plans in Figures 4A and 4G) to answer whether TAN-induced sWAT remodeling/energy expenditure requires innervation and whether sWAT remodeling is sufficient to dampen eWAT inflammation. BAT denervation (DNV^BAT^) was confirmed by reduced expression of *Ucp1* (Figure S4A), adrenergic receptor *Adrb3* (Figure S4B), and BAT marker Eva1a (Figure S4C) and the failure to mobilize lipid in response to TAN feeding compared to sham-operated innervated Con(FigureS4D). Bilateral sWAT denervation (DNV^sWAT^) did not affect *Ucp1, Adrb3*, or *Eva1a* expression in BAT (Figures S4A–S4C) but reduced sWAT TH levels (Figure S4E) and blocked adipocyte size reduction in response to TAN feeding (Figure S4F). Consistent with the idea that innervation supports adipocyte metabolic and thermogenic function,^10^ TAN-fed DNV^sWAT^ mice failed to lower their sWAT and eWAT weights (Figures 4B and 4C) or induce sWAT OCR compared to TAN-fed Con mice (Figure 4D). Strikingly, BAT OCRs remained unaffected in DNV^sWAT^ mice and their Con group fed ad-lib or TAN (Figure 4E), indicating limited impact of sWAT denervation on BAT energy expenditure. Furthermore, TAN feeding led to innervation-dependent increases in expression of the metabolic elasticity genes *Slc2a5, Acly, Fasn, Elovl6*, and *Ppp1R3b* and decreased expression of leptin (Figure 4F)—reflecting improved metabolic flexibility in innervated sWAT of TAN mice.

In contrast, surprisingly, DNV^BAT^ mice and their innervated Cons each displayed equivalent sWAT and eWAT weight loss with similar increases in sWAT OCR in response to TAN feeding (Figures 4H–4J) without notable changes in BAT OCR (Figure 4K). Consistently, sWAT showed equivalent reduction in adipocyte size in TAN-fed Con and DNV^BAT^ mice (Figure S4G), which, in conjunction with similar increases in sWAT OCR in both TAN-fed Con and DNV^BAT^ mice (Figure 4J), indicates maintained higher energy expenditure rates in sWAT of DNV^BAT^ TAN-fed mice. Strikingly, eWAT of Con and DNV^BAT^ mice each showed markedly reduced F4/80 (Figure 4L) and β-galactosidase positivity (Figure S4H) in response to TAN feeding, while eWAT of DNV^sWAT^ mice remained largely inflamed with numerous F4/80-positive crown-like structures despite TAN feeding (Figure 4M). Hence, sWAT remodeling and resolution of eWAT inflammation in TAN-fed mice requires sWAT innervation.

### scRNA-seq analyses reveal ILC2 cell recruitment in sWAT of TAN mice

To determine how TAN feeding remodels the sWAT microenvironment, we isolated sWAT stromal vascular fractions (SVF) of 7-month-old male mice fed ad-lib or TAN for 5 months. We performed single-cell RNA sequencing (scRNA-seq) on single-cell suspensions of 5,553 ± 137 cells using the 10× Genomics platform and used Cell Ranger from 10× Genomics for data processing and R package Seurat^11^ to generate cell clusters and resolve their identities.^12^ Since SVF isolation, scRNA-seq library preparation, and sequencing procedures are each known to introduce variabilities in samples, we performed cluster analysis on integrated and individual libraries from ad-lib and TAN mice and represented these data by t-distributed stochastic neighbor embedding (t-SNE) plots. As seen in Figure S5A, ad-lib and TAN libraries had comparable cell clustering patterns and transcriptomic states. Further subclustering based on known cell-type marker genes identified clusters of group 2 innate lymphoid cells (ILC2), T cells, natural killer T (NKT) cells, B cells, committed preadipocytes (CP) in initial states of differentiation, adipocyte precursor cell (APC) subtypes (APC2, APC1, APC), migratory dendritic cells (migDC), Schwann cells, monocytes/macrophages, endothelial cells, neutrophils, pericytes, and mast cells (Figure 5A). To gain insight into remodeling of stromal cells under ad-lib and TAN conditions, we segregated the cumulative t-SNE-plot into ad-lib and TAN by animal replicate (Figure S5B). The t-SNE plots revealed global changes in relative proportions of SVF clusters between ad-lib and TAN (Figure 5A). Among all clusters, B cells, T cells, and ILC2s appeared to have marked differences in their global transcriptomic profiles in t-SNE 2D projection where cells from ad-lib and TAN were segregated (Figures 5A and S5A), which was validated by further subclustering of B cells, T cells, and ILC2s by percentage (ad-lib, B cells 5.1%, T cells 1.4%, ILC2 2%; TAN, B cells 28.9%, T cells 7.5%, ILC2 3.5%) (Figures 5B and S5C).

Since adipose-resident ILC2s drive white-fat browning,^13,14^ we focused on TAN feeding-induced changes in ILC2 clusters enriched with the canonical ILC2 markers *Ilrl1* and *Gata3*^13^ (Figures S5D and S5E). To quantitatively determine the transcriptional impact of TAN feeding on ILC2s, we characterized DEGs as a function of cluster type and found a high degree of transcriptional variation in ILC2s in response to TAN feeding (Figure 5C). Interestingly, ILC2 clusters showed remarkable transcriptional differences in cell clusters between ad-lib and TAN, implicating a potential remodeling of ILC2s upon TAN feeding (Figure 5C). Indeed, DEG analysis of ad-lib and TAN ILC2 subclusters showed upregulation of several genes, including *Tnfrs4* and *Ccr7*, which act as licensing signals for ILC2 tissue-specific adaptive immunity and migration^15,16^ (Figures 5C and S5F), and gene ontology (GO) analysis showing enrichment of processes related to “cell proliferation,” “protein translation,” and “transcription” (Figure S5G).

### Flow cytometry confirms ILC2 cell recruitment in innervated sWAT of TAN mice

Consistent with scRNA-seq analyses, fluorescence-activated cell sorting (FACS) in sWAT SVFs showed increased ILC2 percentages in TAN-fed mice (Figures 5D and 5E). However, percentages of T and B cells by FACS were comparable between ad-lib and TAN mice (Figures S5H–S5J), indicating potential discrepancies in transcript abundance and protein cell-surface expression. Interestingly, TAN-driven increases in ILC2s were dampened in DNV^sWAT^ (Figure 5E), correlating with reduced OCR and metabolic flexibility gene expression in TAN-fed DNV^sWAT^ mice (Figures 4D and 4F). Since the alarmin cytokine interleukin-33 (IL-33) drives ILC2 proliferation and function,^17^ and because sWAT APCs/stromal stem cells are major sources of IL-33,^17,18^ we tested if TAN feeding perturbs APC IL-33. Indeed, subclustering APCs (APC, APC1, and APC2) revealed significantly higher percentages of APCs producing IL-33 upon TAN feeding (Figures 5F, 5G, S5K, and S5L), which was confirmed by increased IL-33 protein levels in sWAT of TAN-fed mice (Figure 5H). Interestingly, DEG analysis on APCs showed an increase in the fatty acid metabolic genes *Fabp4* and *Cd36* (Figures 5I–5K), recently shown to be essential for beige APC proliferation and differentiation.^19^ Despite these findings, FACS analyses did not show an overall difference in APC population from ad-lib and TAN-fed mice in innervated Con or DNV^sWAT^ mice (Figures 5L and 5M). We also observed a highly CP (Figure 5A) cluster that expressed some markers of adipocyte genes. We base this possibility on the high expression of mitochondrial, lipid metabolism, and adipokine markers (Figure 5A) such as *Adipoq, Apoe, Fasn, Acly, Elovol6, Agpat2, mt-Atp6, mt-Cytb*, and *mt-Co2*.^20^ Analyses of DEGs in this adipocyte pool revealed an upregulation of metabolic flexibility genes (Figures 2B and S5M), e.g., *Fasn, Me1*, and *Elovl6*, as observed in sWAT of TAN-fed mice (Figure 2B), indicating metabolic reprogramming across different adipocyte clusters by TAN feeding.

To investigate whether ILC2 enrichment correlates with sWAT metabolism, we performed bulk RNA-seq on whole sWAT from ad-lib and TAN mice (Figure 5N), which revealed distinct molecular signatures of lipogenesis, glucose metabolism, fatty acid metabolism, mitochondrial function, and thermogenesis in sWAT of TAN mice (Figure 5O). 

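Of the 20 genes drawn in Fig. 5N, 4 were called higher under TAN at 12:00 a.m. by the labels of the count table (20 adjusted over the list alone, which is not independent evidence if the genes were chosen on these libraries), and 20 of 20 had a positive log2 fold change, with a median of 1.52. For the libraries that Tables S3 and S4 list under 12:00 a.m. (12:00 p.m. in the count table), 6 were called (7 adjusted over the list alone) and 20 of 20 were positive, with a median of 0.74. Leaving out TAN replicate 1 raised the first count to 19, and leaving out ad-lib replicate 1 lowered the second to 2. With DESeq2 in place of edgeR the first count was 19. Over all 6 time points, 19 of the 20 genes had a higher mean under TAN. Of a list of 14 thermogenesis genes written before the data were examined, 11 were positive at 4:00 p.m. (4:00 a.m. in Tables S3 and S4), with a median of 0.92 (camera of limma, adjusted p = 0.0179, and fry, adjusted p = 0.154), and camera called the list at no other time point.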

Taken together, expansion and activation of sWAT resident ILC2s support an anti-inflammatory and pro-thermogenic milieu in sWAT in TAN-fed mice, as also reported with CR.^1^

### Insulin and leptin oscillations and ILC2 cells are each required for sWAT remodeling

Since leptin-driven pathways drive white-fat browning,^21^ we asked if insulin and leptin surges contribute to sWAT remodeling and whether remodeling occurs through an interplay with sWAT-recruited ILC2 cells (Figure 6A). Accordingly, we used four read-outs as markers for sWAT remodeling and systemic benefit in TAN mice, i.e., sWAT size, sWAT OCR, sWAT ILC2 cell recruitment, and resolution of eWAT inflammation. Specifically, we tested if dampening leptin or insulin surges or depleting IL-33 to block ILC2 cell recruitment (using *Il33^−/−^* mice)^13^ prevents sWAT remodeling in TAN-fed mice. To test for sufficiency of leptin surges in TAN feeding-induced sWAT remodeling, we used a *leptin*^KO^ (*Ob/Ob*) mouse (Figure S6A). Given the hyperphagia and obesity in *Ob/Ob* mice, we matched body weights of Con and Ob/Ob mice by maintaining *Ob/Ob* mice on RD and the Con mice on HFD (Figure 6B) as conducted previously.^22–24^ As noted in Figures 1B and 1C, Con TAN-fed mice (compared to Con ad-lib mice) displayed reduced fat mass (with corresponding increases in fat-free/lean mass) (Figure 6C), decreased sWAT weight (Figure 6D), increased sWAT OCR (Figure 6E), and increased ILC2 cells in sWAT (Figure 6F) without affecting other sWAT immune cells, including FOXP3-positive T regulatory (Treg) cells (Figures S6B–S6H). Consistently, TAN-fed Con mice showed reduced sWAT adipocyte size (Figure 6G) and decreased eWAT inflammation (fewer F4/80-positive crown-like structures) (Figure 6H). By contrast, despite reduced food consumed by TAN-fed *Ob/Ob* compared to TAN-fed Con mice (Figure S6I), TAN-fed *Ob/Ob* mice failed to reduce their fat mass and sWAT weight (Figures 6C and 6D) or stimulate OCR (Figure 6E) or recruit ILC2 cells in sWAT (Figure 6F). Furthermore, *Ob/Ob* sWAT adipocytes remained hypertrophic (Figure 6G) with persistent eWAT inflammation/F4/80 positivity (Figure 6H) despite TAN feeding, suggesting that leptin availability, possibly through its surges, facilitates sWAT remodeling in TAN-fed mice.

Since leptin and insulin oscillate at identical times in response to feeding (Figures 1D and 1E), and encouraged by our findings in *Ob/Ob* mice, we asked if TAN-feeding-induced insulin surges contribute to sWAT remodeling. We employed two distinct models of insulin deficiency (Figure 6I), i.e., conditional whole-body loss of the insulin receptor (*InsR*^KO^) (by injecting AAV-CMV-Cre into *InsR*^Flox/Flox^ mice) (Figure S6J) and injecting low-dose streptozotocin (STZ) intraperitoneally (i.p.) to dampen insulin signaling (Figure S6K), as we did recently.^25^ Since circulating hormonal oscillations likely mediate an effect by acting on multiple cells/tissues, e.g., adipocytes, immune cells, or CNS, we chose to use whole-body gene knockout (KO) models to determine if insulin (or leptin) participates in TAN-feeding-induced sWAT remodeling. As in *Ob/Ob* mice, TAN-feeding-driven increases in sWAT OCR were blunted in both *InsR*^KO^ and low-dose STZ-treated mice (Figures 6J and 6K) without affecting BAT OCR (Figures 6L and 6M). As also observed upon leptin depletion (Figure 6F), ablation of insulin signaling (*InsR*^KO^ mice) blocked the recruitment of ILC2 cells in sWAT (Figure 6N) as did lack of *Il33* (Figure 6N), a factor required for ILC2 recruitment and sWAT beiging.^13^ Loss of *Il33* (indicated by loss of GFP) (Figure S6L) did not affect sWAT enrichment of additional cell types, e.g., CD4^+^ T cells or PDGFRα^+^;PDGFRβ^+^ progenitors (Figures S6M and S6N). Supporting the idea that insulin- and leptin-driven, and IL-33-licensed, ILC2 cell recruitment drives sWAT remodeling in TAN-fed mice, loss of leptin or insulin signaling or loss of *Il33* each reduced ILC2 recruitment (Figures 6F and 6N) and blocked TAN-feeding-induced increases in sWAT OCR (Figures 6E, 6J, 6K, and 6O). Interestingly, despite the requirement of IL-33 for recruitment of ILC2 cells in sWAT, increases in IL-33 levels are not regulated by insulin or leptin, since loss of *InsR* (Figure 6P) or leptin (data not shown) did not block TAN-induced increases in sWAT IL-33 levels. Thus, we conclude that leptin, insulin, and ILC33/ILC2 signaling cooperate in the functional remodeling of sWAT in response to TAN feeding (Figure 6A).

### Reconstituting insulin and leptin oscillations recapitulate sWAT remodeling

To determine if insulin and leptin oscillations are sufficient to remodel sWAT, we pharmacologically modeled insulin and leptin surges in ad-lib male mice (Figure 7A) in a manner similar to what we observed in TAN-fed mice after their first meal (Figures 1D and 1E). Distinct cohorts of C57BL/6J male mice were injected i.p. daily at 9:30 p.m. for 1.5 months with (1) saline (Con) or (2) insulin (0.16 IU/day) or (3) leptin (5 mg/kg/day) or (4) insulin and leptin both (Co-T_x_ at these doses) (Figure 7A). Because sWAT remodeling and TAN benefits are lost in DNV^sWAT^ mice (Figures 4A–4F), we incorporated an additional group (5) wherein bilateral DNV^sWAT^ mice were subjected to insulin and leptin Co-T_x_ (Figure 7A). To confirm that once-a-day i.p. injections led to a single acute surge in circulating insulin and leptin each day, we measured pre- and postinjected serum levels of insulin or leptin at 1, 2, and 6 h after the injections (Figure 7B). Time-course analyses revealed consistent and sharp increases in circulating insulin and leptin levels 1 h after i.p. administration (time 0) (Figure 7B), which returned to baseline by 2 h (for insulin) or 6 h (for leptin) (Figure 7B).

Ad-lib injected mice in each group consumed the same amount of food per day when analyzed after 1.5 months (Figure 7C). Individual daily injections of insulin or leptin alone did not affect body composition (Figure 7D), although insulin per se led to expansion of sWAT (trend) and eWAT wt (*p < 0.05) (Figures 7E and 7F), likely due to insulin’s ability to support adipocyte growth and differentiation.^26^ Strikingly, and in clear contrast, Co-T_x_ of insulin and leptin led to reduced fat mass with corresponding increases in relative lean mass (Figure 7D), reduced sWAT and eWAT weights (Figures 7E and 7F), and increased sWAT OCR without affecting BAT OCR (Figures 7G and 7H). Interestingly, Co-T_x_ of insulin and leptin led to increased sWAT IL-33 levels without affecting the percentage of ILC2 cells in the sWAT (Figures 7I and 7J), although leptin alone increases the percentage of ILC2 cells in sWAT (Figure 7J) without affecting sWAT IL-33 levels (Figure 7I). These results suggest that, in principle, a single surge of insulin and leptin each day over 1.5 months is sufficient to recapitulate the benefits of TAN feeding.

Consistent with increases in ILC2 recruitment and sWAT OCR, and in accordance with the hypothesis that insulin and leptin oscillations support sWAT remodeling, leptin alone reduced sWAT adipocyte size compared to Con or insulin-injected mice (Figure 7K). However, it is the Co-T_x_ of insulin and leptin that markedly remodels sWAT as indicated by decreased adipocyte size and recruitment of multiloculated UCP1-positive adipocytes in sWAT (Figure 7K). Furthermore, Co-T_x_ of insulin and leptin increased the numbers of mitochondrial (CYT c and TOMM20) and oxidation/phosphorylation (OXPHOS) proteins (NDUFB8 [complex I], SDHB [II], UQCRC2 [III], MTCO1 [IV]) (Figures 7L and 7M) and increased the expression of recently identified markers^9^ for metabolic flexibility, *Slc2a5, Fas, Elovl6, Angptl8, Mvd*, and *Ppp1e3b* (Figure S7A), as also noted in TAN-fed mice (Figure 2B). Interestingly, insulin alone contributed to increases in levels of TOMM20 and ATP5A (Figures 7L and 7M), as shown in human skeletal muscle.^27^ Consistently, TAN-feeding-induced increases in mitochondrial and OXPHOS markers (Figure S3A) appear to be insulin mediated, since this effect is dampened in TAN-fed *InsR*^KO^ mice compared to TAN-fed Con (Figures S7B–S7D).

Consistent with the observation that benefits of TAN feeding are diminished in DNV^sWAT^ mice (Figures 4A–4F), Co-T_x_-induced increases in sWAT OCR, sWAT IL-33 levels, and sWAT remodeling represented by multilocularity/UCP1-positivity and increases in mitochondrial/OXPHOS markers, as well as metabolic flexibility gene expression, were all markedly reduced by sWAT denervation (Figures 7G, 7I, 7K, 7L, and S7A). Taken together, these results show that oscillations of insulin and leptin engage with a CNS-immune axis to cooperatively drive sWAT remodeling.

## DISCUSSION

CR^1^ and intermittent fasting^3^ each leads to sWAT browning, and at least in the case of CR, a role of ILC2 cells is implicated^1^; however, the integrative mechanism for sWAT browning in models of intermittent feeding remains unclear. Here, we show that TAN feeding, separated by periods of fasting, leads to meal-driven surges in circulating insulin and leptin. We suspect that these endocrine surges represent their entrainment by feeding and are unrelated to the central clock given the maintenance of feeding-driven insulin and leptin oscillations in mice housed under a 24 h dark cycle. Hormones that respond to changes in nutrient availability, e.g., ghrelin and glucagon, or FGF21, which oscillates with TAD feeding,^3^ may potentially contribute to sWAT remodeling. However, since this study focused on how timed feeding remodels sWAT; we did not examine how fasting-responsive hormones, e.g., ghrelin, glucagon, or FGF21, are altered in TAN-fed mice. Our results present a framework to consider that feeding-driven surges in insulin and leptin facilitate sWAT remodeling and metabolic improvement and that the observed sWAT plasticity is not solely an effect of fasting. In fact, feeding-driven insulin and leptin oscillations correlate with an active and period-wide rewiring of metabolic programs in sWAT, in that nutrient-driven endocrine surges correlate with enrichment of anabolic pathways that are segregated from catabolic pathways, which reorganize in the fasting windows. Given the increases in oscillations of the recently elucidated metabolic flexibility genes^9^ by TAN feeding, we suspect that enrichment of anabolic genes in feeding windows and the synchronization of catabolic pathways with fasting are a representation of metabolic flexibility. Importantly, to our point, TAN-feeding-induced insulin and leptin oscillations are mechanistically linked to sWAT and metabolic remodeling—since increases in sWAT OCR and reduction in sWAT depot/adipocyte size are each blunted when leptin and insulin levels are individually depleted in TAN-fed mice. We argue that insulin and leptin surges per se drive sWAT browning, since pharmacological boluses to recreate hormonal oscillations via once-a-day injections in ad-lib mice are sufficient to remodel sWAT. Intriguingly, significant cellular, functional, and metabolic remodeling of sWAT occurs only in mice co-injected with insulin and leptin, and not in those injected with one or the other, indicating that insulin and leptin cooperatively mediate browning of sWAT. Although continuous i.p. infusions of insulin and leptin have been shown to drive adipose browning on day 6 after the initiation of infusions,^28^ it is unclear if sustained infusions will eventually lead to resistance against the action of these hormones, and as a result, the observed browning will likely be lost upon sustained continuous infusions. By contrast, the use of pulsatile once-a-day injections over a prolonged period of time, as conducted in this study, indicated that the timed reconstitution of insulin and leptin oscillations is sufficient per se to sustain adipose browning for prolonged periods of time.

How insulin and leptin surges drive sWAT browning became evident after scRNA-seq analyses of sWAT, which revealed marked increases in the enrichment of ILC2 cells in TAN-fed mice. Although ILC2 cells drive sWAT remodeling/browning,^13^ the mechanism of their recruitment to sWAT in models of dietary intervention-induced browning^1^ has remained unclear. Our data suggest that intermittent-feeding-induced ILC2 cell recruitment in sWAT is mediated by the surges in levels of insulin and leptin as well as increases in sWAT IL-33 levels. Supporting this idea, depletion of leptin or blocking of insulin receptor signaling each blocked TAN-feeding-induced ILC2 recruitment in sWAT, as did loss of IL-33, a known signal for ILC2 recruitment and sWAT beiging.^13^ Although additional immune cells, e.g., eosinophils, have been shown to regulate adipose remodeling, we did not evaluate changes in their levels, and thus, we cannot exclude their potential contribution to TAN-feeding-induced sWAT remodeling.^29^ The individual contributions of insulin and leptin toward adipose browning are difficult to parse out given the intricacies and the overlap in their downstream signaling events.^30^ However, our data suggest compartmentalization of their roles, in that insulin supports the increases in mitochondrial and OXPHOS proteins, which are important characteristics of adipose browning. Indeed, TAN feeding and insulin injections per se increased mitochondria/OXPHOS proteins, while leptin administration alone led to recruitment of ILC2 cells in sWAT. Thus it would appear that cooperativity between insulin and leptin is required for the cellular, functional, and metabolic remodeling of sWAT in response to TAN feeding.

Supporting the long-held concept that CNS insulin and leptin action^21,28^ and depot innervation^10^ are required for adipose browning, denervation of sWAT completely blocked each attribute of remodeled sWAT in response to TAN feeding or injections of insulin/leptin. Indeed, DNV^sWAT^ mice failed to deplete their adipose depot weights and drive energy expenditure in response to TAN feeding and injections of insulin/leptin. Tissue innervation also appears to be important for metabolic rewiring and flexibility in response to TAN feeding, since DNV^sWAT^ is unable to drive expression of the metabolic flexibility marker genes *Slc2a5, Acly, Fasn, Elovl6*, and *Ppp1r3b* in TAN-fed and insulin/leptin-co-injected mice. Given these observations, it is tempting to speculate that the insulin/leptin-responsive hypothalamic neurons^31^ are likely crucial for mediating the effects of TAN feeding on adipose remodeling. It must also be noted that insulin and leptin impact additional peripheral organs, including liver, and muscle and that the overall systemic benefits of TAN feeding likely involve metabolic reprogramming across multiple tissues.

Our studies show that remodeling and energy expenditure in sWAT mediates the anti-inflammatory effect of TAN feeding on eWAT. Indeed, denervation of sWAT but not BAT completely blocked the ability of TAN feeding to deplete F4/80^+^ cells in eWAT (Figure 4L). These data suggest that, perhaps, remodeled sWAT takes center stage when feeding paradigms are perturbed, while the role of BAT is restricted to cold-induced metabolic remodeling and thermogenesis. Taken together, food cues and reorganized endocrine oscillations appear to support the cellular, functional, and metabolic remodeling of sWAT and benefits of timed feeding.

### Limitations of the study

One limitation of this study is that it was conducted only in male mice. This is because metabolic disease modeling is best noted in male C57BL/6J mice. However, in appreciation of the importance of understanding sex-specific effects of diets on adipose remodeling, future studies will examine the impact of TAN feeding in female mice. A second weakness is the failure to determine the CNS-specific mechanisms, including the specific cell types in key nutrient-sensitive regions of the brain, that license sWAT browning in response to timed feeding. Finally, this study focused on the role of ILC2s in sWAT browning, and future studies will be required to determine the role of the other sWAT-resident immune cells in sWAT browning in response to TAN feeding.

## STAR★METHODS

### RESOURCE AVAILABILITY

#### Lead contact

Further information and requests for resources and reagents should be directed to and will be fulfilled by the lead contact, Rajat Singh ().

#### Materials availability

This study did not generate new reagents.

#### Data and code availability

- Bulk and Single-cell RNA-seq data have been deposited at GEO and are publicly available on the date of publication. Accession numbers are listed in the key resources table. Original western blot images will be deposited at Mendeley and will be publicly available on the date of publication.
- This paper does not report original code
- Any additional information required to reanalyze the data reported in this paper is available from the lead contact upon request.

### EXPERIMENTAL MODEL AND STUDY PARTICIPANT DETAILS

#### Animals

All procedures were performed under a protocol approved by the Institutional Animal Care and Use Committee (IACUC) of the Albert Einstein College of Medicine. All experiments were performed in 3–4-mo-old C57BL6/J males unless otherwise specified in the corresponding figure legend. *InsR*^flox/flox^ (006955) and *Il33*^flox/flox^-eGFP (30619) mice were injected with AAV9-CMV-iCre to generate whole-body knock-out mice, respectively. Age-matched controls were injected with AAV9-CMV-Null (Con). *Leptin* KO (*Ob/Ob*) (000632) mice were obtained from Jackson labs. Mice were fed HFD (60% kcal in fat; D12492; Research Diets, New Brunswick, NJ, USA) or regular chow diet (5058; Lab Diet, St Louis, MO) for 12–16 weeks. An ECHO (Echo Medical Systems) magnetic resonance spectroscopy instrument was used to determine body composition. A limitation of this study is that it was only conducted in male mice since obesity is better modeled in male mice of the C57BL6/J background.

#### Housing

Mice were maintained at 22–23°C or 30°C on 12 h light/dark cycles (8 AM-8 PM) in the institutional barrier facility along with sentinel cages and were specific pathogen-free. A subset of mice were maintained in complete darkness (24 h dark cycle) for the duration of the study. Mice in sentinel cages are routinely tested by the Institute for Animal Studies (Einstein) for specific pathogens, and health reports were evaluated at regular intervals.

#### TAN feeding and caloric restriction (CR)

TAN mice were fed only in the two 2 h windows each day (9–11 PM and 5–7 PM) during the nocturnal (dark) mouse cycle. Despite our attempts to pair feed, the net amount of food consumed in the two 2 h windows by TAN mice was ~7% less than the food consumed by the Ad-lib group in the preceding 24 hr. Both cohorts were group housed. The TAN group and its Ad-lib control (Con) included the same number of age and weight-matched male littermate per cage when experiments started. Residual food pellets in the TAN group were carefully collected and weighed at the end of the 2 h feeding period. For caloric restriction experiments we restricted 40% of total day calories compared to the age and weight-matched Ad-lib control group and all the food was given at 9 PM.

### METHOD DETAILS

#### Tissue collection and injections

Mice were humanely euthanized 3 h after the first window of feeding (12 AM, dark phase). Adipose depot samples (sWAT, eWAT and BAT) were frozen at −80°C for bulk RNAseq, qPCR and Western blotting. For some experiments the rest of the tissue was used for SVF isolation and further analysis. Additional samples of adipose depots were harvested for immunohistochemistry and *Seahorse* tissue respirometry. For insulin deficient model, we injected streptozotocin (STZ) in a low dose (40mg/kg)^32^ intraperitoneally once-a-day for 11 consecutive days, one month before sacrifice. For insulin (0.16 UI/mouse)^33^, leptin (5mg/kg)^34^ and co-treatment experiment the injection were performed daily at 9 PM mouse time (dark cycle).

#### Creation of knock-out models

Whole body knockout for IL33^flox/flox^-eGFP and Insulin receptor^flox/flox^ (*InsR*) was accomplished by retro-orbital injections of 5*10^11^ gc/mouse of AAV9-iCre recombinase in 100uL volume (Vector Biolabs, Malvern, PA, USA) when mice were 2–3 mo-old. The feeding intervention was started a week after a single dose of AAV9-iCre. At the end of each experiment, the knock-out of *Il33* was determined by decreased GFP protein levels, since a GFP was inserted into the 3 prime UTR of IL33 sequence, while loss of *InsR*^KO^ was determined by decreased insulin receptor β protein levels.

#### Subcutaneous-inguinal white and brown adipose tissue denervation

Mice were anesthetized with isoflurane and maintained at a surgical plane of anesthesia for 20–30 min of the bilateral sWAT or BAT nerve transection procedure. The mouse was shaved and secured on a warm surgical table. A 2 cm skin incision was made along the caudal aspect of the ventrum, and the edges of the skin were retracted laterally and held in place with sterile retractors, exposing the sWAT or BAT depots and adjacent connective tissue. The connective tissues retaining left and right sWAT or BAT depots were bluntly dissected from the skin an underlying peritoneal tissue and skeletal muscle. The caudal and rostral nerve bundles innervating the sWAT depots on each side were exposed, isolated, and transected with micro scissors. For BAT all five branches of intercostal sympathetic nerves connecting to the right and left BAT fat pads were identified, carefully isolated, and sectioned. After the procedure the skin incision was closed with VetBond adhesive.

#### Biochemical analyses

Serum insulin (ALPCO, NH, USA), leptin (R&D systems, MN, USA), IL33 (R&D systems, MN, USA), and corticosterone (Immuno-Biological Laboratories Inc.) were assessed using commercial kits according to manufacturer’s instructions.

#### Western blotting

Adipose tissues samples were homogenized in RIPA buffer containing 50 mM Tris, 150 mM NaCl, 1% NP-40, 0.5% sodium deoxycholate, 0.1% SDS, 0.1 mM EDTA, 0.1 mM EGTA, and protease/phosphatase inhibitors. Lysates were centrifuged, and supernatants were subjected to immunoblotting by denaturing 20 μg of protein at 100°C or 50°C, depending on the antibody, for 5 min in Laemmli sample buffer containing 62.5 mM Tris, 2% SDS, 25% glycerol, 0.01% bromophenol blue, and 5% beta-mercaptoethanol. Samples were resolved on SDS-PAGE and transferred to nitrocellulose membranes (GE Healthcare, USA) in transfer buffer containing 25 mM Tris, 192 mM glycine, 0.01% SDS, and 15% methanol using a Bio-Rad semidry transfer cell at 150 mA for 30 min. Ponceau red was imaged for later normalization. Membranes were blocked in 5% non-fat dry milk, 20 mM Tris, 500 mM sodium chloride, and 0.5% Tween-20 for 1 h and probed with primary antibodies overnight at 4°C. Immune complexes were detected using peroxidase-conjugate secondary antibodies and the enzyme substrate ECL. Protein bands were obtained using KwikQuant Digital Western Blot Detection System and analyzed with ImageJ software (NIH, USA).

#### RNA isolation and qPCR analyses

Total RNA was isolated using the Trizol Reagent (Invitrogen). The aqueous phase containing the RNA was loaded onto a gDNA Eliminator Spin Column (Qiagen, USA) for elimination of genomic DNA, and RNA was isolated using the RNeasy Plus kit (Qiagen) according to manufacturer’s instructions. Total RNA (500 to 1000 ug) was reverse transcribed into cDNA using the M-MLV reverse transcriptase (Invitrogen), and quantitative RT-PCR analyses was performed using the Power SYBR Green PCR Master Mix (Applied Biosystems, UK) on a StepOne Plus Real-Time PCR System (Applied Biosystems, UK). For each gene, values were normalized to the expression of the housekeeping gene TATA-binding protein (*Tbp*). The mRNA expression in control samples was considered as 1 and mRNA expression in experimental samples was represented as fold-change compared to expression in Con. All reactions were in duplicate or triplicate. Values were expressed in arbitrary units (a.u).

### RNAseq analysis

#### Library construction, quality control and sequencing

Messenger RNA was purified from total RNA using poly-T oligo-attached magnetic beads. After fragmentation, the first strand cDNA was synthesized using random hexamer primers, followed by the second strand cDNA synthesis using either dUTP for directional library or dTTP for non-directional library. For the non-directional library, it was ready after end repair, A-tailing, adapter ligation, size selection, amplification, and purification. For the directional library, it was ready after end repair, A-tailing, adapter ligation, size selection, USER enzyme digestion, amplification, and purification.

The library was checked with Qubit and real-time PCR for quantification and bioanalyzer for size distribution detection. Quantified libraries will be pooled and sequenced on Illumina platforms, according to effective library concentration and data amount.

#### Clustering and sequencing

The clustering of the index-coded samples was performed according to the manufacturer’s instructions. After cluster generation, the library preparations were sequenced on an Illumina platform and paired-end reads were generated.

#### Differential expression analysis

Differential expression analysis of two conditions/groups (two biological replicates per condition) was performed using the DESeq2 R package(1.20.0).DESeq2 provide statistical routines for determining differential expression in digital gene expression data using a model based on the negative binomial distribution. The resulting P-values were adjusted using the Benjamini and Hochberg’s approach for controlling the false discovery rate. Genes with an adjusted P-value <=0.05 found by DESeq2 were assigned as differentially expressed.

#### Enrichment analysis of differentially expressed genes

The Reactome database brings together the various reactions and biological pathways of human model species. Reactome pathways with corrected Pvalue less than 0.05 were considered significantly enriched by differential expressed genes. We used cluster-Profiler software to test the statistical enrichment of differentially expressed genes in the Reactome pathway.

#### Circadian analysis and clustering

The differential gene expression analyses were conducted with R packages Limma and EdgeR. Count data from the RNA sequencing pipeline were used. Gene expressed less than 10 counts were excluded. This resulted in a total of 5,733 genes from differential analyses. Differential analyses were based on limma linear regression by contrasting treatment (TAN) and control (ad-lib) groups at the same time point, i.e., TAN 8 AM vs AL 8 AM, and for each comparison, differentially expressed genes as defined by adjusted test P-values. For circadian analyses, dryR package (https://github.com/naef-lab/dryR) was used. Pathway enrichment and gene expression analysis were performed using Express Analyst (https://github.com/xia-lab/ExpressAnalystR.git) and shinyGO (https://github.com/gexijin/shinygo.git) R packages. Protein-protein functional enrichment and networks are generated using Network enrichment (https://github.com/xia-lab/NetworkAnalystR.git) package using STRING database; Confidence cutoff > 900. Gene count, correlation matrix, and enrichment table source data are documented as Tables S1–S4.

#### Tissue respirometry

Tissue bioenergetics was determined using a *Seahorse* respirometer ^35^. Briefly, adipose depots were collected rapidly after sacrifice, and rinsed with Krebs-Henseleit buffer (KHB) (111 mM NaCl, 4.7 mM KCl, 2 mM MgSO_4_, 1.2 mM Na_2_HPO_4_, 0.5 mM carnitine, 2.5 mM glucose and 10 mM sodium pyruvate). Tissue was cut into one small piece (8–13 mg) and quickly transferred to individual wells of a XF24 plate and keep it on buffer. Every tissue piece was stabilized from excessive movement by islet capture screens (Seahorse Bioscience), and 675 μl KHB (containing ATP 2 mM, CoA 0.5 mM, NAD 0.1 mM and sodium pyruvate 2 mM) was added to each well. Digitonin was added to enhance plasma membrane permeability. Basal oxygen consumption rates (OCR) were determined at 37°C according to the following plan: Basal readings recorded every 2 min for 5 readings, followed by exposure to digitonin. Subsequent readings (10) were recorded after 2 min mixing and 2 min rest. Basal OCR values were normalized to individual tissue weights.

#### Glucose tolerance test (GTT)

Overnight fasted mice were administered 2 g/kg D-glucose by intraperitoneal (i.p.) injection and blood glucose levels were measured before the injection and at indicated time-points post-injection using an Ascensia Contour glucometer (Bayer).

#### Histological analyses and immunohistochemistry

The histological analyses as previously described.^35^ Paraffin-embedded sections (5 mm thick) of formalin-fixed adipose tissues were subjected to Hematoxylin and Eosin (H&E) staining. Sections were analyzed under a Zeiss light microscope at the indicated magnification. Adipocyte area in H&E-stained sections were measured using Image J software (NIH, USA). Adipose tissue paraffin sections were dewaxed and rehydrated. Endogenous peroxidase was treated using 3% hydrogen peroxidase, followed by an antigen retrieval citrate buffer (Vector biolabs). Nonspecific binding sites were blocked using Bioxall (Vector biolabs), and later 2.5% BSA. For immunodetection, sections were incubated for overnight at 4°C, and the specific staining was detected using ImmPRESS-AP Anti-Rabbit Ig Reagent antibody and ImmPACT Vector Red Substrate Kit (Vector biolabs). Sections were counterstained, and in the case of UCP1 rehydrated before mounting. Slides were visualized and images acquired with Zeiss Axiolab 5 microscope.

#### Depot-wide imaging and quantifications for adipocyte, vasculature and nerve mass

Imaging was carried out using Miltenyi LaVision Ultramicroscope II, running Inspector Pro 7.1.15 software (Miltenyi Biotec, Bergisch Gladbach, Germany) and equipped with Zyla 4.2P-CL10 sCMOS camera (Andor Technology, Belfast, UK), SuperK EXTREME super-continuum white-light laser EXR-15 (NKT Photonics, Birkerød, Denmark) and MV PLAPO 2XC (Olympus, Tokyo, Japan) objective. Adipose tissue morphology and tyrosine hydroxylase staining was imaged with single-sided illumination, using 9 horizontal focusing steps and at 5 μm interval, resulting in voxel size of 1.5 × 1.5 × 1.5 μm. Data was acquired in two channels, tyrosine hydroxylase staining at 560 ± 20 nm (excitation) and 610 ± 30 nm (emission) wavelength and autofluorescence at 630 ± 15 nm (excitation) and 680 ± 15 nm (emission) wavelength. Images for CD31 staining were acquired at 3 μm interval, resulting in 0.9 × 0.9 × 3 μm voxel size, using 560 ± 20 nm (excitation) and 610 ± 30 nm (emission) wavelength for autofluorescence and adipocyte morphology and 785 ± 12.5 nm (excitation) and 845 ± 22.5 nm (emission) wavelength for CD31. Images were acquired as single tiles.

To identify individual adipocytes, we manually labelled the centers of adipocytes in a small subset of 2D slices randomly sampled from the entire data set. Hereafter, a 2D U-Net (https://doi.org/10.48550/arXiv.1505.04597) was trained on the labelled data to detect adipocyte centers. The trained model was the applied on each 3D volume in a slice-by-slice fashion which segmented out the 3D adipocyte centers. Secondly, A coarse segmentation of the adipocyte membranes, was obtained by calculating a 3D Gaussian gradient magnitude image followed by a set threshold. Finally, to obtain the adipocyte segmentation, the detected adipocyte centers and the coarse membrane segmentation is passed on to seeded 3D watershed segmentation. From the resulting segmentation of individual adipocytes could be counted and their sizes could be estimated.

For the blood vessel and TH nerve segmentation, we use parts of the TubeMap analysis pipeline^36^. Specifically, we applied the small vessel detection part, which relies on 3D tube filters and thresholds for first obtaining a binary vessel segmentation. Hereafter, a skeletonization of the segmentation is obtained via morphological operations and the resulting binary skeleton was converted into a graph. From the vessel segmentation, global features, such as volume fraction, could be estimated directly, and from the graph representation local features such as branch points and individual vessel segment lengths and diameters could be estimated. Finally, the tissue volume of each scanned sample was estimated by simple thresholding of the autofluorescence channel.

#### Single cell isolation from sWAT SVF

The subcutaneous-inguinal fat pads (sWAT) were collected, and the lymph nodes excluded. The fat was gently minced into fine pieces using a blade and placed in 50 mL tubes containing 1X HBSS (without Mg^2+^ or Ca^2+^) supplemented with 0.5% BSA. After the sacrifice was done, a Collagenase type II solution (4 mg/ml; Worthington Biochemical, Lakewood, NJ, USA) was added to the tubes and incubated in a rotating shaker (200 rpm) at 37 °C for 30–40 minutes. The digestion was stopped, and the mixture was passed through 100 μm cell strainer and centrifuged at 500 x g for 10 min at 4°C. Red blood Cell lysis was performed with 1x Red Blood cells lysis buffer diluted in deionized water (Tonbo, Bioscience). The cell suspension was filtered through 40μm cell strainer to discard debris, and centrifuged at 500 x g for 10 min at 4°C. The pellet was resuspended collected as stromal vascular fraction (SVF) by centrifugation and re-suspended in FACS buffer for Flow Cytometry analysis or DMEM + 10% FBS for RNA-sequencing.

#### Flow cytometry

The suspended SVF from sWAT was pipetted in a 96-well plate for staining. Cells were first incubated with Live/Dead dyes and Fc-block for 15 min at 4°C. Then, samples were washed and incubated with extracellular antibodies for 30 min at 4°C. Followed this step, the cells were washed and resuspended in an intracellular/permeabilization buffer (Invitrogen) for 30 min at 4°C, followed by the intracellular staining. All antibodies and their respective channels are shown on Table S1. The pellets were resuspended and acquired by using Cytek Aurora Flow Cytometer and analyzed by BD FlowJo v10.8 software. Flow cytometry gating strategies are shown on Figure S5.

#### Gating strategy

We highlighted that antibodies conjugated in the same channel were used in different experiments for different assessment and conclusions. Lin- cells were gated for assessing adipocyte progenitors using CD24, Sca-1, PDGFRa and PDGFRB as shown. For some experiments, we substituted PDGFRa on APC for Ki67, and for those, we presented progenitors as PDGFRB+; Sca-1-. Endothelial cells were gated as CD31^+^. For lymphocyte analysis, we first excluded macrophage markers (CD206-, CD11c-, CD11b-, F4/80-). For macrophages we used CD11B and F480 double positive population. M1-like macrophages expresses CD11C, and M2-like macrophages expresses CD206. For B cells we used B220. For NK cells we used NK1.1 and CD3. From non-B cells we used CD3, CD4, CD8 and Treg for T cells. Non-B and Non-T cells were gated for ILC2 isolation. We considered ILC2 populations cells that were positive for CD25, GATA-3 and ST2. We also analyzed GATA-3 and ST2 single positive cells respectively after gating on CD25 for some experiments/comparison as indicated, in each figure legend. Ki67 was gated in each population of interest when necessary and indicated in each figure legend.

### SVF scRNAseq analysis

#### SVF single cell barcoding and library preparation

To yield an expected recovery of 4000–7000 single cells, an estimated 10,000 single cells per channel were loaded onto Single Cell 3’ Chip (10X Genomics, CA). The Single Cell 3’ Chip was placed on a 10X Genomics instrument to generate single cell gel beads in emulsion (GEMs). Chromium Single Cell 3’ v3 Library and Cell Bead Kits were used according to the manufacturer’s instructions to prepare single cell RNA-Seq libraries.

#### Illumina high-throughput sequencing libraries

Qubit Fluorometric Quantitation (ThermoFisher, Canoga Park, CA, USA) was used to quantify the 10X Genomics library molar concentration and a TapeStation (Aligent, Santa Clara, CA, USA) was used to estimated library fragment length. Libraires were pooled and sequenced on an Illumina HiSeq 4000 (Illumina, San Diego, CA, USA) with PE100 reads and an 8 bp index read for multiplexing. Read 1 contained the cell barcode and UMI and read 2 contained the single cell transcripts.

#### Single cell data pre-processing and quality control

To obtain digital gene expression matrices (DGEs) in sparse matrix representation, paired end reads from the Illumina HiSeq 4000 were processed and mapped to the mm10 mouse genome using 10X Genomics’ Cell Ranger v3.0.2 software suite. Briefly, .bcl files were demultiplexed and converted to fastq format using the ‘mkfastq’ function from Cell Ranger. Next, the Cell Ranger ‘counts’ function mapped reads from fastq files to the mm10 reference genome and tagged mapped reads as either exonic, intronic, or intergenic. Only reads which aligned to exonic regions were used in the resulting DGEs. After combining all four sample DGEs into a single study DGE, we filtered out cells with (a) UMI counts < 700 or > 30,000, (b) gene counts < 200 or > 8,000, and (c) mitochondrial gene ratio > 10%. This filtering resulted in a dataset consisting of 42,052 genes across 12,222 cells, with approximately 2,300 – 4,650 cells from each sample. A median of 2,411 genes and 7,252 transcripts were detected per cell.

#### Identification of cell clusters

The Seurat R package version 3.0.0.9000 (https://github.com/satijalab/seurat) was used to project all sequenced cells onto two dimensions using t-SNE, and Louvain clustering was used to assign clusters. The optimal number of PCs used for t-SNE dimensionality reduction and Louvain clustering was determined using the Jackstraw permutation approach and a grid-search of the parameters. Similarly, the density used to assign clusters was identified using a parameter grid search. SVF data from this study were all independently normalized using sctransform ^37^ and integrated using Seurat v3.1.5 ^11,38^. The single cell expression profiles were projected into two dimensions using tSNE and the Louvain method for community detection was used to assign clusters. This integrated data was only used to identify and define the cell types.

#### Cell type-specific gene expression signatures

We defined cell cluster specific marker genes from our Drop-seq dataset using the FindConservedMarkers function in Seurat across all the samples. Briefly, a Wilcoxon Rank Sum Test is run within each sample and a meta P-value across all samples is computed to assess the significance of each gene as a marker for a cluster. Within each sample, the cells are split into two groups: single cells from the cell type of interest and all other single cells. To be considered in the analysis, the gene had to be expressed in at least 10% of the single cells form one of the groups and there had to be at least a 0.25 log fold change in gene expression between the groups. This process was conducted within each sample separately, and then a meta P-value was assessed from the P-values across all samples. Multiple testing was corrected using the Benjamini-Hochberg method on the meta P-values and genes with an FDR < 0.05 were defined as cell type specific marker genes.

#### Resolving cell identities of the cell clusters

To identify the cell type identity of each cluster, we used a curated set of canonical marker genes derived from previous studies ^20,39–46^ to find distinct expression patterns in the cell clusters. Clusters which expressed known marker genes were used as evidence to identify that cell type. Cell subtypes which did not express previously established markers were identified by general cell type markers and those obtained with Seurat’s Find Conserved Markers function to define the cell subtype.

#### Differential gene expression analysis

Within each identified cell type, TAN and Ad-Lib single cells were compared for differential gene expression using Seurat’s Find Markers function (Wilcoxon rank sum test) in a manner similar to Li et al. ^47^. Differentially expressed genes were identified using two criteria: (i) an expression difference of >= 1.5-fold and adjusted P-value<0.05 in a grouped analysis between Ad-Lib mice (n = 4) and TAN mice (n = 4); (ii) an expression difference of >= 1.25 fold and consistent fold change direction in all 4 possible pairwise combinations of TAN vs Ad-Lib mice.

#### Pathway enrichment analysis

Pathway enrichment analysis was conducted on the differentially expressed genes from each cell type using gene sets from Reactome ^48^. Prior to enrichment, mouse gene names were converted to human orthologues. Enrichment of pathways was assessed with a Fisher’s exact test, followed by multiple testing correction with the Benjamini-Hochberg method. Gene set enrichments with FDR < 0.05 were considered statistically significant.

#### QUANTIFICATION AND STATISTICAL ANALYSIS

Mean and standard error of mean (S.E.M.) were calculated for each studied variable. Statistical significance was determined using One-way or Two-way ANOVA followed by Bonferroni multiple comparison test or by two-tailed unpaired Student’s t-test. *P<0.05, **P<0.01, ***P<0.001. All the statistical analysis was performed using Prism Graph Pad (La Jolla, CA). Statistical details for each experiment including n value are provided in the Figure legend.

#### ADDITIONAL RESOURCES

None related to this study.

## Supplementary Material

1

2

3

4

5

6

7

8

9

10

## Figures and Tables

**Figure 1.**
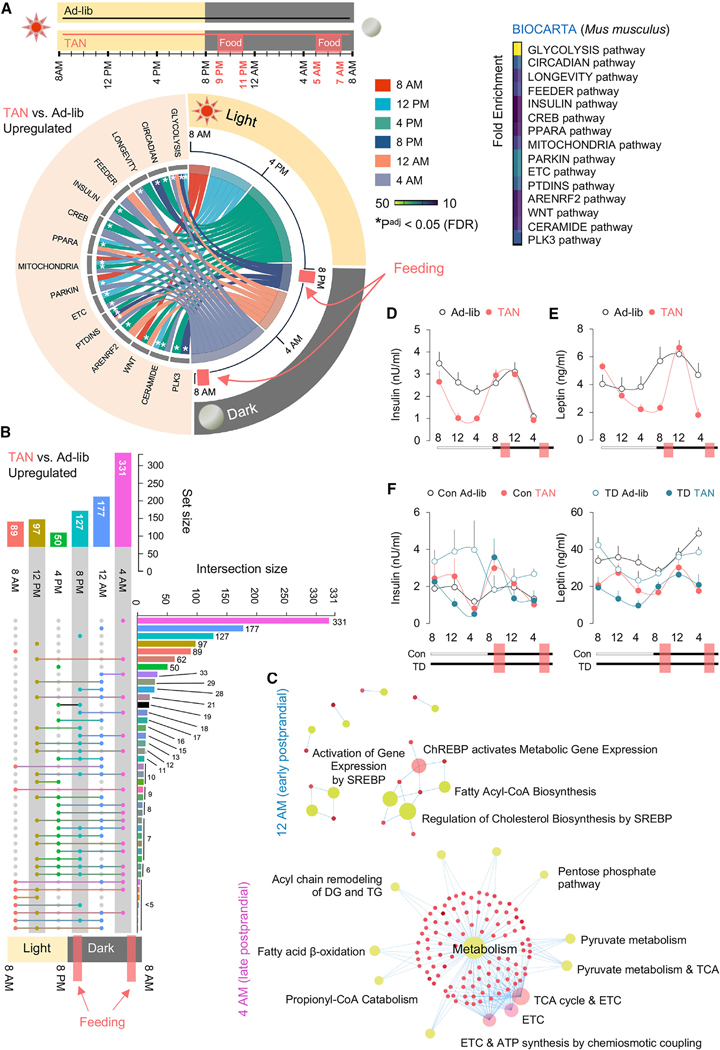
TAN feeding entrains insulin and leptin oscillations and rewires metabolic programs in sWAT (A) Scheme depicting the twice-a-night (TAN) feeding intervention. Bulk RNA-seq analysis was done at the indicated time points in sWAT of C57BL/6J male mice fed ad *libitum* (ad-lib) or TAN for 6 months (*n* = 5). Period-wide pathway enrichment (BIOCARTA) for the top 100 upregulated genes and a chord diagram for significantly enriched pathways as a function of time are shown. Fold enrichment is represented as a heatmap, and *FDR (false discovery rate) < 0.05. (B) UpSet plot of samples in (A) depicts intersection sets for significantly enriched genes across the six time points. Each connection represents a distinct combination between six (Zeitgeber) ZT time points and the number of overlapping gene sets. (C) Enrichment network using the Reactome database for significantly upregulated genes in TAN-fed mice at early postprandial (12:00 a.m.) and late postprandial (4:00 a.m.) time points. Node size represents the enrichment score. Node color represents the significance. Salmon, FDR < 0.05; lemon, *p* < 0.05. The network edge represents the betweenness for genes associated with representative pathways. (D–F) Serum insulin (D) and leptin (E) at six time points from ad-lib or TAN-fed mice housed at ambient temperature in a 12 h/12 h light/dark cycle (D and E) and in a 24 h dark cycle (F), i.e., total darkness (TD). Feeding windows are indicated by salmon-colored boxes; *n* = 4–10. Every plot across 24 h shows the mean value (dots) per time point ± SEM. See also Figure S1.

**Figure 2.**
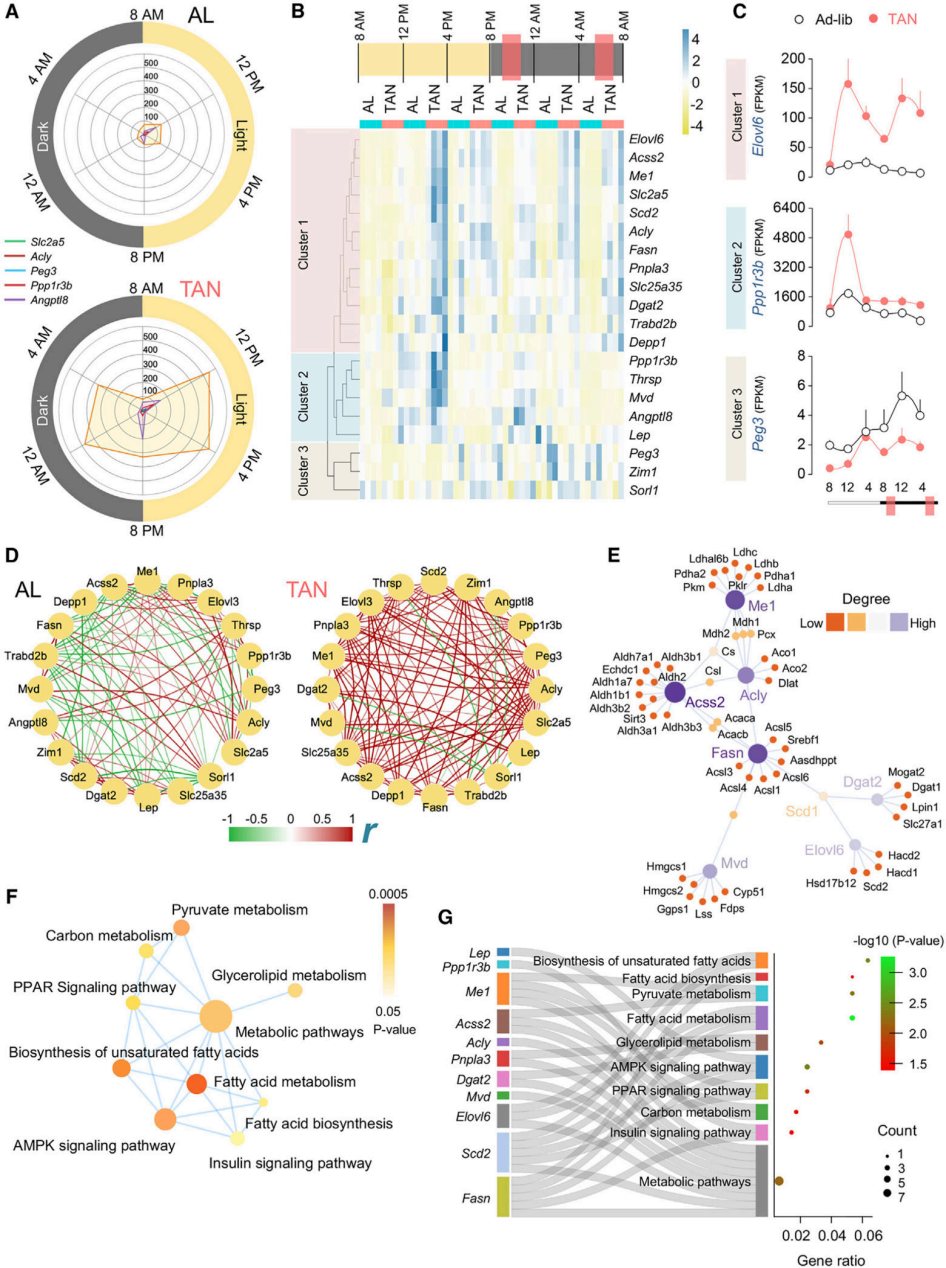
TAN feeding associates with improved metabolic flexibility in sWAT (A) Bulk RNA-seq of sWAT at six ZT time points from ad-lib and TAN-fed mice indicated in Figure 1A (*n* = 4). Radar charts for period-wide oscillations in the expression of the top 5 metabolic elasticity genes in sWAT from ad-lib and TAN-fed mice are shown. Circle diameter denotes FPKM (fragments per kilobase of transcript per million mapped reads) values. (B) Period-wide cluster map of the top 20 metabolic elasticity genes in sWAT of ad-lib or TAN-fed mice (*n* = 4). *Z*-score-normalized values are plotted and implemented for hierarchical clustering. Sky blue denotes upregulation, and lemon yellow denotes downregulation. (C) Period-wide oscillations in gene expression determined by qPCR for representative genes in each cluster. The x axis denotes time. The y axis is FPKM value. (D) Correlation coefficient network diagrams of 20 metabolic elasticity genes from sWAT of ad-lib or TAN-fed mice at 12:00 p.m. Nodes represent individual genes. The edge denotes the number of significant positive and negative correlations. Edge thickness signifies Pearson’s correlation coefficient values. Red and green indicate positive or inverse correlations in gene expression. (E) Protein-protein interaction networks (bipartite) generated for metabolic elasticity gene sets using STRING. The subnetwork is selected on confidence score(>900) threshold. Degree and betweenness are denoted by node size and color. (F) Gene set enrichment analysis for metabolic elasticity genes at 12:00 p.m. using the KEGG database. Node size represents the enrichment score, while node color signifies the *p* value (<0.05) of the functional enrichment network. (G) Sankey bubble chart representation of metabolic elasticity genes and their associated enriched pathways. A corresponding bubble chart for pathway enrichment depicting gene ratio (x axis), −log_10_ (*p*) (bubble color), and gene count (bubble size) is shown. Feeding windows are indicated by salmon-colored boxes.

**Figure 3.**
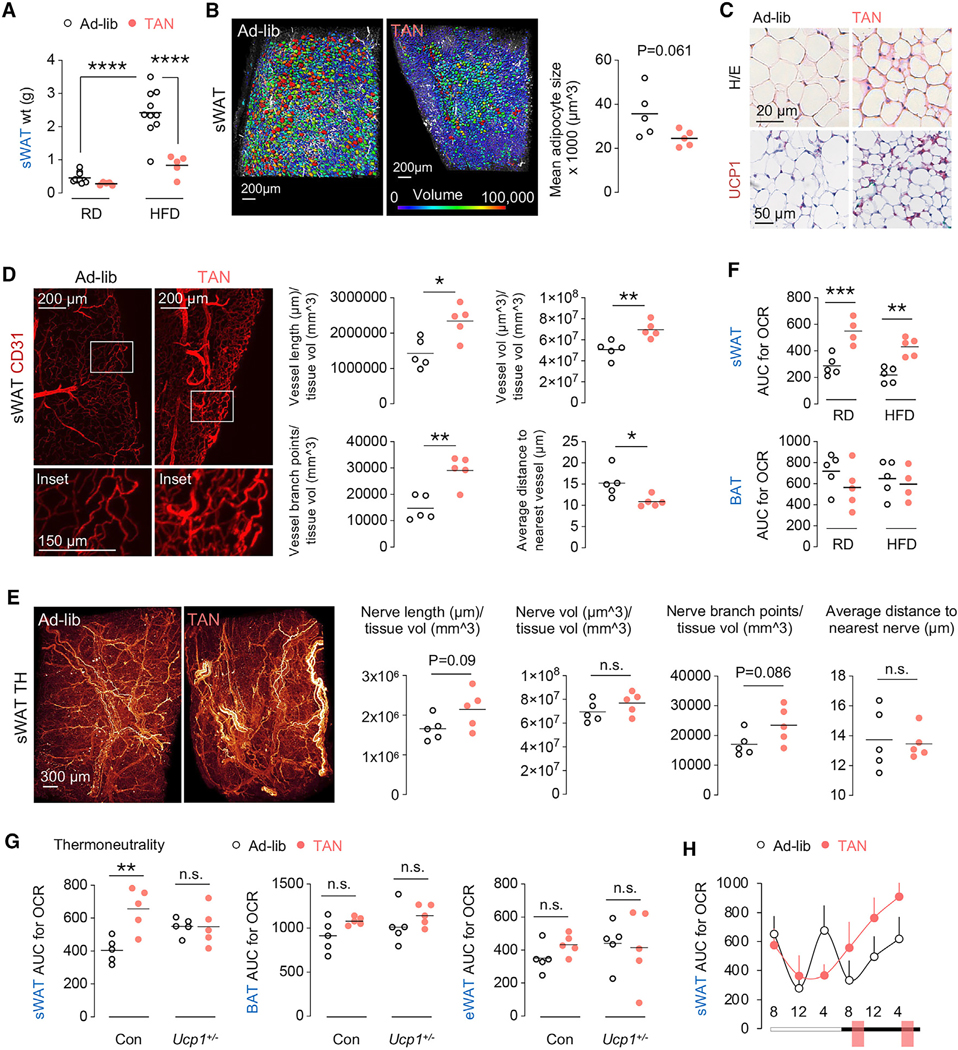
TAN feeding leads to cellular and functional remodeling of sWAT (A) sWAT weight (wt) of regular chow diet (RD)- or high-fat diet (HFD)-fed C57BL/6J male mice subjected to ad-lib (*n* = 10) or TAN feeding (*n* = 5) for 6 months. (B) Representative images of adipocytes generated via light-sheet microscopy and 3D reconstruction of whole sWAT (inguinal-dorsal) from C57BL/6J male mice subjected to ad-lib or TAN feeding on RD for 5 months (*n* = 5). Adipocyte volumes are represented in color scale (μm^3^) with larger adipocytes in red and smaller adipocytes in purple. Graph shows the mean adipocyte size. See Videos S1 (ad-lib) and S2 (TAN) for 3D constructions of sWAT from ad-lib and TAN-fed mice. (C) Representative H&E and immunostaining of sWAT from C57BL/6J male mice subjected to ad-lib or TAN feeding for 6 months showing adipocyte size (top) and UCP1 positivity (bottom). (D) Representative images and quantification of CD31-positive blood vessels generated via light-sheet microscopy of whole sWAT (inguinal-dorsal) from C57BL/6J male mice subjected to ad-lib or TAN feeding on RD for 5 months. White rectangles are magnified in insets below. See Videos S3 (ad-lib) and S4 (TAN) for 3D constructions of sWAT from ad-lib and TAN-fed mice (*n* = 5). (E) Representative images and quantification of tyrosine hydroxylase (TH)-positive nerves generated via light-sheet microscopy of whole sWAT (inguinal-dorsal) from C57BL/6J male mice fed ad-lib or TAN on RD for 6 months (*n* = 5). (F) Area under the curve (AUC) for oxygen consumption rate (OCR) in sWAT and BAT of C57BL/6J male mice subjected to ad-lib (RD *n* = 5, HFD *n* = 5) or TAN (RD *n* = 4, HFD *n* = 5) feeding on RD or HFD for 6 months (n = 4–5). (G) AUC for OCR in sWAT, BAT, and eWAT of Con or *Ucp1*^+/−^ male mice fed ad-lib or TAN and maintained in thermoneutrality (30°C) for 6 months (*n* = 5). (H) AUC for OCR in sWAT collected from ad-lib and TAN-fed RD mice at the six indicated time points (*n* = 5). Feeding windows are salmon-colored boxes. Values are mean ± SEM. Dot plots show individual values (dots) and mean (line). n.s., non-significant; *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001. Two-way ANOVA and Tukey-corrected (A, F, G) and two-tailed unpaired Student’s t test (B, D, E). Magnifications bars are shown. See also Figure S2.

**Figure 4.**
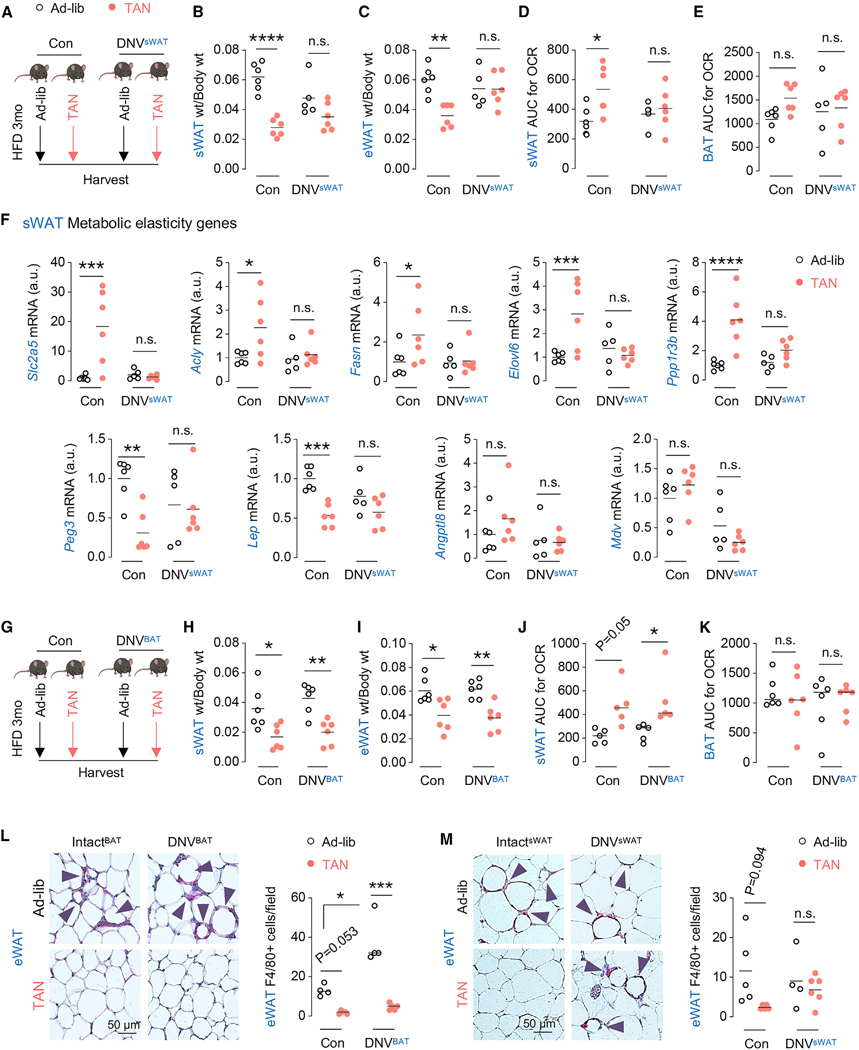
Innervation-dependent sWAT remodeling and metabolic flexibility in TAN mice (A) Scheme showing innervated control (Con) or sWAT denervated (DNV^sWAT^) C57BL/6J male mice fed ad-lib or TAN on HFD for 3 months. (B and C) Weights of sWAT (g/g body wt) (B) and eWAT (g/g body wt) (C) from Con or DNV^sWAT^ C57BL/6J male mice fed ad-lib (*n* = 6 Con, *n* = 5 DNV^sWAT^) or TAN (*n* = 6 Con, *n* = 6 DNV^sWAT^) on HFD for 3 months. (D and E) AUC for OCR in sWAT (D) and BAT (E) from Con or DNV^sWAT^ C57BL/6J male mice fed ad-lib (*n* = 6 Con, *n* = 4 DNV^sWAT^) or TAN (*n* = 5 Con, *n* = 6 DNV^sWAT^) on HFD for 3 months. (F) qPCR for metabolic elasticity genes in sWAT from Con or DNV^sWAT^ C57BL/6J male mice fed ad-lib (*n* = 6 Con, *n* = 5 DNV^sWAT^) or TAN (*n* = 6 Con, *n* = 6 DNV^sWAT^) on HFD for 3 months. (G) Scheme showing innervated control (Con) or BAT denervated (DNV^BAT^) C57BL/6J male mice fed ad-lib (*n* = 6 Con, *n* = 7 DNV^BAT^) or TAN (*n* = 6 Con, *n* = 7 DNV^BAT^) on HFD for 3 months. (H and I) Weights of sWAT (g/g body wt) (H) and eWAT (g/g body wt) (I) from Con or DNV^BAT^ C57BL/6J male mice fed ad-lib or TAN on HFD for 3 months (*n* = 6). (J and K) AUC for OCR in sWAT (J) and BAT (K) from Con or DNV^BAT^ C57BL/6J male mice fed ad-lib (n = 5–6 Con, n = 5–6 DNV^BAT^) or TAN (n = 5–6 Con, n = 5–6 DNV^BAT^) on HFD for 3 months. (L) Representative F4/80 (red) staining in eWAT from control (Intact^BAT^) and DNV^BAT^ C57BL/6J male mice fed ad-lib (*n* = 9 Con, *n* = 4 DNV^BAT^) or TAN (*n* = 9 Con, *n* = 6 DNV^BAT^) on HFD for 3 months. Quantification for number of F4/80^+^ cells/field (one section/mouse observed with 5× original magnification) is shown. Arrowheads indicate F4/80^+^ crown-like structures. (M) Representative F4/80 (red) staining in eWAT from control (Intact^eWAT^) and DNV^sWAT^ C57BL/6J male mice fed ad-lib (*n* = 5 Con, *n* = 4 DNV^sWAT^) or TAN (*n* = 6 Con, *n* = 6 DNV^sWAT^) on HFD for 3 months (n = 4–9). Quantification for number of F4/80^+^ cells/field (one section/mouse observed with 5× original magnification) is shown. Dot plots show individual values (dots) and mean (line); n.s., non-significant; *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001. Two-way ANOVA and Tukey-corrected. See also Figure S3.

**Figure 5.**
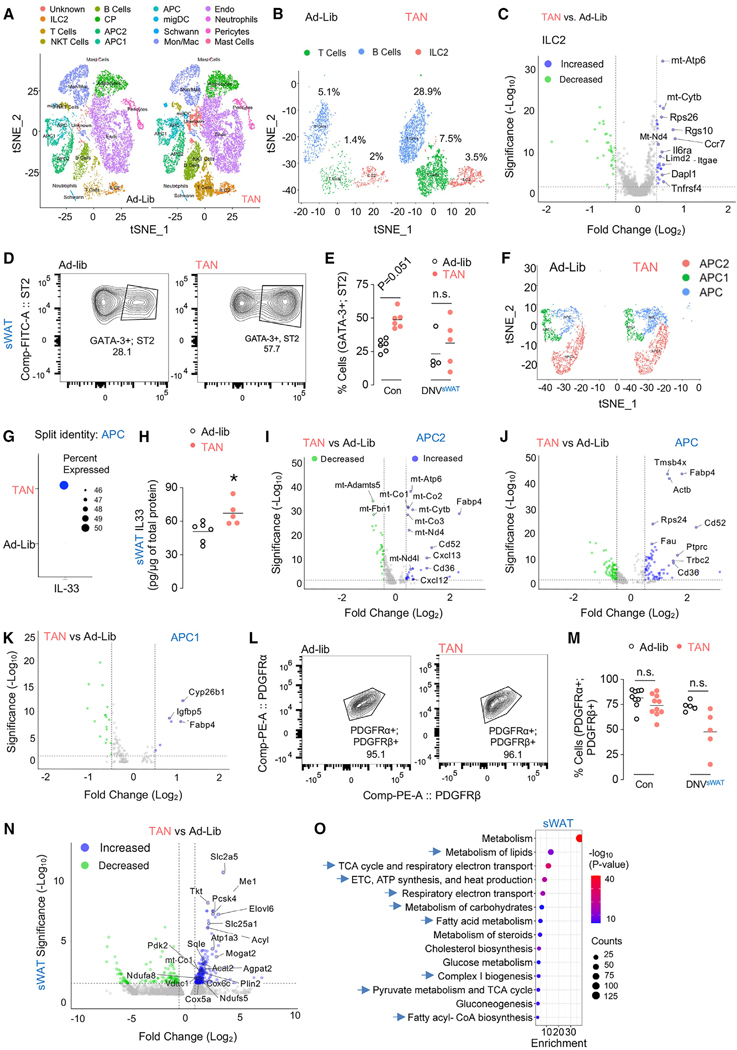
scRNA-seq analyses reveal ILC2 cell recruitment in innervated sWAT of TAN mice (A) t-distributed stochastic neighbor embedding (t-SNE) plots showing cell clustering of sWAT stromal vascular fractions (SVF) from C57BL/6J male mice fed ad-lib or TAN on RD for 5 months (*n* = 4 each group). (B) t-SNE subclustering of immune cells from sWAT SVF from C57BL/6J male mice fed ad-lib or TAN on RD for 5 months (*n* = 4). (C) Volcano plot showing up- and downregulated genes in sWAT ILC2 cells in TAN-fed mice compared to ad-lib mice (*n* = 4). (D and E) Representative contour plots for abundance (D) and quantification for ILC2 cells (E) in sWAT SVF from C57BL/6J male Con or DNV^sWAT^ mice fed ad-lib (*n* = 6 Con, *n* = 4 DNV^sWAT^) or TAN (*n* = 6 Con, *n* = 5 DNV^sWAT^) on HFD for 3 months. (F) t-SNE subclustering of adipocyte progenitor cells (APCs) from sWAT SVF of C57BL/6J male mice fed ad-lib or TAN on RD for 5 months (*n* = 4). (G) Identity analysis for IL-33 levels in APCs in sWAT SVF from C57BL/6J male mice fed ad-lib or TAN on RD for 5 months (*n* = 4 each group). (H) IL-33 protein levels in sWAT from C57BL/6J male mice fed ad-lib (*n* = 6) or TAN (*n* = 5) on RD for 5 months. (I–K) Volcano plots of downregulated (green) and upregulated (blue) genes from APC2 (I), APC (J), and APC1 cells (K) in sWAT SVF of TAN-fed mice compared to ad-lib mice (*n* = 4 each group). (L and M) Representative contour plots of APCs in sWAT SVF from ad-lib and TAN-fed mice (L) and quantification for percentage APC population in sWAT SVF from ad-lib (*n* = 9 Con, *n* = 5 DNV^sWAT^) and TAN-fed (*n* = 10 Con, *n* = 5 DNV^sWAT^) or DNV^sWAT^ mice (n = 4–6). (N) Volcano plot of down- (green) and upregulated (blue) genes from bulk RNA-seq of sWAT of TAN-fed mice compared to ad-lib mice (*n* = 4 each group). (O) Bubble plot of Reactome showing the top 14 upregulated pathways. Bubble size represents number of genes per pathway, the y axis represents the percentage of enrichment, and bubble color represents −log_10_ *p*. Arrows highlight metabolism-related pathways (*n* = 4 each group). Dot plots show individual values (dots) and mean (line); n.s., not significant; *p < 0.05. Two-way ANOVA and Tukey-corrected (E and M) and two-tailed unpaired Student’s t test (H). See also Figure S4.

**Figure 6.**
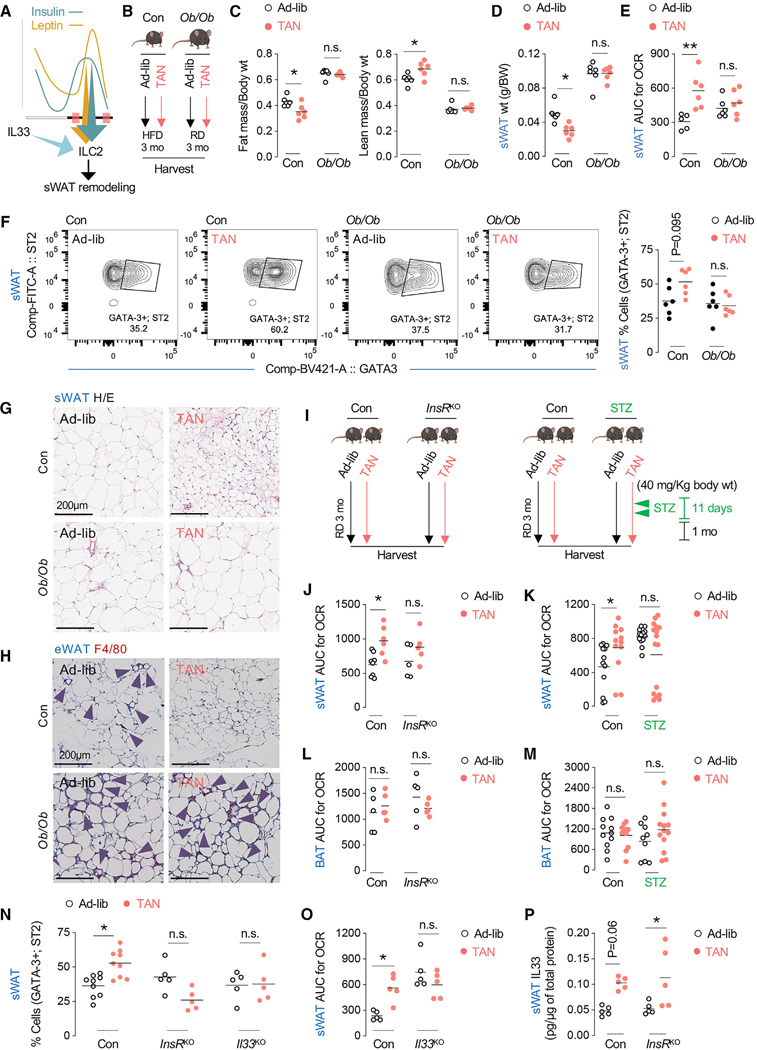
Insulin and leptin oscillations and ILC2 cells drive sWAT remodeling in TAN mice (A) Model for feeding-induced insulin and leptin oscillations driving ILC2 recruitment to stimulate WAT remodeling. (B and C) Scheme (B) and body composition (C) (fat and lean mass [relative to body wt]) for Con or *leptin*^KO^ (*Ob/Ob*) male mice fed ad-lib (*n* = 6 Con, *n* = 6 *Ob/Ob*) or TAN (*n* = 6 Con, *n* = 6 *Ob/Ob*) on HFD (Con) or RD (*Ob/Ob*) for 3 months. (D) sWAT weight (g/body wt) from Con or *Ob/Ob* male mice fed ad-lib (*n* = 6 Con, *n* = 6 *Ob/Ob*) or TAN (*n* = 6 Con, *n* = 6 *Ob/Ob*) on HFD (Con) or RD (*Ob/Ob*) for 3 months. (E) AUC for OCR in sWAT from Con or *Ob/Ob* male mice fed ad-lib (*n* = 5 Con, *n* = 6 *Ob/Ob*) or TAN (*n* = 6 Con, *n* = 6 *Ob/Ob*) on HFD (Con) or RD (*Ob/Ob*) for 3 months (*n* = 5–6). (F) Representative contour plots/quantification for percentage GATA-3^+^;ST2^+^ ILC2 cells in sWAT from Con or *Ob/Ob* male mice fed ad-lib (*n* = 6 Con, *n* = 6 *Ob/Ob*) or TAN (*n* = 6 Con, *n* = 6 *Ob/Ob*) on HFD (Con) or RD (*Ob/Ob*) for 3 months. (G and H) Representative H&E (G) and F4/80-positive (H) cells in eWAT from Con or *Ob/Ob* male mice fed ad-lib or TAN on HFD (Con) or RD (*Ob/Ob*) for 3 months. Arrows (H) highlight crown-like structures. (I) Scheme showing *InsR*^KO^ mice and low-dose streptozotocin (STZ)-injected insulin-deficient C57BL/6J male mice (generated as depicted) and their corresponding sex- and age-matched controls. (J) AUC for OCR in sWAT from mice in (I). Con or *InsR*^KO^ mice were fed ad-lib (*n* = 8 Con, *n* = 5 *InsR*^KO^) or TAN (*n* = 6 Con, *n* = 5 *InsR*^KO^) on RD for 5 months. (K) AUC for OCR in sWAT from mice in (I). Con or STZ-injected mice were fed ad-lib (*n* = 12 Con, *n* = 12 STZ) or TAN (*n* = 12 Con, *n* = 13 STZ) on RD for 5 months. (L) AUC for OCR in BAT from mice in (I). Con or *InsR*^KO^ mice were fed ad-lib (*n* = 5 Con, *n* = 5 *InsR*^KO^) or TAN (*n* = 5 Con, *n* = 5 *InsR*^KO^) on RD for 5 months. (M) AUC for OCR in BAT from mice described in (I). Con or STZ-injected mice were fed ad-lib (*n* = 11 Con, *n* = 9 STZ) or TAN (*n* = 10 Con, *n* = 13 STZ) on RD for 5 months. (N) Quantification for percentage GATA-3^+^;ST2^+^ ILC2 cells in sWAT SVF from Con, *InsR*^KO^, and *Il33*^KO^ mice fed ad-lib or TAN for 5 months (*n* = 9 in Con and *n* = 5 each in *InsR*^KO^ and *Il33*^KO^ groups). (O) AUC for OCR in sWAT from Con and *Il33*^KO^ mice fed ad-lib or TAN on RD for 5 months (*n* = 5 each group). (P) ELISA for IL-33 protein levels in sWAT (pg/μg of total protein) from Con and *InsR*^KO^ male mice fed ad-lib or TAN for 3 months (*n* = 5 each group). Dot plots show individual values (dots) and mean (line); n.s., not significant; *p < 0.05, **p < 0.01. Two-way ANOVA and Tukey-corrected. See also Figure S5.

**Figure 7.**
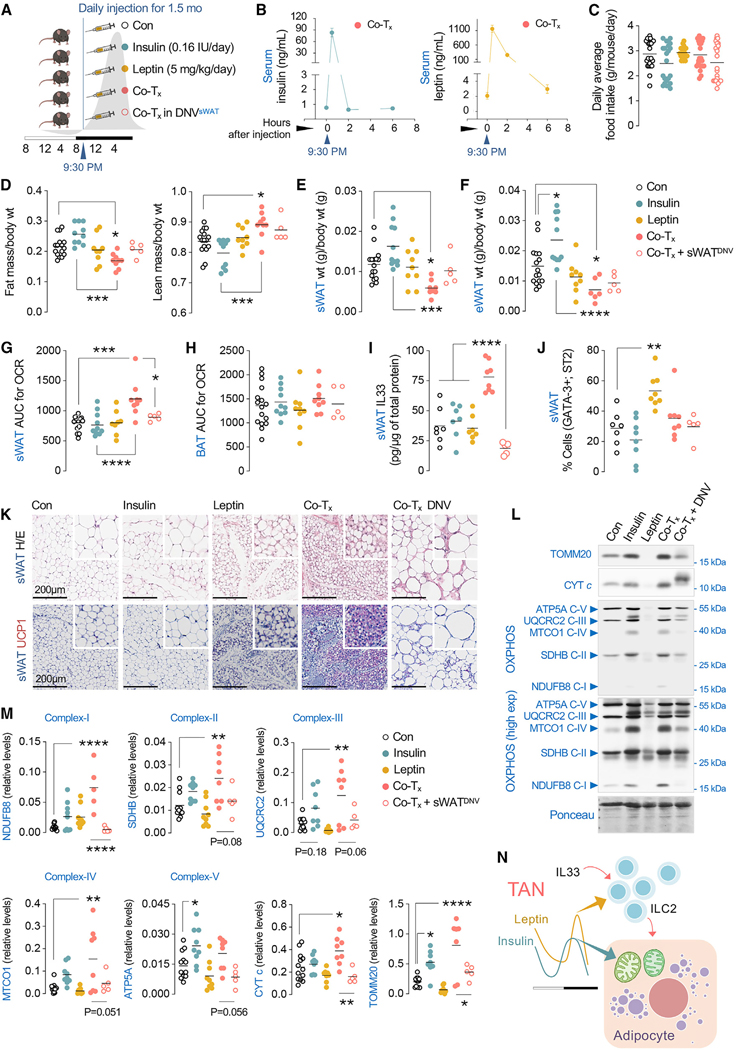
Reconstituting insulin and leptin oscillations recapitulates sWAT remodeling in mice (A) Plan for re-creating circulating insulin and leptin surges in C57BL/6J male mice via once-a-day injections of insulin (0.16 IU/day) (*n* = 10) or leptin (5 mg/kg/day) (*n* = 9) or both (Co-T_x_) (*n* = 9) at 9:30 p.m. for 1.5 months. Con mice received vehicle (*n* = 16). Co-T_x_ was administered in Con or DNV^sWAT^ (*n* = 5) mice. All groups were pair-fed to Co-T_x_ Con mice. (B) Serum insulin and leptin levels from mice described in (A) at the indicated time points in response to an acute injection of insulin (0.16 IU/day) or leptin (5 mg/kg/day). (C) Daily average food intake in mice described in (A) across 47 days of experiment (n = 5–15). (D) Fat and lean mass (normalized to body weight) for groups defined in (A) (n = 5–16). (E and F) sWAT and eWAT weight (g/body weight) for groups in (A) (n = 5–16). (G and H) AUC for OCR in sWAT (G) and BAT (H) for groups in (A) (n = 5–16). (I) IL-33 protein levels (pg/mg total protein) in sWAT of Con (*n* = 7), insulin (*n* = 7), leptin (*n* = 7), Co-T_x_ (*n* = 8), and DNV^sWAT^ Co-T_x_ (*n* = 5) mice. (J) Percentage of GATA-3^+^;ST2 ILC2 cells in sWAT SVF of Con (*n* = 7), insulin (*n* = 8), leptin (*n* = 8), Co-T_x_ (*n* = 8), and DNV^sWAT^ Co-T_x_ (*n* = 5) mice. (K) Representative H&E (top) and UCP1 (bottom) staining in sWAT of each group as in (A). (L and M) Representative immunoblot for indicated proteins in sWAT (L) of each group as in (A) and their corresponding quantifications (M) (n = 5–13). Ponceau is the loading control. (N) Model for feeding-induced insulin and leptin oscillations, wherein insulin oscillations increase mitochondrial mass and OXPHOS, while leptin oscillations recruit ILC2 cells to cooperatively promote sWAT browning and metabolic flexibility. Dot plots show individual values (dots) and mean (line). *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001. One-way ANOVA and Tukey-corrected (C, D, E, F, G, H, I, J, and M). See also Figure S6.

**Table:** KEY RESOURCES TABLE

REAGENT or RESOURCE	SOURCE	IDENTIFIER

**Antibodies**		

Alexa Fluor 700 anti-mouse Ly-6A/E (Sca-1)	Biolegend	Cat: #108142; RRID: AB_2565958
Alexa Fluor 488, CD34 Rat anti-Mouse	Thermo Fisher Scientific	Cat: #53034180; RRID: AB_2866439
APC anti-mouse CD140a (PDGFR-α)	Biolegend	Cat: #135907; RRID: AB_2043970
APC anti-mouse Ki-67	Biolegend	Cat: #652406; AB_2561930
eFluor^™^ 660FOXP3 Monoclonal Antibody (FJK-16s)	Thermo Fisher Scientific	Cat: #50577382; RRID: AB_11218868
Beta Galactosidase Polyclonal	Thermo Fisher	Cat: #PA5–102503; RRID: PA5–102503
BV421 Mouse Anti-Ki-67	BD Biosciences	Cat: #562899; RRID: AB_2686897
BV421 Mouse Anti-GATA3	BD Biosciences	Cat: #563349; RRID: AB_2738152
Brilliant Violet 510^™^ anti-mouse/human CD11b	Biolegend	Cat: #101245; RRID: AB_2561390
Brilliant Violet 605^™^ anti-mouse CD127 (IL-7Rα)	Biolegend	Cat: #135041; RRID: AB_2572047
Brilliant Violet 650^™^ anti-mouse CD206 (MMR)	Biolegend	Cat: #141723; RRID: AB_2562445
Brilliant Violet 711^™^ anti-mouse CD11c	Biolegend	Cat: #117349; RRID:AB_2563905
Brilliant Violet 785^™^ anti-mouse CD31	Biolegend	Cat: #102435; RRID: AB_2810334
BUV395 Rat Anti-Mouse CD4	BD Biosciences	Cat: #563790; RRID: AB_2738426
BUV496 Rat Anti-Mouse CD45R/B220	BD Biosciences	Cat: #612950; RRID: AB_2870227
BUV737 Rat Anti-Mouse CD24	BD Biosciences	Cat: #612832; RRID: AB_2870154
BUV737 Rat Anti-Mouse CD8a	BD Biosciences	Cat: #612759; RRID: AB_2870090
BUV805 Rat Anti-Mouse CD3 molecular complex	BD Biosciences	Cat: #741982; RRID: AB_2871285
T1/ST2 (IL33 R) Mouse monoclonal	MD Biosciences	Cat: #101001F; RRID: AB_947549
PE anti-mouse CD140b (PDGFR-β)	Biolegend	Cat: #136005; RRID: AB_1953270
PE/Dazzle^™^ 594 anti-mouse NK-1.1	Biolegend	Cat: #108748; RRID: AB_2564218
PE/Cyanine5 anti-mouse F4/80	Biolegend	Cat: #123112; RRID: AB_893494
PE/Cyanine7 anti-mouse/rat CD29	Biolegend	Cat: #102221; RRID: AB_528789
PE/Cyanine7 anti-mouse CD25	Biolegend	Cat: #102016; RRID: AB_312865
PerCP anti-mouse CD19	Biolegend	Cat: #115532; RRID: AB_2072926
PerCP/Cyanine5.5 anti-mouse CD45	Biolegend	Cat: #103131; RRID: AB_893344
F4/80 antibody [SP115]	Abcam	Cat# ab111101; RRID:AB_10859466
Recombinant Anti-UCP1	Abcam	Cat# ab234430; RRID:AB_2905638
Total OXPHOS Rodent WB Antibody Cocktail	Abcam	Cat# ab110413; RRID:AB_2629281
Voltage-dependent anion channel (VDAC)	Abcam	Cat# ab15895; RRID:AB_2214787
Cytochrome C (CYT c)	Cell Signaling Technology	Cat# 11940; RRID:AB_2637071
TOMM20	Cell Signaling Technology	Cat# 42406; RRID:AB_2687663
GFP	Novus	Cat# NB100–1770; RRID:AB_10128178
Insulin Receptor β	Cell Signaling Technology	Cat# 3025; RRID:AB_2280448
ImmPACT Vector Red Substrate Kit	Vector Laboratories	Cat# SK-5105; RRID:AB_2336524
ImmPRESS-AP Anti-Rabbit Ig Reagent antibody	Vector Laboratories	Cat# MP-5401; RRID:AB_2336536
Secondary HRP Antibody Rabbit anti-Mouse IgG	Thermo Fisher Scientific	Cat# 61–6520; RRID:AB_2533933
KPL Peroxidase-Labeled Antibody To Rabbit IgG (H+L)	KPL	Cat# 074–1506; RRID:AB_2721169

**Bacterial and virus strains**		

AAV9-CMV-Null	Vector Biolabs	#7030 (Lot: 220530#57)
AAV9-CMV-iCre	Vector Biolabs	#7098 (Lot: 220530#58)

**Chemicals peptides and recombinant proteins**		

ATP	MilliporeSigma	A2383
GHOST DYE RED 780	Tonbo Biosciences	130865-T1CC
Brilliant Buffer	BD Biosciences	563794
Carnitine	MilliporeSigma	C0283
Collagenase Type II	Gibco	17101015
Co-enzyme A	MilliporeSigma	C3144
Digitonin	MilliporeSigma	D5628
D-Glucose	Fisher Scientific	D16–500
Eosin	StatLab	SL98–1
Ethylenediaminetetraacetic acid (EDTA)	American Bioanalytical	AB00500
FcR Blocking Reagent	Miltenyi Biotec	130–092-575
Fixation/Permeabilization Concentrate	Invitrogen	00–5123-43
Fixation/Permeabilization Diluent	Invitrogen	00–5223-56
HBSS 1x	Gibco	14175095
Hematoxylin	Poly-scientific	S212
High Fat Diet (HFD- 60% of calories in fat)	Research Diet	D12492
Recombinant Insulin	MilliporeSigma	11882
Recombinant Leptin	MilliporeSigma	L3772
NAD	MilliporeSigma	N0632
PicoLab Rodent Diet (Regular diet)	Lab Diet	5058
Power SYBR Green PCR Master Mix	Invitrogen	4368708
RBC Lysis Buffer	Biolegend	420301
Rneasy Plus Mini kit	Qiagen	74136
Sodium Chloride	American Bioanalytical	AB01915
Sodium Pyruvate	MilliporeSigma	P2256
Sodium Phosphate, dibasic, anhydrous	American Bioanalytical	AB02050
Super Signal West Femto Maximum Sensitivity Substrate, ECL	Pierce	34096
Western Lightning Plus, Chemiluminescent Substrate	Perkin Elmer	NEL104001EA
Superscript II Reverse Transcriptase	Invitrogen	18064014
Trizol Reagent	Invitrogen	15596018
Triton X-100	Sigma-Aldrich	X100–500ml
30% Acrylamide/Bis Solution 37–5-1	BioRad	161–0158
SDS	Fisher Scientific	BP8200100
Sodium Deoxycholate	Fisher Scientific	AAJ6228830
Tris HCL	Fisher Scientific	BP152–5
Sigma water	MilliporeSigma	W4502
Complete, EDTA-free	MilliporeSigma	11873580001
Phosphatase Inhibitor Cocktail 3	MilliporeSigma	P0044
Phosphatase Inhibitor Cocktail 2	MilliporeSigma	P5726
Streptozotocin	MilliporeSigma	S0130

**Critical commercial assays**		

ELISA Corticosterone	Immuno-Biological Laboratories Inc	IB79175
ELISA Insulin Kit	ALPCO	80INSMRCH01
ELISA IL33 Kit	Bio-Techne Corporation	#DY362605
ELISA Leptin Kit	SPI Bio	A05176
Ascensia Contour Glucometer	Bayer	7151H
Ascensia Contour strips	Bayer	7080G

**Deposited data**		

Bulk RNA-seq	This Study	GSE264173
scRNA-seq	This Study	GSE263899
Raw Western blotting data	This Study	Mendeley Data: https://doi.org/10.17632/8cftjnncn3.1

**Experimental models: Organisms/strains**		

Mouse: C57BL6/J	The Jackson Laboratory	Strain #:000664 RRID:IMSR_JAX:000664
Mouse: *Il33*^flox/flox^-eGFP	The Jackson Laboratory	Strain #:030619 RRID:IMSR_JAX:030619
Mouse*: InsR^flox/flox^*	The Jackson Laboratory	Strain #:006955 RRID:IMSR_JAX:006955
Mouse: *Lep*^ob/ob^	The Jackson Laboratory	Strain #:000632 RRID:IMSR_JAX:000632
Mouse: *Ucp1*^KO^	The Jackson Laboratory	Strain #:003124 RRID:IMSR_JAX:003124

**Oligonucleotides**		

RT-PCR primers. Please see Table S5		

**Software and algorithms**		

FlowJo v10.8 software	BD Bioscience	https://www.flowjo.com/; RRID:SCR_008520
ImageJ	NIH	https://ImageJ.nih.gov/ij/index.html; RRID: SCR_003070
Prism	Graph Pad	https://www.graphpad.com/scientificsoftware/prism/; RRID: SCR_002798
R 4.0.4	See quantification and statistical analysis section for R packages used	http://www.r-project.org/R Project for Statistical Computing RRID:SCR_001905

**Other**		

Zeiss Axiolab 5 microscope/Axiocam 305 color camera with ×10, ×20 and ×40 objectives.	Carl Zeiss Microscopy	N/A
Seahorse Bioscience XF24–3 Extracellular	Seahorse Bioscience (Agilent technologies)	N/A
StepOne Plus Real-Time PCR System	Thermo Fisher Scientific	4376600
Aurora Flow cytometer	Cytek	NA
KwikQuant Digital Western Blot Detection System	Kindle Biosciences, LLC	D0001
ECHO magnetic resonance spectroscopy	Echo Medical Systems	N/A

# Supplementary material for: Insulin and leptin oscillations license food-entrained browning and metabolic flexibility
**Source:** Cell Rep. Author manuscript; Available in PMC 2024 Nov 14.
**Supplement:** 1

**Supplemental information**

**Insulin and leptin oscillations license**

**food-entrained browning and metabolic flexibility**

**Pamela Mattar, Andressa Reginato, Christian Lavados, Debajyoti Das, Manu Kalyani, Nuria Martinez-Lopez, Mridul Sharma, Grethe Skovbjerg, Jacob Lercke Skytte, Urmas Roostalu, Rajasekaran Subbarayan, Elodie Picarda, Xingxing Zang, Jinghang Zhang, Chandan Guha, Gary Schwartz, Prashant Rajbhandari, and Rajat Singh**

## Supplemental Data Title and Legends

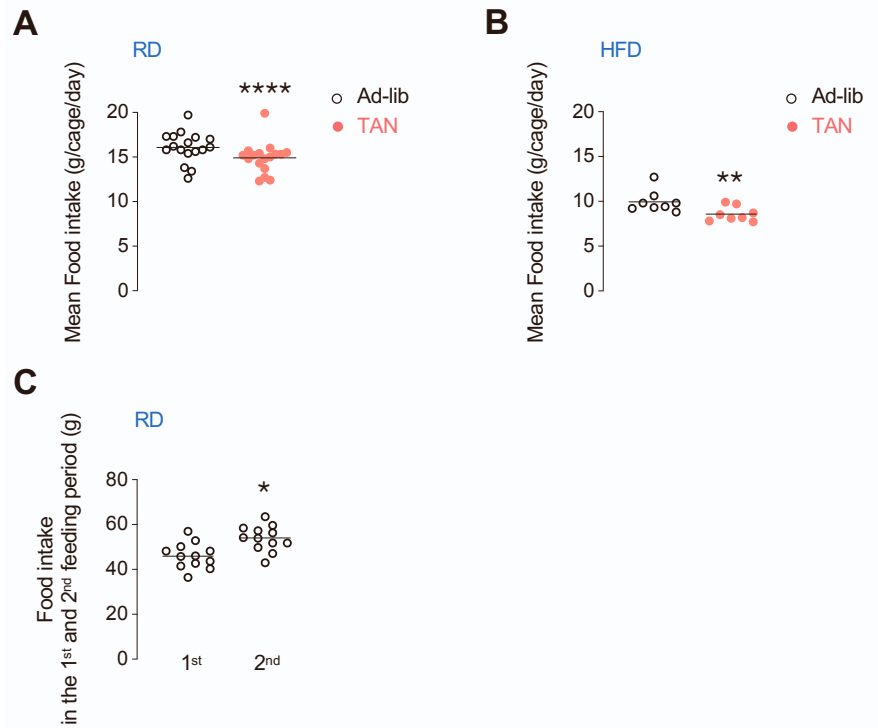

**Fig S1 (relates to Fig 1). Food intake assessments in TAN-fed mice.**

(A-B) Mean food intake (g/cage/day) across each experiment in C57BL6/J male mice fed ad-lib or TAN on RD (n=17) or HFD (n=8).

(C) Mean food intake (g) after acclimation in the 1<sup>st</sup> and 2<sup>nd</sup> feeding windows in RD-fed C57BL6/J male mice fed ad-lib or TAN (n=12) on RD.

Values are Mean  $\pm$  SEM. \*P<0.05, \*\*P<0.001 \*\*\*\*P<0.0001. Wilcoxon matched-pairs signed rank test (A-C).

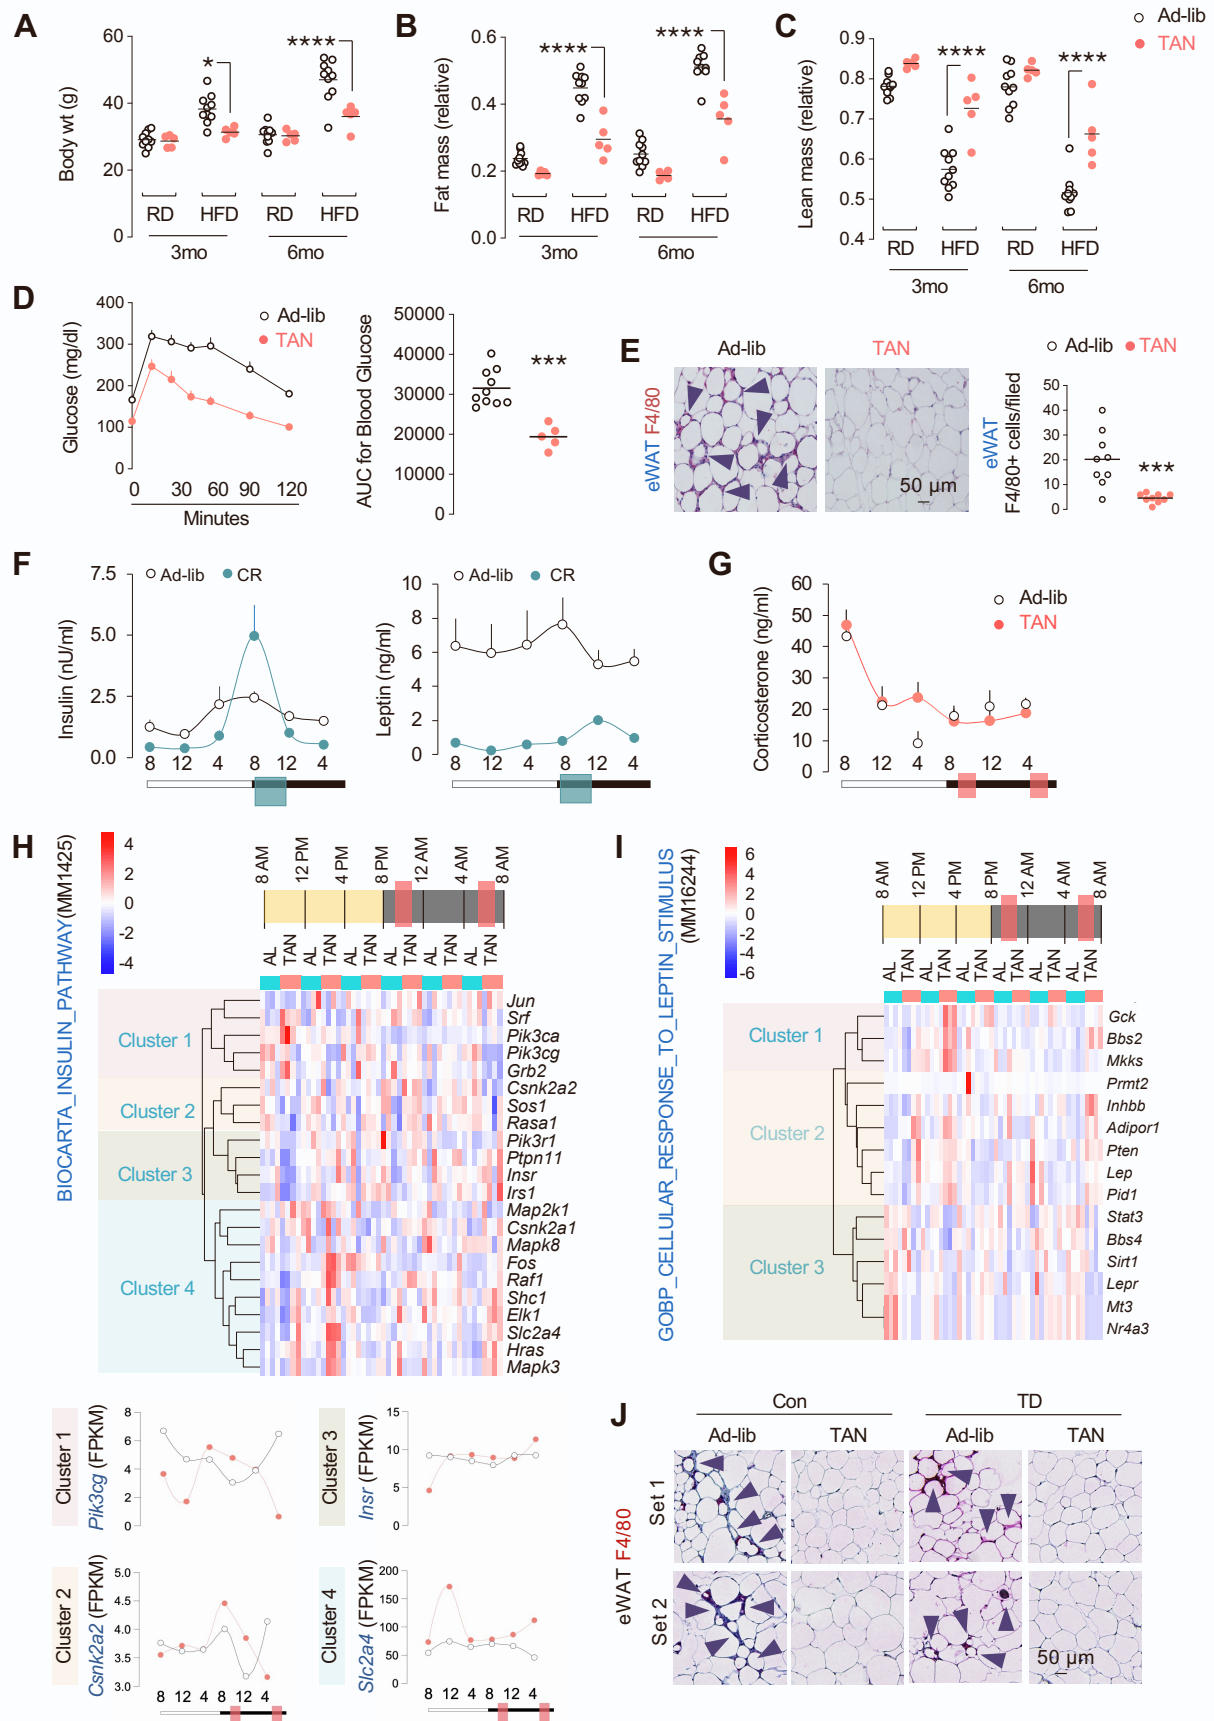

**Figure S2**

**Fig S2 (relates to Fig 1). Characterizing the protective effect of TAN feeding against obesity, glucose intolerance and inflammation.**

(A-C) Body weight (g), fat and lean mass (relative to body weight) from C57BL6/J male mice fed ad-lib (n=10) or TAN (n=5) on RD or HFD for 3 or 6 mo.

(D) Glucose tolerance test (GTT) and AUC (area under curve) in C57BL6/J male mice fed ad-lib (n=10) or TAN (n=5) on HFD for 6 mo.

(E) Representative F4/80 (red) staining in eWAT from C57BL6/J male mice fed ad-lib or TAN on HFD for 6 mo (n=9 each group). Quantification for number of F4/80+ cells/field (1 section/mouse observed with 5X magnification).

(F) Serum insulin and leptin levels across 6 time-points each day (24 h) in C57BL6/J male mice in 12 h/12 h light/dark cycle fed ad-lib or caloric restricted (CR, 40% restriction) on RD for 5 mo. Feeding window is label in Y-axis (blue boxes) (n=5 each group).

(G) Serum corticosterone levels at 6 time-points in C57BL6/J male mice in 12 h/12 h light/dark cycle fed ad-lib or TAN for 6 mo (n=5 each group). Feeding windows are indicated by *salmon-colored* boxes.

(H, I) Bulk RNA-seq analysis of sWAT of ad-lib and TAN-fed mice at 6 Zeitgeber (ZT) time points. Period-wide cluster map of genes associated with insulin pathway (BIOCARTA) (H) or response to leptin (GO\_BP) (I) for both ad-lib and TAN group (n=4 each group). Z-score normalized values were plotted and implemented for hierarchical clustering. Red denotes upregulation, blue denotes downregulation.

(J) Representative F4/80 (red) staining in eWAT of C57BL6/J male mice fed ad-lib or TAN on HFD for 4 mo and housed in 12-12 h light/dark cycle (Con) or 24 h total darkness (TD) (n=5 each group). Quantification for number of F4/80+ cells/field (1 section/mouse observed with 5X magnification).

Dot plots show individual values (dots) and mean (line). Every plot across 24 h shows the mean value (dots) per time-point  $\pm$  SEM. \*P<0.05, \*\*\*P<0.001 \*\*\*\*P<0.0001. Two-way ANOVA and Tukey-corrected (A, B, C), and two-tailed unpaired Student's t-test (D, E).

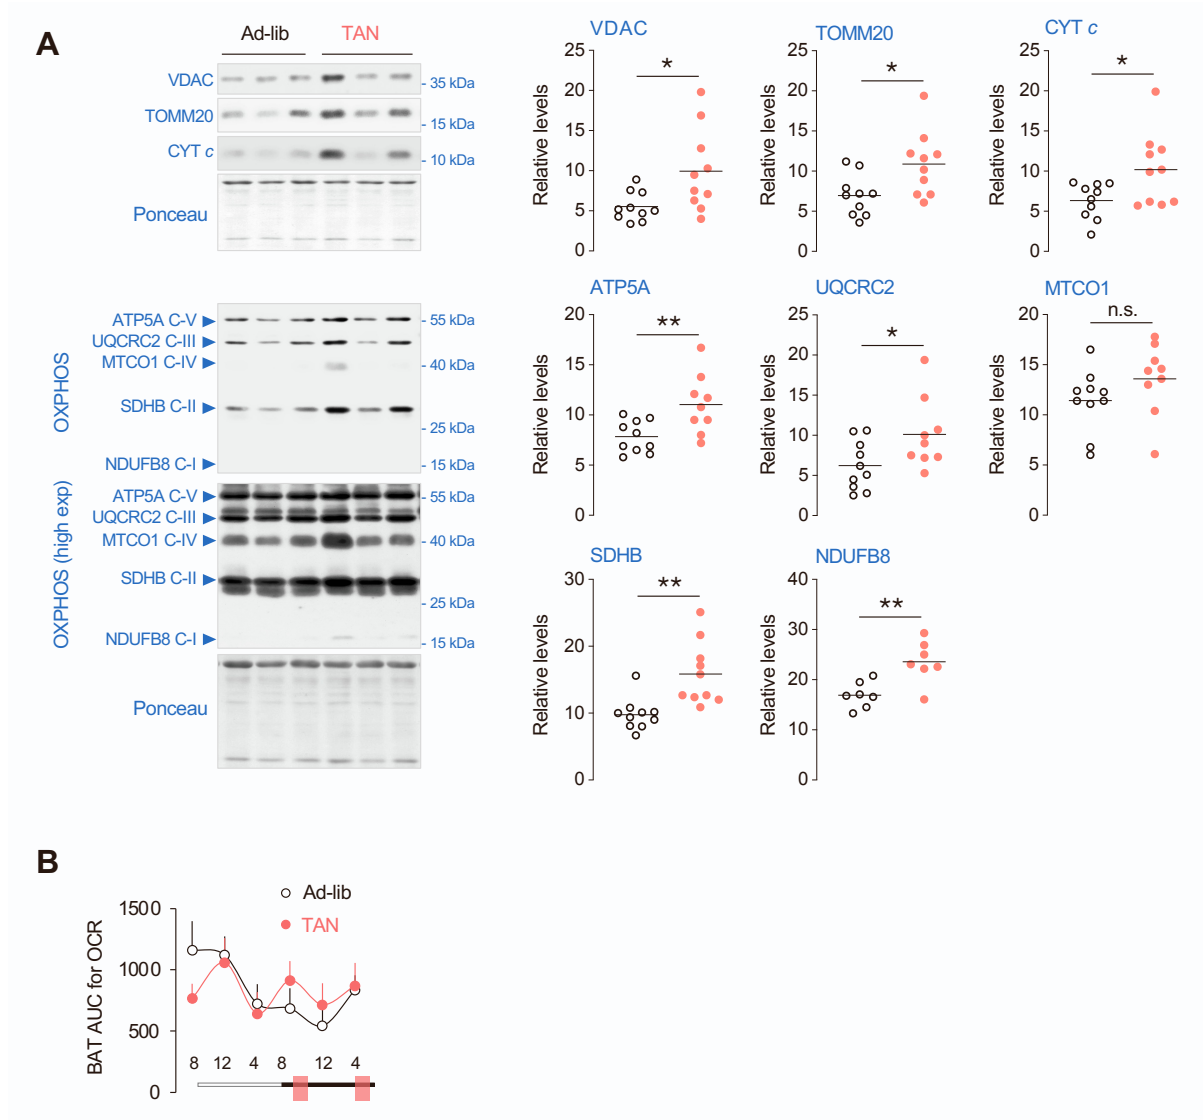

**Fig S3 (relates to Fig 3). The impact of TAN feeding on mitochondrial mass and OXPHOS in sWAT and OCR in BAT.**

**(A)** Immunoblots (IB) for indicated mitochondrial markers and OXPHOS components, and their corresponding quantifications in sWAT from C57BL6/J male mice fed ad-lib (n=10) or TAN (n=10) on RD for 5 mo. Ponceau is loading control. Dot plots show individual values (dots) and mean (line). \* $P < 0.05$  and \*\* $P < 0.01$  for two-tailed unpaired Student's t-test.

**(B)** AUC for OCR in BAT at 6 time-points across 24 h from C57BL6/J male mice fed ad-lib (n=5) or TAN-fed (n=5) on RD for 6 mo. Feeding windows are indicated by *salmon-colored* boxes. The plot across 24h show the mean values (dots) per timepoint and  $\pm$ SEM.

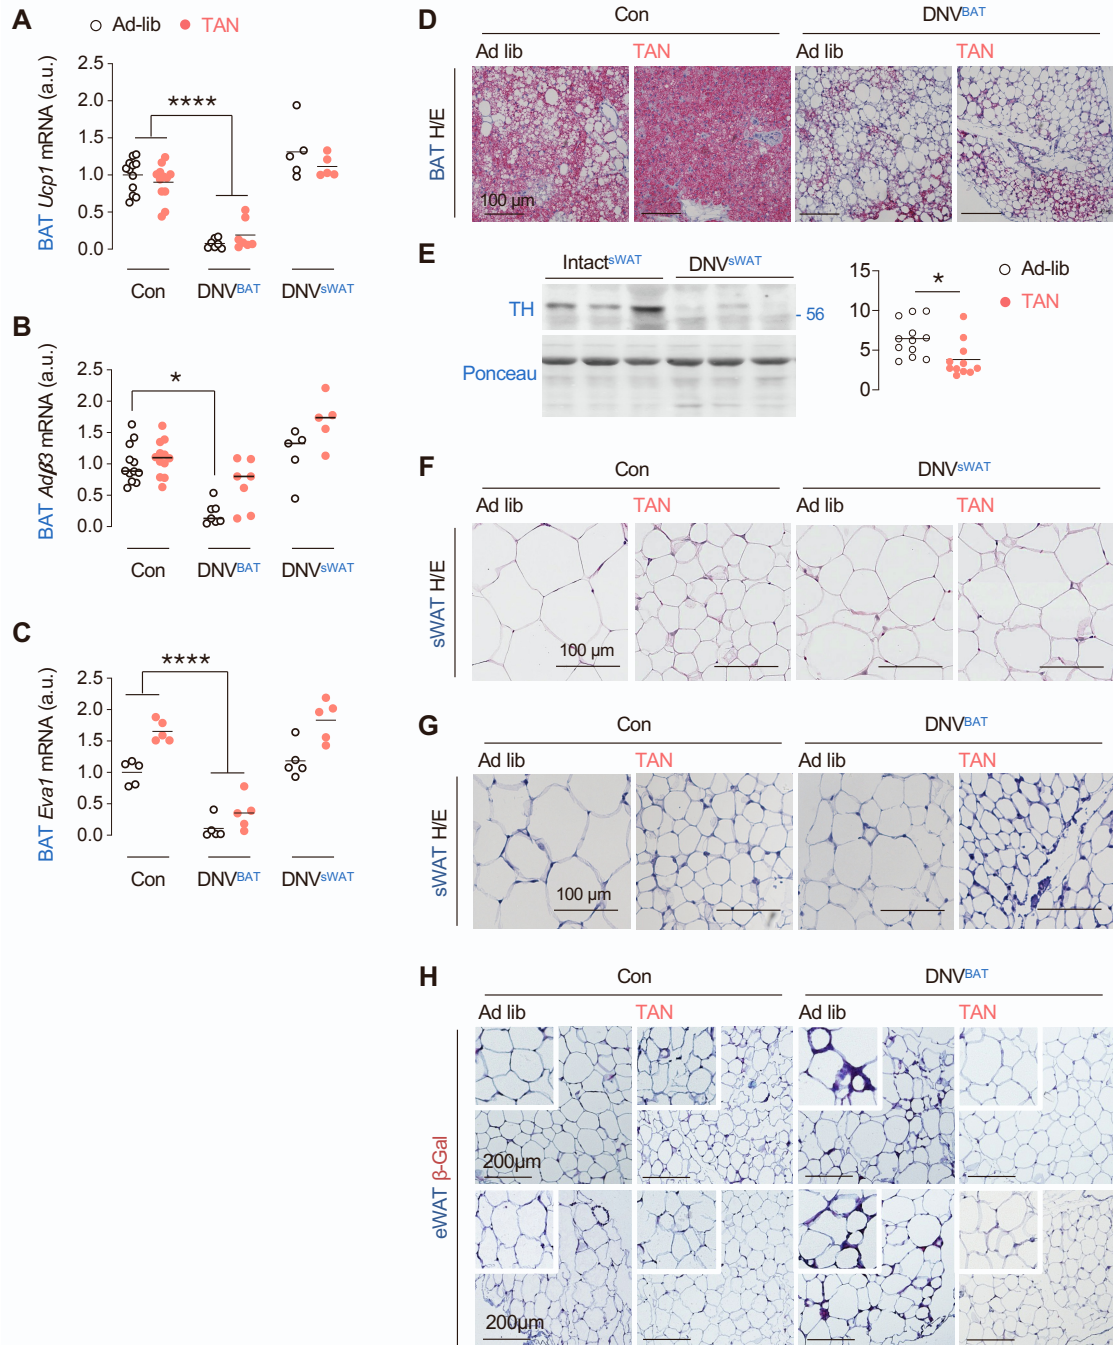

**Fig S4 (relates to Fig 4). Confirmation of denervations of BAT and sWAT.**

(A-C) qPCR for indicated genes in BAT and their quantifications are shown in innervated control (Con) or denervated sWAT (DNV<sup>sWAT</sup>) or BAT (DNV<sup>BAT</sup>) from C57BL6/J male mice fed ad-lib (n=5-12 Con, n=5-7 DNV<sup>BAT</sup>, n=5 DNV<sup>sWAT</sup>) or TAN (n=5-12 Con, n=5-7 DNV<sup>BAT</sup>, n=5 DNV<sup>sWAT</sup>) on HFD for 3 mo.

(D) Representative H&E staining of BAT from Con and DNV<sup>BAT</sup> C57BL6/J male mice fed ad-lib or TAN on HFD for 3 mo.

(E) Immunoblots (IB) for Tyrosine hydroxylase (TH) (and corresponding quantifications) in sWAT from Con (n=11) or DNV<sup>sWAT</sup> (n=11) C57BL6/J male mice fed ad-lib or TAN on HFD for 3 mo.

(F, G) Representative H&E staining of sWAT from Con and DNV<sup>sWAT</sup> (F), and Con and DNV<sup>BAT</sup> (G) C57BL6/J male mice fed ad-lib or TAN on HFD for 3 mo.

(H) Representative b-galactosidase staining in eWAT from Con or DNV<sup>BAT</sup> C57BL6/J male mice fed ad-lib or TAN on HFD for 3 mo.

Dot plots show individual values (dots) and mean (line). \*P<0.05, \*\*\*\*P<0.0001. Two-way ANOVA and Tukey-corrected.

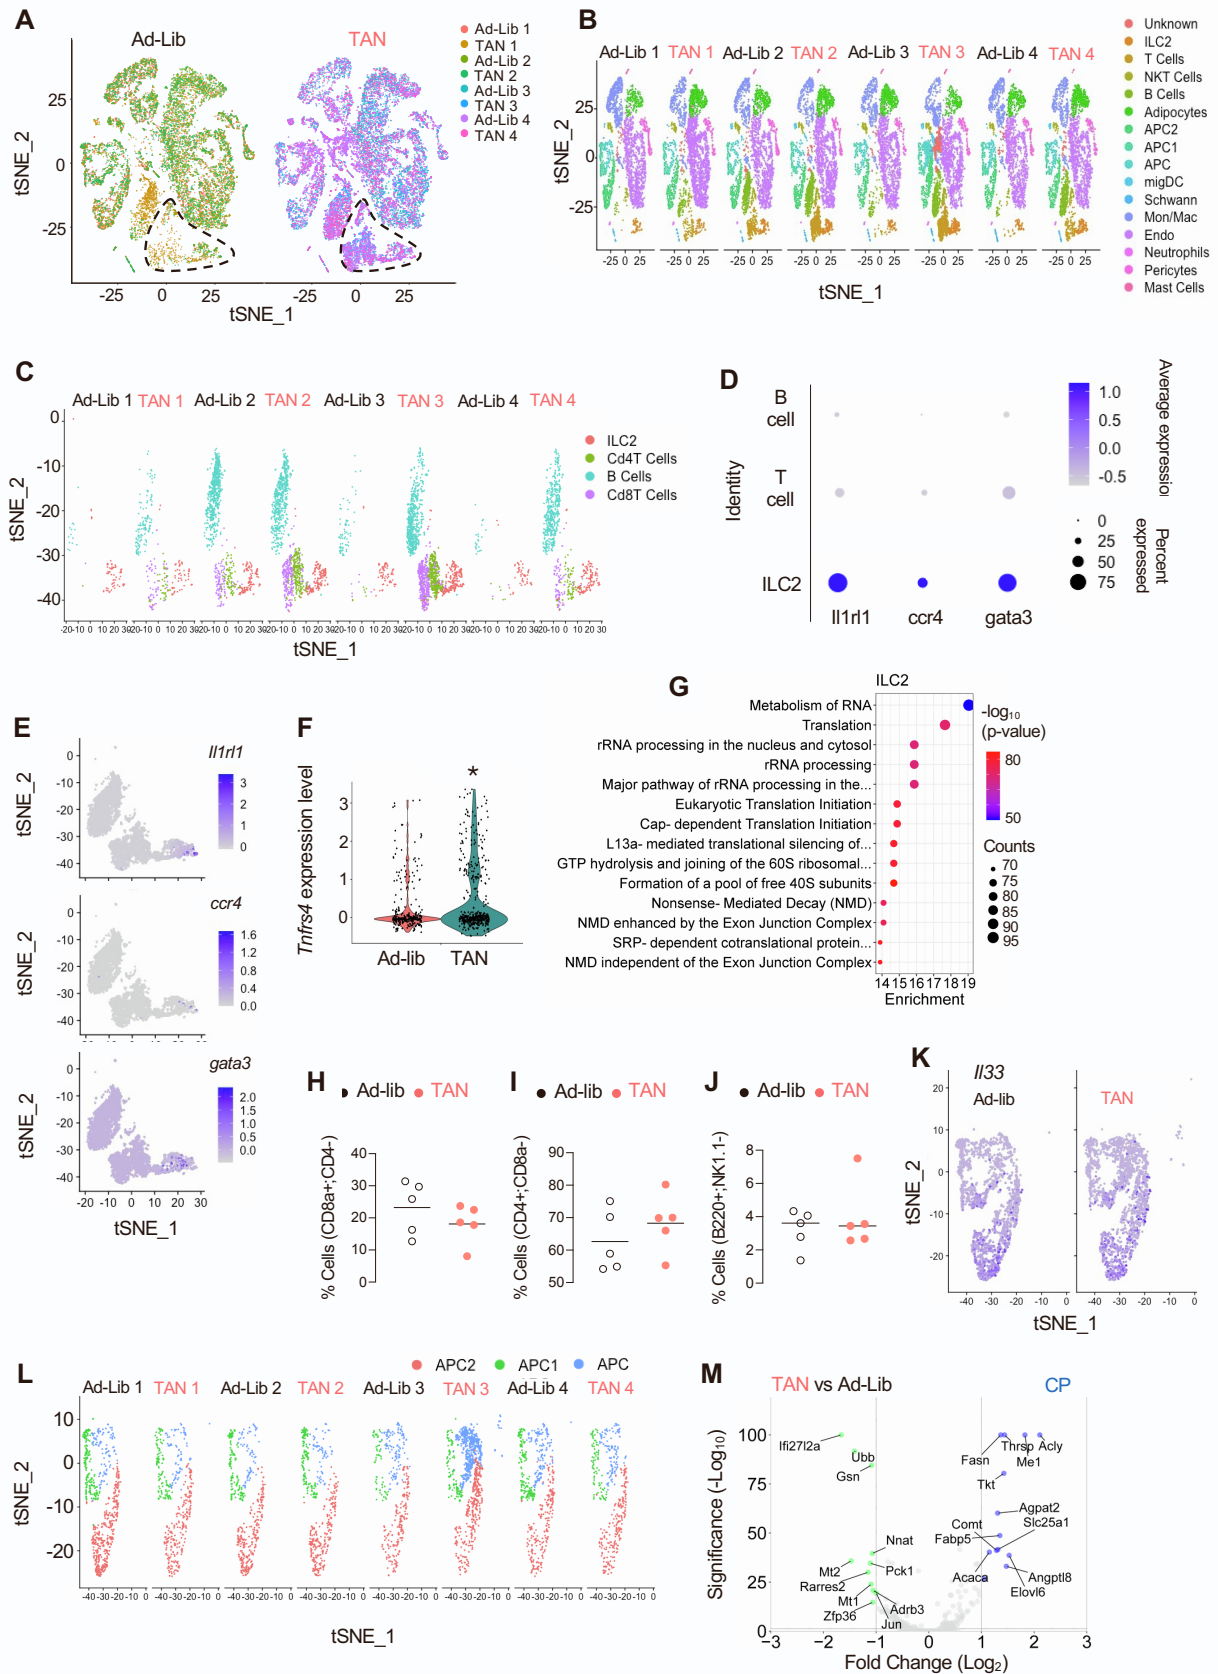

**Figure S5**

**Fig. S5 (relates to Fig 5). scRNAseq analyses of sWAT stromal vascular fractions from ad-lib and TAN-fed mice.**

**(A-B)** t-SNE plots showing clustering of cells from each sWAT SVF replicate of C57BL6/J male mice fed ad-lib or TAN for 5 mo on RD, n=4 each group.

**(C)** t-SNE sub-clustering of immune cells from each sWAT SVF replicate of C57BL6/J male mice fed ad-lib or TAN for 5 mo on RD, n=4 each group.

**(D-E)** Identity analysis **(D)** and t-SNE graphs **(E)** for expression of indicated ILC2 cell markers. Interleukin 1 receptor-like 1 (*Il1rl1*), C-C Motif Chemokine Receptor 4 (*ccr4*) and Trans-acting T-cell-specific transcription factor GATA-3 (*gata3*). n=4 each group.

**(F)** Expression of TNF receptor superfamily member 4 (*Tnfrsf4*) in ILC2 population from C57BL6/J male mice fed ad-lib or TAN for 5 mo on RD, n=4 each group.

**(G)** Bubble plot based on Reactome biological pathways showing the top 14 up-regulated pathways in ILC2 population in Fig 5C. Bubble size represents number of genes/pathway, Y-axis represents the percentage of enrichment and bubble color represents the  $-\log_{10}$  P-value (n=4 each group).

**(H-J)** Quantification for indicated immune cells in sWAT SVF from C57BL6/J male fed ad-lib or TAN on RD for 5 mo (n=5 each group).

**(K)** t-SNE graphs for APC sub-clustering showing expression of *Il33* in C57BL6/J male mice fed ad-lib or TAN on RD for 5 mo (n=4 each group).

**(L)** t-SNE graphs for APC sub-clustering for each replicate from C57BL6/J male mice fed ad-lib or TAN on RD for 5 mo (n=4 each group).

**(M)** Volcano plot showing up- and down-regulated genes in sWAT Committed Preadipocytes (CP) in TAN-fed mice compare to ad-lib mice (n=4).

Dot plots show individual values (dots) and mean (line). n.s.=not significant for two-tailed unpaired Student's *t*-test (H, I, J).

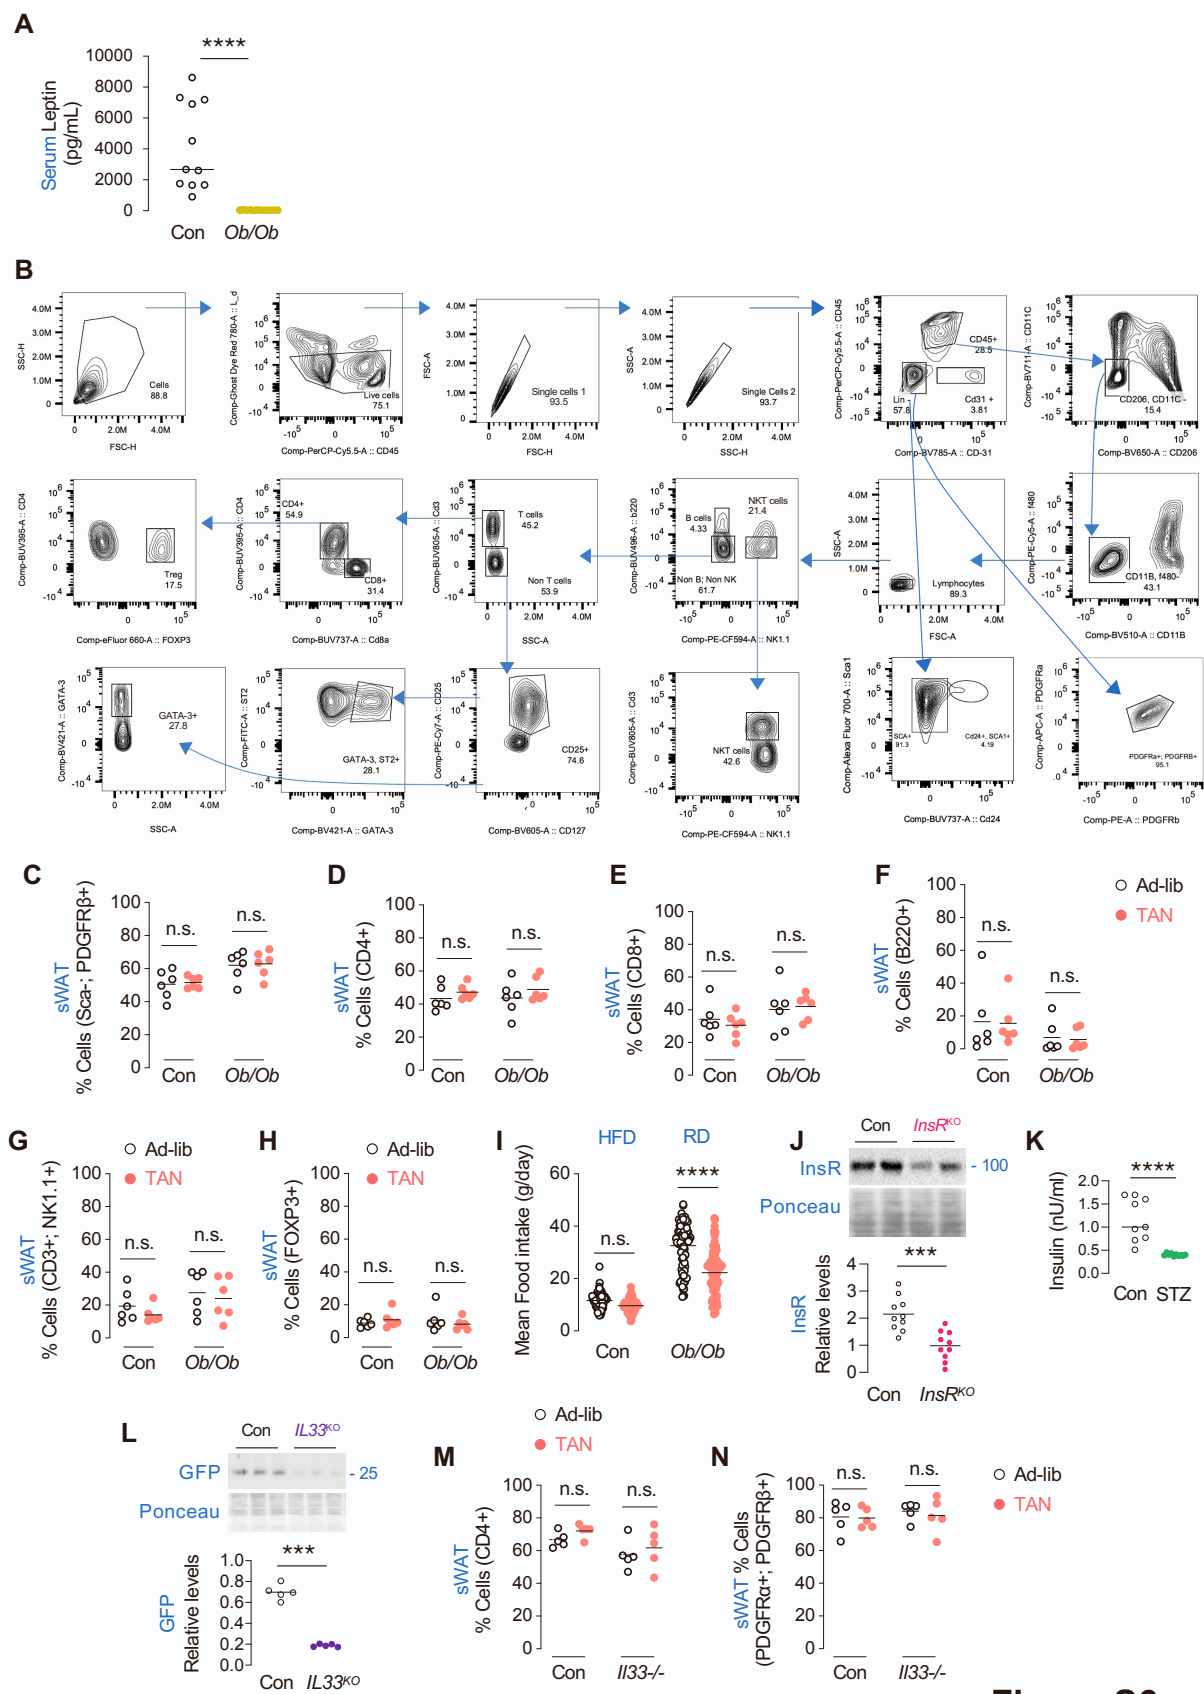

### Figure S6

**Fig S6 (relates to Fig 6). Validations of KO mice models, and characterizing the effect of TAN feeding on immune cells from sWAT SVF of *Ob/Ob* mice.**

**(A)** Serum leptin levels in Con (n=11) and *Ob/Ob* mice (n=12).

**(B)** Gating strategy to identify different immune cell populations in sWAT SVF.

**(C-H)** Quantification for progenitors **(C)**, CD4<sup>+</sup> **(D)**, CD8<sup>+</sup> **(E)**, B220<sup>+</sup> cells **(F)**, NK1.1<sup>+</sup> **(G)** and FOXP3<sup>+</sup> Treg **(H)** cells in sWAT SVF from C57BL6/J control fed HFD or *Ob/Ob* fed on RD and subjected to ad-lib or TAN for 3 mo (n=6 each group).

**(I)** Mean food intake (g/cage/day) in Con (n=11) and *Ob/Ob* mice (n=12) for the duration of the study. Each dot represents food consumed in grams (g) per cage per day.

**(J)** IB and densitometric quantification for Insulin receptor (InsR) in liver from C57BL6/J male Con and whole-body *InsR*<sup>KO</sup> mice (n=10 each group).

**(K)** Serum insulin levels in C57BL6/J male Con (n=9) and STZ-injected (n=10) mice fed RD for 5 mo.

**(L)** IB for Green Fluorescence Protein (GFP) and densitometric quantification in liver from C57BL6/J male control or whole-body *Il33*<sup>KO</sup> mice fed HFD for 3 mo (n=5 each group).

**(M-N)** Quantification for CD4<sup>+</sup> cells **(M)** and progenitor cells **(N)** in sWAT SVF from C57BL6/J male control or whole-body *Il33*<sup>KO</sup> mice fed ad-lib or TAN (n=5 each group).

Dot plots show individual values (dots) and mean (line). n.s.=not significant, \*\*\*P<0.001, \*\*\*\*P<0.0001. Two-way ANOVA and Tukey-corrected (C, D, E, F, G, H, I, M, N), and two-tailed unpaired Student's *t*-test (A, J, K, L).

**A** sWAT Metabolic elasticity genes

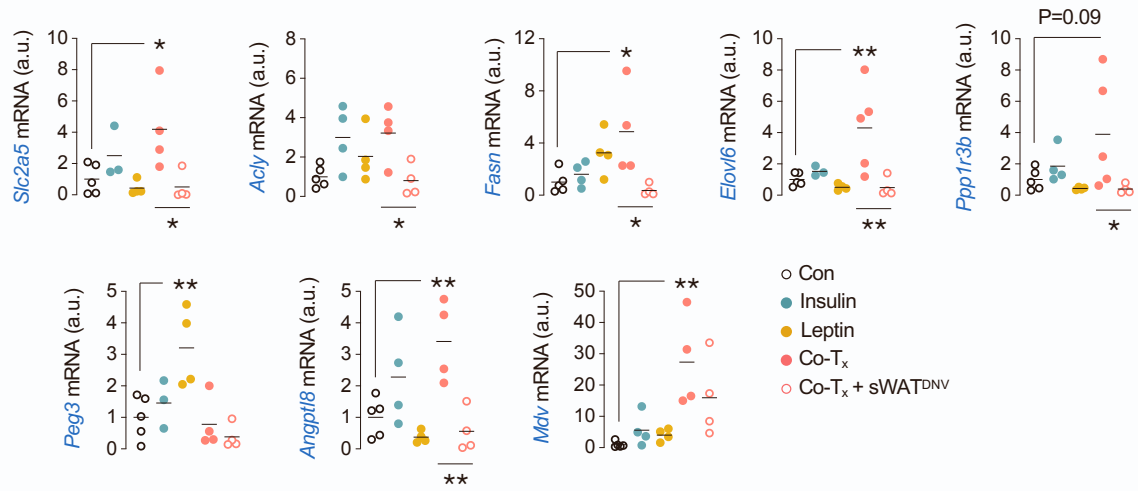

**B**

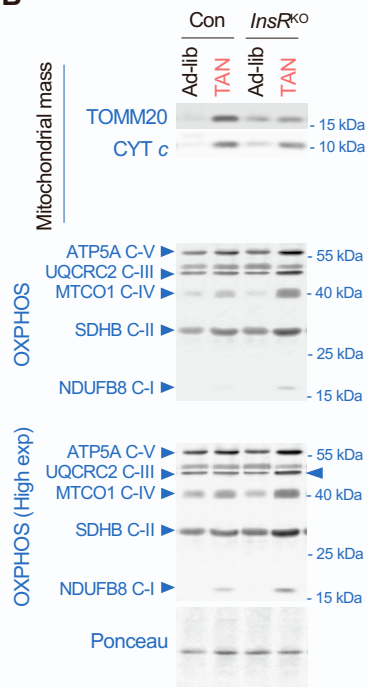

**C** ○ Ad-lib ● TAN

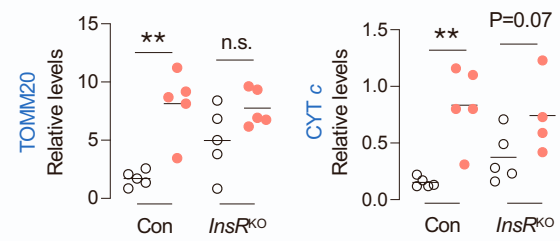

**D**

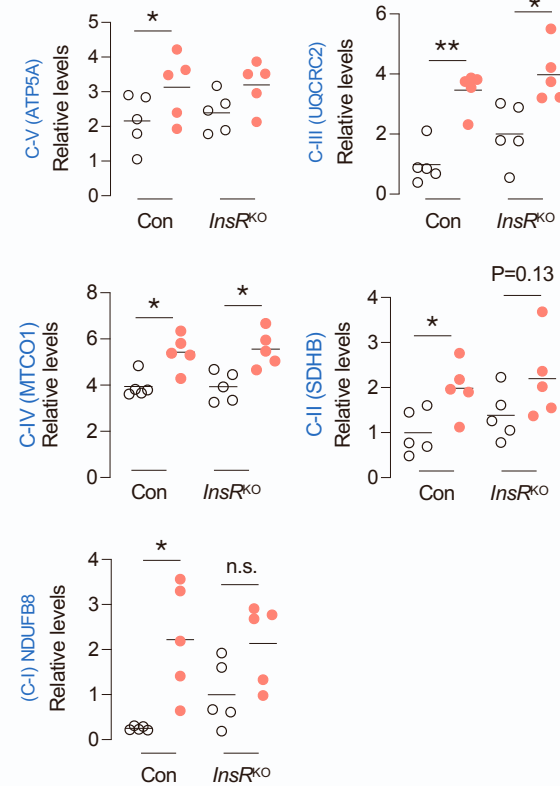

**Figure S7**

**Fig. S7 (relates to Fig 7). Impact of injections of insulin and leptin on metabolic flexibility genes in sWAT and the effect of loss of insulin receptor signaling on benefits of TAN feeding.**

**(A)** qPCR for indicated metabolic elasticity genes in sWAT from C57BL6/J male mice fed ad-lib on RD and injected with the indicated hormones for 1.5 mo. Con (vehicle-injected, n=5), insulin (n=4), leptin (n=4), Co-T<sub>x</sub> (insulin and leptin-injected, n=4-5) and DNV<sup>sWAT</sup> co-T<sub>x</sub> (n=4).

**(B-D)** Representative IB and quantifications for indicated mitochondrial markers and OXPHOS components in sWAT from Con or *InsR*<sup>KO</sup> male mice fed ad-lib (n=5 Con, n=5 *InsR*<sup>KO</sup>) or TAN (n=5 Con, n=5 *InsR*<sup>KO</sup>) for 5 mo. Ponceau is loading control.

Dot plots show individual values (dots) and mean (line). n.s.=not significant, \*P<0.05, \*\*P<0.01. Two-way ANOVA and Tukey-corrected.

**Supplemental Video Title and Legends**

**Supplemental Video 1.** 3D visualization of sWAT from a representative ad-lib-fed mouse. Adipocyte volume (0-100,000 μm<sup>3</sup>) is color-coded. Tissue autofluorescence is grey scale.

**Supplemental Video 2.** 3D visualization of sWAT from a representative, TAN-fed mouse. Adipocyte volume (0-100,000 μm<sup>3</sup>) is color-coded. Tissue autofluorescence is grey scale.

**Supplemental Video 3.** 3D visualization of CD31 staining (red) in sWAT from a representative ad-lib-fed.

**Supplemental Video 4.** 3D visualization of CD31 staining (red) in sWAT from a representative TAN-fed.

**Supplemental Table Title and Legends**

**Supplemental Table 1:** Pathway enrichment analysis using BIOCARTA for top-100 upregulated genes in sWAT of TAN versus ad-lib-fed mice on RD for 6 mo.

**Supplemental Table 2:** Limma DEG analysis for all 6 time points in sWAT of TAN versus ad-lib-fed mice on RD for 6 mo.

**Supplemental Table 3:** Gene\_FPKM and Candidate\_gene\_FPKM for all 6 time points in sWAT of TAN versus ad-lib-fed mice on RD for 6 mo.

**Supplemental Table 4:** Metabolic Plasticity FPKM Correlation Enrichment network for all 6 time points in sWAT of TAN versus ad-lib-fed mice on RD for 6 mo.

**Supplemental Table 5: Primers for real-time PCR analysis related to STAR Methods**

**Primers for real-time PCR analysis related to STAR Methods**

| GENE           | PROTEIN                                                             | PRIMERS                                                                   |
|----------------|---------------------------------------------------------------------|---------------------------------------------------------------------------|
| <i>Adrb3</i>   | Adrenergic receptor, beta 3                                         | (f) 5'- ggcaacctgctgtaatacat-3'<br>(r) 5'- tccactgacgtccacagtc-3'         |
| <i>Eva1a</i>   | Eva-1 homolog A, regulator of programmed cell death                 | (f) 5'- ccacttctctgagtttacagc-3'<br>(r) 5'- gcattttaaccgaacatctgtcc-3'    |
| <i>Tbp</i>     | TATA box binding protein                                            | (f) 5'- gaagctgcggtacaattccag-3'<br>(r) 5'- cccctgtacccttcaccaat-3'       |
| <i>Slc2a5</i>  | Solute carrier family 2 (facilitated glucose transporter), member 5 | (f) 5'- cgaaaaactacgaggggct-3'<br>(r) 5'- ctggccagccatcctcattt-3'         |
| <i>Acly</i>    | ATP citrate lyase                                                   | (f) 5'- cgtcagaggaaagcttg-3'<br>(r) 5'- tgagaaagttcttgaggaagc-3'          |
| <i>Fasn</i>    | Fatty acid synthase                                                 | (f) 5'- ctgactcggctactgacacg-3'<br>(r) 5'- tgagctgggttaggtagga-3'         |
| <i>Elovl6</i>  | ELOVL fatty acid elongase 6                                         | (f) 5'- cgtagcgactccgaagatcagcc-3'<br>(r) 5'- agcgtacagcgcagaaaacagga -3' |
| <i>Ppp1r3b</i> | Protein phosphatase 1, regulatory subunit 3B                        | (f) 5'- actgtgtgctgaaggataagg-3'<br>(r) 5'- cacatactgacaagggaatct-3'      |
| <i>Peg3</i>    | Paternally Expressed 3                                              | (f) 5'- agtcagcttgccgaagat-3'<br>(r) 5'- ctccagcatgggttgagac-3'           |
| <i>Lep</i>     | Leptin                                                              | (f) 5'- tctccgagacctctccatct-3'<br>(r) 5'- ttccaggacgccatccag-3'          |
| <i>Angptl8</i> | Angiopoietin-like 8                                                 | (f) 5'- ctcaatggcgtgtacagagc-3'<br>(r) 5'- tcgaagggtgaaagcgtcct -3'       |
| <i>Mvd</i>     | Mevalonate (diphospho) decarboxylase                                | (f) 5'- agtcagcttgccgaagat-3'<br>(r) 5'- ctccagcatgggttgagac-3'           |

# Supplementary material for: Insulin and leptin oscillations license food-entrained browning and metabolic flexibility
**Source:** Cell Rep. Author manuscript; Available in PMC 2024 Nov 14.
**Supplement:** 2

# Insulin and leptin oscillations license food-entrained browning and metabolic flexibility

## Graphical abstract

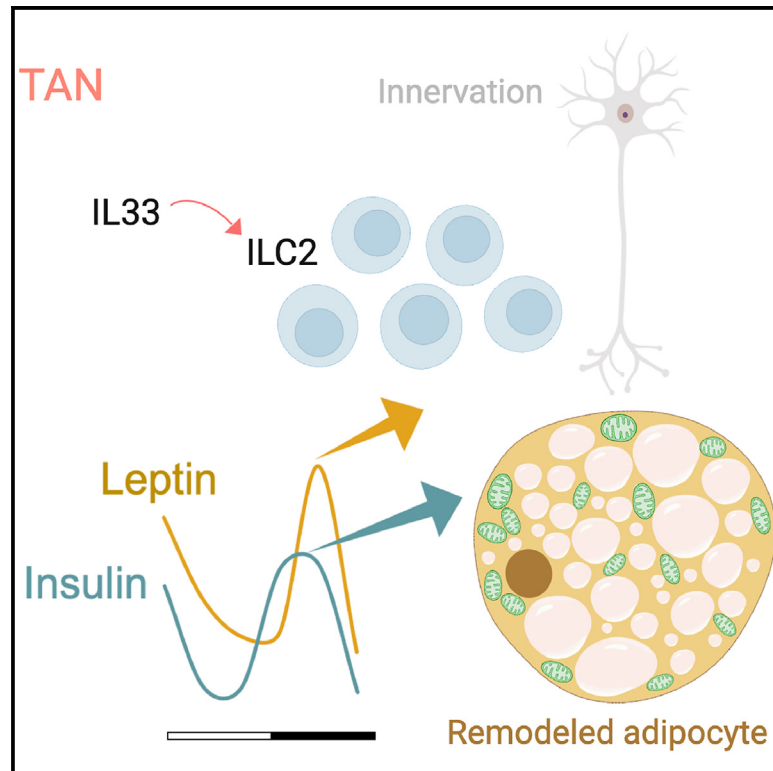

## Authors

Pamela Mattar, Andressa Reginato, Christian Lavados, ..., Gary Schwartz, Prashant Rajbhandari, Rajat Singh

## In brief

Mattar et al. show that two meals per period entrains insulin and leptin oscillations to drive subcutaneous fat browning and metabolic flexibility. Targeting insulin or leptin signaling or ILC2 cell recruitment or tissue denervation each blocks subcutaneous fat browning in food-entrained mice, while reconstituting endocrine oscillations facilitates adipose browning.

## Highlights

- Two meals per period entrains insulin and leptin oscillations
- Insulin and leptin oscillations drive the cellular, immune, and metabolic remodeling of sWAT
- sWAT remodeling leads to metabolic flexibility and inflammation resolution in eWAT
- Recreating insulin and leptin oscillations pharmacologically recapitulates sWAT remodeling

## Article

# Insulin and leptin oscillations license food-entrained browning and metabolic flexibility

Pamela Mattar,<sup>1,9</sup> Andressa Reginato,<sup>2,9</sup> Christian Lavados,<sup>2</sup> Debajyoti Das,<sup>1</sup> Manu Kalyani,<sup>2</sup> Nuria Martinez-Lopez,<sup>1,8</sup> Mridul Sharma,<sup>1</sup> Grethe Skovbjerg,<sup>3</sup> Jacob Lercke Skytte,<sup>3</sup> Urmas Roostalu,<sup>3</sup> Rajasekaran Subbarayan,<sup>4</sup> Elodie Picarda,<sup>5</sup> Xingxing Zang,<sup>5</sup> Jinghang Zhang,<sup>5</sup> Chandan Guha,<sup>4</sup> Gary Schwartz,<sup>6</sup> Prashant Rajbhandari,<sup>7</sup> and Rajat Singh<sup>1,2,6,8,10,\*</sup>

<sup>3</sup>Gubra ApS, Hørsholm, Denmark

<sup>9</sup>These authors contributed equally

<https://doi.org/10.1016/j.celrep.2024.114390>

## SUMMARY

Timed feeding drives adipose browning, although the integrative mechanisms for the same remain unclear. Here, we show that twice-a-night (TAN) feeding generates biphasic oscillations of circulating insulin and leptin, representing their entrainment by timed feeding. Insulin and leptin surges lead to marked cellular, functional, and metabolic remodeling of subcutaneous white adipose tissue (sWAT), resulting in increased energy expenditure. Single-cell RNA-sequencing (scRNA-seq) analyses and flow cytometry demonstrate a role for insulin and leptin surges in innate lymphoid type 2 (ILC2) cell recruitment and sWAT browning, since sWAT depot denervation or loss of leptin or insulin receptor signaling or ILC2 recruitment each dampens TAN feeding-induced sWAT remodeling and energy expenditure. Consistently, recreating insulin and leptin oscillations via once-a-day timed co-injections is sufficient to favorably remodel innervated sWAT. Innervation is necessary for sWAT remodeling, since denervation of sWAT, but not brown adipose tissue (BAT), blocks TAN-induced sWAT remodeling and resolution of inflammation. In sum, reorganization of nutrient-sensitive pathways remodels sWAT and drives the metabolic benefits of timed feeding.

## INTRODUCTION

Restricting calories<sup>1</sup> or feeding times<sup>2,3</sup> remodels the subcutaneous white adipose tissue (sWAT). White fat plasticity drives energy expenditure,<sup>4</sup> with multiple studies documenting associations of thermogenic human subcutaneous fat with health-span extension.<sup>5,6</sup> However, how dietary interventions facilitate white fat plasticity remains unclear. In mice, predominant thermogenic adipocytes include the classical interscapular brown adipocytes and inducible beige/brite cells interspersed within sWAT. Although intrascapular brown adipose tissue (BAT) displays greater thermogenic activity by weight, it is sWAT that acutely and visibly remodels with cold or fasting. The relative contribution of thermogenic BAT versus remodeled sWAT to energy expenditure in response to dietary interventions remains understudied.

Here, we show that feeding within two windows in the nocturnal cycle (twice a night [TAN]) drives sWAT remodeling and metabolic flexibility and lowers visceral fat inflammation. Depot-specific denervations of BAT or sWAT reveal that benefits of TAN feeding are

driven by sWAT alone. Interestingly, sustained TAN feeding entrains insulin and leptin oscillations, reflected by feeding-driven surges in their levels, which remain unaffected in mice housed in darkness. We propose a mechanistic framework wherein insulin and leptin oscillations couple innate lymphoid type 2 (ILC2) cells to sWAT browning. ILC2 cell recruitment and sWAT browning each requires neuroendocrine input, since inactivating insulin or leptin signaling or denervating sWAT dampens ILC2 recruitment and depot energy expenditure in TAN-fed mice. Consistently, recreating leptin and insulin oscillations in *ad libitum*-fed (ad-lib) mice via timed once-daily co-injections is sufficient to induce sWAT browning—supporting the idea that food-entrained endocrine oscillations drive sWAT remodeling and metabolic flexibility.

## RESULTS

### TAN feeding rewires metabolic programs in sWAT

To determine how intermittent fasting impacts sWAT function, we established a TAN feeding intervention as an extension of our previously described “twice-a-day” (TAD) feeding, which

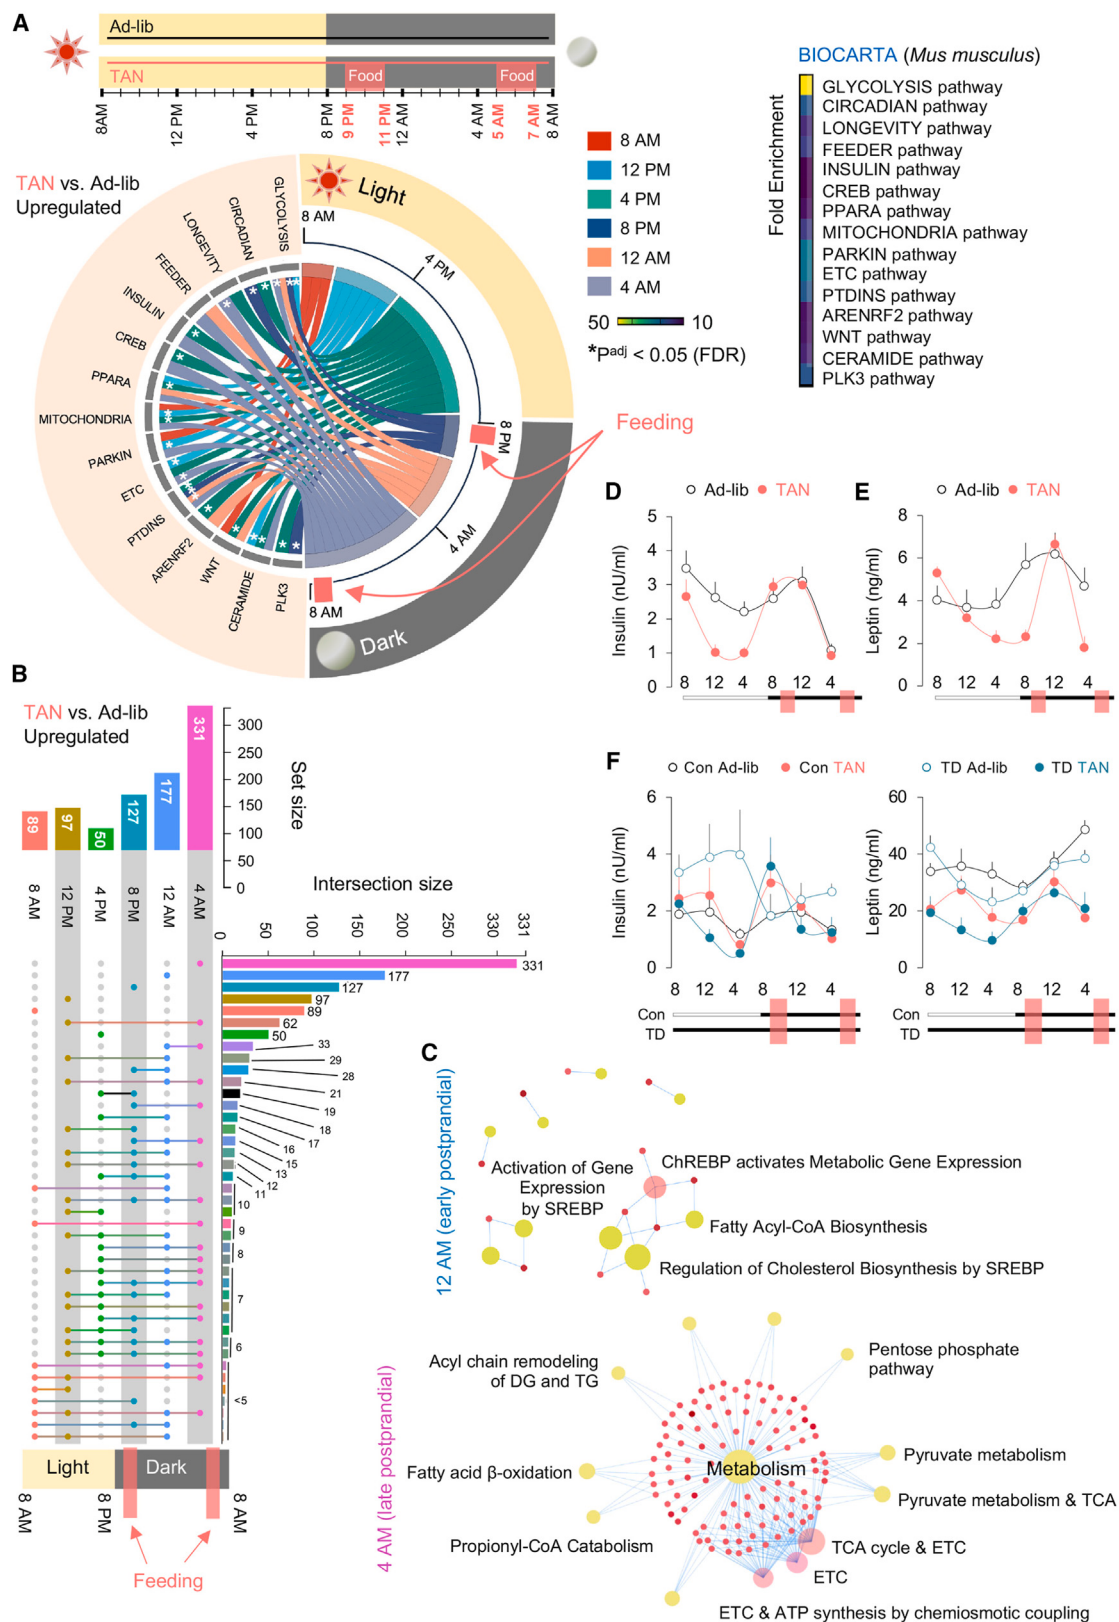

(legend on next page)

provides diverse systemic benefits despite diurnal feeding.<sup>3</sup> To this purpose, C57BL/6J male mice were fed twice in their nocturnal cycle (free access to water) and compared to age-matched ad-lib controls (Cons). TAN mice were acclimatized to feeding between 9:00 and 11:00 p.m. (first feeding window) and 5:00 and 7:00 a.m. (second feeding window) in an 8:00 p.m. to 8:00 a.m. dark cycle (Figure 1A). These nocturnal time frames were chosen because these mirrored the diurnal feeding times of our TAD feeding studies<sup>3</sup> and because TAN feeding in mice broadly reflects morning and evening meals in humans. As with TAD feeding, a 10–14 day acclimatization period allows adaptation to feeding in these two 2 h windows, although TAN-fed mice on regular chow diet (RD) or high-fat diet (HFD) each displayed modestly reduced food intake compared to corresponding ad-lib Cons (Figures S1A and S1B). Hence, the beneficial outcomes of TAN feeding are likely due to partitioned feeding and mildly reduced caloric intake. We also observed that TAN-fed mice displayed slightly increased food intake in the second feeding window (5:00–7:00 a.m.) compared with the first feeding window (9:00–11:00 p.m.) (Figures S1C).

Since caloric restriction (CR)<sup>1</sup> stimulates sWAT browning, we asked if and how TAN feeding would lead to sWAT browning. To test this, we performed transcriptomics in sWAT from ad-lib and TAN mice at six circadian time points. Analyses of differentially expressed genes (DEGs), and filtering for low expression (<10 counts), revealed 5,733 DEGs in the sWAT of TAN mice compared to ad-lib Con. We used two-way exclusion to improve the yield of statistically significant genes without accumulating type I errors and sorted for DEGs by  $\log_{FC}$  ( $>1$ ) ( $p < 0.05$ ) (Table S1). Employing BIOCARTA to identify period-wide alterations of pathways by TAN, we observed marked enrichment of “circadian” genes between 4:00 and 8:00 p.m., i.e., the time point preceding the first nocturnal feeding and the first feeding period per se (Figure 1A). By contrast, the nutrient-driven “glycolysis” genes were enriched during and after each feeding interval (Figure 1A), while the “feeder” pathway genes were enriched postprandially from 12:00 p.m. to 8:00 a.m. (Figure 1A). Interestingly, TAN feeding enriched longevity-related genes at time points preceding each feeding interval (4:00–8:00 p.m.) and extending into the second feeding period (4:00–8:00 a.m.) (Figure 1A). Strikingly, the greatest associations with diverse candidate pathways were observed at intervals preceding the two feeding time points, indicated by the number of connecting threads (Figure 1A). Since TAN feeding causes enrichment of nutrient-regulated insulin/phosphoinositide signaling (PTDINS

pathway)<sup>7</sup> in sWAT, we suspected that nutrient-related signaling is involved in the sWAT remodeling and metabolic benefits of TAN feeding. Indeed, TAN feeding blunted body weight gain and fat accrual, improved glucose clearance, and notably reduced epididymal fat (eWAT) inflammation (decreased F4/80 positivity) in HFD-fed mice (Figures S2A–S2E).

An UpSet plot for period-wide sWAT transcriptomes revealed time points when specific gene sets are perturbed by TAN feeding (Figure 1B). The greatest enrichment of distinct DEGs occurred after the first feeding period, with 177 and 331 DEGs ( $\log_{FC} > 1$ ,  $p < 0.05$ ) enriched at 12:00 a.m. or 4:00 a.m., respectively. By contrast, the second feeding period only modestly affected the sWAT transcriptome, with 89 and 50 DEGs ( $n = 50$ ;  $\log_{FC} > 1$ ,  $p < 0.05$ ) enriched at 8:00 a.m. and 4:00 p.m., respectively. In contrast to both feeding periods, fasting phases (e.g., 4:00 a.m. and 12:00 p.m.) were characterized by similar/overlapping DEGs ( $n = 62$ ) compared to only 10 overlapping genes between two postfeed time points, e.g., 8:00 a.m. and 12:00 a.m. Thus, the first nocturnal feeding appears to exert the greatest impact on the sWAT transcriptome (Figure 1B). This does not appear to be due to increased first-interval feeding, since we observed slightly higher caloric intake in the second feeding period (Figures S1C), but may possibly be due to circadian factors determining response to meals, in particular since rodents are intrinsically hardwired to consume the bulk of their calories within the first few hours of the dark cycle.

### TAN feeding segregates anabolic and catabolic networks in sWAT

To determine if TAN feeding leads to metabolic adaptations in sWAT, we performed gene-set enrichment analyses (GSEAs) for significantly upregulated DEGs ( $\log_{FC} > 1$ ,  $p < 0.05$ ) using the Reactome database to identify genetic signatures of metabolic adaptations in sWAT. This was followed by functional enrichment network analyses at two distinct time points after the first feeding window, i.e., 12:00 a.m. (early postprandial) and 4:00 a.m. (late postprandial), which revealed the segregation of anabolic versus catabolic pathways in response to feeding and fasting, respectively (Table S2). For example, expression of glucose-responsive ChREBP-driven anabolic genes and biosynthesis of cholesterol and fatty acyl co-enzyme A (CoA) occurred in the early postprandial period (12:00 a.m.), while the late postprandial period (4:00 a.m.) was characterized by enrichment of catabolic networks, e.g.,  $\beta$ -oxidation, tricarboxylic acid (TCA) cycle, and electron transport chain (ETC) (Figure 1C). These analyses suggest that repetitive cycles of feeding and fasting rewire metabolic

### Figure 1. TAN feeding entrains insulin and leptin oscillations and rewires metabolic programs in sWAT

(A) Scheme depicting the twice-a-night (TAN) feeding intervention. Bulk RNA-seq analysis was done at the indicated time points in sWAT of C57BL/6J male mice fed *ad libitum* (ad-lib) or TAN for 6 months ( $n = 5$ ). Period-wide pathway enrichment (BIOCARTA) for the top 100 upregulated genes and a chord diagram for significantly enriched pathways as a function of time are shown. Fold enrichment is represented as a heatmap, and \*FDR (false discovery rate)  $< 0.05$ .

(B) UpSet plot of samples in (A) depicts intersection sets for significantly enriched genes across the six time points. Each connection represents a distinct combination between six (Zeitgeber) ZT time points and the number of overlapping gene sets.

(C) Enrichment network using the Reactome database for significantly upregulated genes in TAN-fed mice at early postprandial (12:00 a.m.) and late postprandial (4:00 a.m.) time points. Node size represents the enrichment score. Node color represents the significance. Salmon, FDR  $< 0.05$ ; lemon,  $p < 0.05$ . The network edge represents the betweenness for genes associated with representative pathways.

(D–F) Serum insulin (D) and leptin (E) at six time points from ad-lib or TAN-fed mice housed at ambient temperature in a 12 h/12 h light/dark cycle (D and E) and in a 24 h dark cycle (F), i.e., total darkness (TD). Feeding windows are indicated by salmon-colored boxes;  $n = 4–10$ . Every plot across 24 h shows the mean value (dots) per time point  $\pm$  SEM. See also Figure S1.

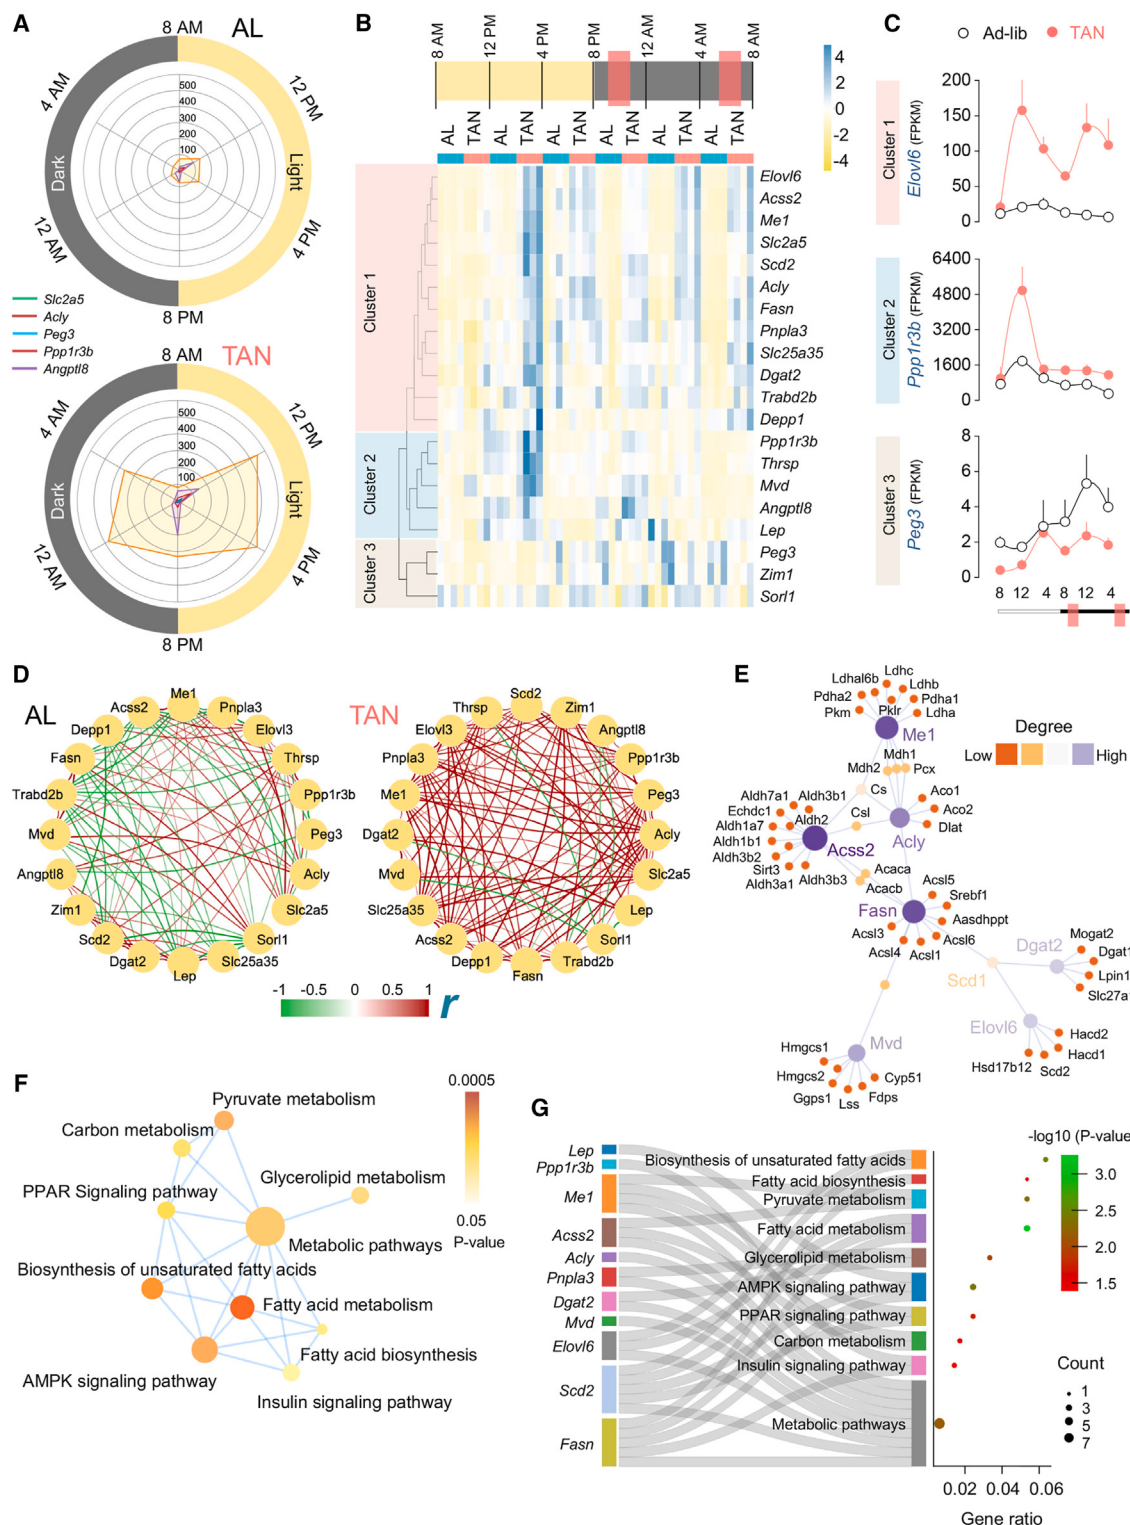

**Figure 2. TAN feeding associates with improved metabolic flexibility in sWAT**

(A) Bulk RNA-seq of sWAT at six ZT time points from ad-lib and TAN-fed mice indicated in Figure 1A ( $n = 4$ ). Radar charts for period-wide oscillations in the expression of the top 5 metabolic elasticity genes in sWAT from ad-lib and TAN-fed mice are shown. Circle diameter denotes FPKM (fragments per kilobase of transcript per million mapped reads) values.

(legend continued on next page)

circuits such that anabolic and catabolic networks are reorganized within feeding and fasting windows, respectively.

### TAN feeding entrains insulin and leptin oscillations

Since TAN feeding segregates anabolic and catabolic networks in sWAT, we asked if and how TAN feeding shapes the circadian oscillations of the hormones insulin and leptin, which are typically perturbed by nutrient availability. Period-wide analyses showed oscillations of circulating insulin and leptin in response to TAN feeding—with well-defined peaks coinciding with 9:00–11:00 p.m. (first feeding) and 5:00–7:00 a.m. (second feeding) windows (Figures 1D and 1E). Feeding-driven insulin surges were also noted in cohorts of mice subjected to 40% CR (Figure S2F) or TAD feeding,<sup>3</sup> which consume their meals within restricted feeding windows. At least in TAN mice, insulin and leptin oscillations occurred independent of changes in circadian corticosterone levels (Figure S2G). Consistently, TAN feeding-induced insulin and leptin oscillations correlated with similar oscillations in insulin- and leptin-responsive genes (Figures S2H and S2I; Table S3). For example, cluster 1 genes (insulin signaling-related *Pik3cg* and *Grb2*) exhibited period-wide correlations with insulin surges, while cluster 2 (*Csnk2a2* and *Sos1*) and cluster 4 (*Slc2a4* and *Mapk3*) genes oscillated in response to either the nocturnal or the diurnal insulin surge, respectively (Figure S2H). Similar correlations between oscillations of leptin-responsive gene clusters (Figure S2I) point to a broad and adaptive reprogramming of metabolic pathways in sWAT in response to TAN feeding.

### Insulin and leptin oscillations are not affected by housing in darkness

Interestingly, insulin and leptin oscillations appear to be primarily feeding driven (reflecting their entrainment by food), since subjecting TAN-fed mice to an established intervention that disrupts the central clock, i.e., housing in a 24 h dark cycle (total darkness [TD]) failed to affect the amplitude or phase of insulin and leptin oscillations in response to TAN feeding (Figures 1D and 1E). Since TAN-fed mice retain their endocrine oscillations (Figure 1F) and resist eWAT inflammation despite being housed in TD (Figure S2J), we hypothesized that food-entrained insulin and leptin oscillations contribute, at least in part, to the benefits of TAN feeding.

### TAN feeding perturbs metabolic flexibility genes in sWAT

Given the marked remodeling of the sWAT transcriptome with TAN feeding, we asked if TAN feeding leads to metabolic flexibility within sWAT, i.e., the ability to utilize carbohydrates or lipids

in response to physiological cues.<sup>8</sup> Accordingly, we employed the gene elasticity score (GElaS) algorithm/scoring system to determine how TAN feeding impacts the period-wide oscillations in sWAT of 20 defined metabolic “elasticity genes.”<sup>9</sup> Radar chart representation depicted significant increases in expression and oscillations (including induction in the dark cycle) of the top 5 “elastic” genes in sWAT of TAN mice (Figure 2A), while Euclidean clustering of the 20 elastic genes resulted in three distinct clusters in TAN mice based on their oscillation patterns (Figure 2B). Cluster 1 genes (12 genes, e.g., *Elovl6*) are uniquely upregulated by TAN feeding with a biphasic oscillation pattern, i.e., two feeding-related peaks (12:00 p.m. and 12:00 a.m.) across period (Figures 2B and 2C). Cluster 2 genes (5 genes, e.g., *Ppp1r3b*) show a single diurnal 12:00 p.m. surge after the second feeding (Figures 2B and 2C). By contrast, cluster 3 (3 genes, e.g., *Peg3*) is not responsive to feeding (Figures 2B and 2C; Table S4). Notably, the majority of cluster 1 and 2 elastic genes shows diurnal oscillations in the prolonged fasting phase (Figure 2B), although the significance of the diurnal oscillations remains unclear.

Metabolic elasticity entails coordinated gene oscillations.<sup>9</sup> Consistently, TAN feeding led to a remarkable enrichment of positive correlations between the elastic genes at 12:00 p.m. compared to ad-lib (Figure 2D), indicating concerted molecular events likely representing metabolic flexibility. Consistently, protein-protein interaction network analysis identified hub genes *Fasn*, *Scd1*, *Mvd*, *Me1*, *Acly*, *Acss2*, *Dgat2*, and *Elovl6* (Figure 2E) and their functional submodules and molecular interactors within the top 20 elastic genes, emphasizing coordinated gene networks in sWAT of TAN-fed mice. Furthermore, GSEAs identified functionally enriched pathways and their associations between specific elastic genes and enriched annotations (Figures 2F and 2G)—indicating that “fatty acid metabolism,” “insulin signaling,” and “pyruvate metabolism” pathways are perturbed in sWAT by TAN feeding. Hence, TAN feeding compartmentalizes anabolic and catabolic pathways, likely reflecting improved metabolic flexibility in sWAT.

### TAN feeding remodels sWAT

Given the marked reprogramming of the sWAT transcriptome, we asked if and how TAN feeding remodels sWAT and its function. Consistent with decreased sWAT weight in HFD-fed TAN mice (Figure 3A), 3D analyses of adipocyte volume showed reduced mean sWAT adipocyte size with increased frequency of smaller adipocytes (blue) in TAN mice compared to greater

(B) Period-wide cluster map of the top 20 metabolic elasticity genes in sWAT of ad-lib or TAN-fed mice ( $n = 4$ ). Z-score-normalized values are plotted and implemented for hierarchical clustering. Sky blue denotes upregulation, and lemon yellow denotes downregulation.

(C) Period-wide oscillations in gene expression determined by qPCR for representative genes in each cluster. The x axis denotes time. The y axis is FPKM value. (D) Correlation coefficient network diagrams of 20 metabolic elasticity genes from sWAT of ad-lib or TAN-fed mice at 12:00 p.m. Nodes represent individual genes. The edge denotes the number of significant positive and negative correlations. Edge thickness signifies Pearson's correlation coefficient values. Red and green indicate positive or inverse correlations in gene expression.

(E) Protein-protein interaction networks (bipartite) generated for metabolic elasticity gene sets using STRING. The subnetwork is selected on confidence score (>900) threshold. Degree and betweenness are denoted by node size and color.

(F) Gene set enrichment analysis for metabolic elasticity genes at 12:00 p.m. using the KEGG database. Node size represents the enrichment score, while node color signifies the  $p$  value (<0.05) of the functional enrichment network.

(G) Sankey bubble chart representation of metabolic elasticity genes and their associated enriched pathways. A corresponding bubble chart for pathway enrichment depicting gene ratio (x axis),  $-\log_{10}(p)$  (bubble color), and gene count (bubble size) is shown. Feeding windows are indicated by salmon-colored boxes.

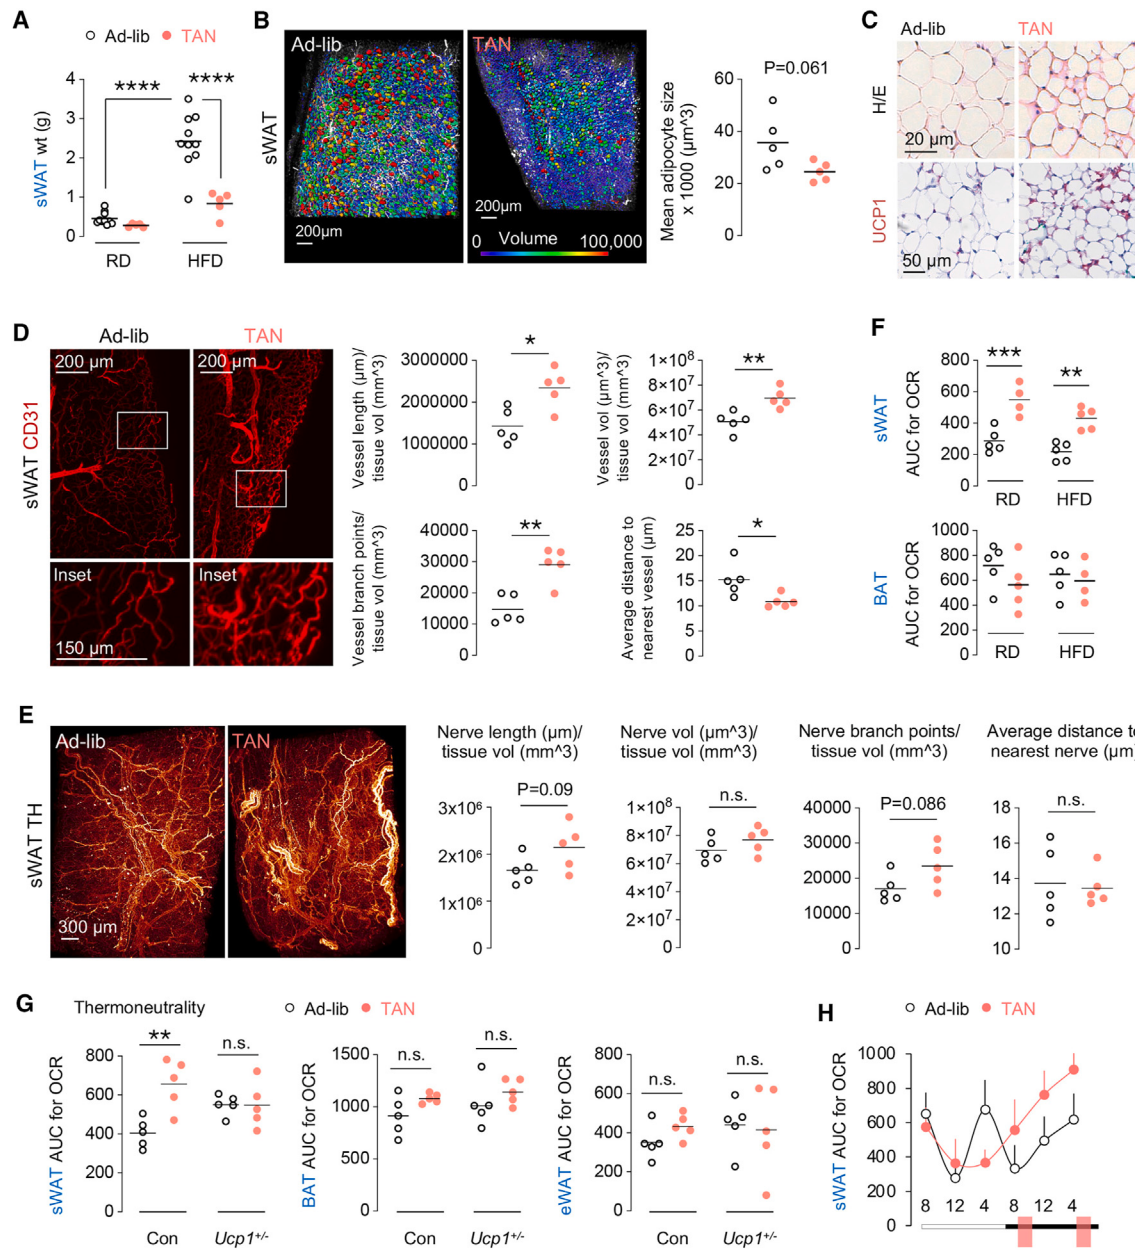

**Figure 3. TAN feeding leads to cellular and functional remodeling of sWAT**

(A) sWAT weight (wt) of regular chow diet (RD)- or high-fat diet (HFD)-fed C57BL/6J male mice subjected to ad-lib ( $n = 10$ ) or TAN feeding ( $n = 5$ ) for 6 months.

(B) Representative images of adipocytes generated via light-sheet microscopy and 3D reconstruction of whole sWAT (inguinal-dorsal) from C57BL/6J male mice subjected to ad-lib or TAN feeding on RD for 5 months ( $n = 5$ ). Adipocyte volumes are represented in color scale ( $\mu\text{m}^3$ ) with larger adipocytes in red and smaller adipocytes in purple. Graph shows the mean adipocyte size. See [Videos S1](#) (ad-lib) and [S2](#) (TAN) for 3D constructions of sWAT from ad-lib and TAN-fed mice.

(C) Representative H&E and immunostaining of sWAT from C57BL/6J male mice subjected to ad-lib or TAN feeding for 6 months showing adipocyte size (top) and UCP1 positivity (bottom).

(D) Representative images and quantification of CD31-positive blood vessels generated via light-sheet microscopy of whole sWAT (inguinal-dorsal) from C57BL/6J male mice subjected to ad-lib or TAN feeding on RD for 5 months ( $n = 5$ ). White rectangles are magnified in insets below. See [Videos S3](#) (ad-lib) and [S4](#) (TAN) for 3D constructions of sWAT from ad-lib and TAN-fed mice ( $n = 5$ ).

(E) Representative images and quantification of tyrosine hydroxylase (TH)-positive nerves generated via light-sheet microscopy of whole sWAT (inguinal-dorsal) from C57BL/6J male mice fed ad-lib or TAN on RD for 6 months ( $n = 5$ ).

(F) Area under the curve (AUC) for oxygen consumption rate (OCR) in sWAT and BAT of C57BL/6J male mice subjected to ad-lib (RD  $n = 5$ , HFD  $n = 5$ ) or TAN (RD  $n = 4$ , HFD  $n = 5$ ) feeding on RD or HFD for 6 months ( $n = 4-5$ ).

(legend continued on next page)

frequency of mid-sized (green) and larger (red) adipocytes in ad-lib Cons (Figure 3B). Reduction in adipocyte size was associated with increased multilocularity, UCP1 positivity (Figure 3C), and greater vascular density (CD31 positivity) reflected by increases in vessel length, volume, and branchpoint, with reduced average distance to nearest vessel (Figure 3D). In addition, tyrosine hydroxylase (TH) staining, marking tissue innervation, revealed a trend toward increased sWAT innervation in TAN mice (Figure 3E). Remodeling of sWAT correlated with increases in oxygen consumption rate (OCR) (Figure 3F) and levels of the mitochondrial markers VDAC, TOMM20, and cytochrome c (CYT c) and ETC components ATP5A, UQCRC2, SDHB, and NDUFB8 in sWAT (Figure S3A) without affecting respiration in BAT (Figure 3F). Furthermore, TAN-fed mice at thermoneutrality for the entire study duration showed elevated sWAT OCR (Figure 3G), and these increases in sWAT OCR relied on UCP1, since *Ucp1*<sup>-/-</sup> sWAT failed to increase its OCR to the levels in TAN-fed *Ucp1*<sup>+/+</sup> mice (Figure 3G). By contrast, TAN feeding did not impact OCR in BAT or eWAT at thermoneutrality (Figure 3G). Interestingly, circadian respirometry revealed sustained increases in sWAT OCR in TAN-fed mice in the dark cycle (Figure 3H), with only minor excursions observed in BAT (Figure S3B). Taken together, TAN feeding leads to marked transcriptional, cellular, and functional remodeling of sWAT.

### Innervation-dependent sWAT remodeling, metabolic flexibility, and inflammation resolution in TAN mice

Although we observed a trend toward increased innervation upon TAN feeding, it is well established that sympathetic tone supports adipose browning,<sup>10</sup> and therefore it is possible that TAN feeding increases functional sympathetic tone to support sWAT remodeling. Accordingly, we used depot-specific denervation of sWAT (DNV<sup>sWAT</sup>) or BAT (DNV<sup>BAT</sup>) (plans in Figures 4A and 4G) to answer whether TAN-induced sWAT remodeling/energy expenditure requires innervation and whether sWAT remodeling is sufficient to dampen eWAT inflammation. BAT denervation (DNV<sup>BAT</sup>) was confirmed by reduced expression of *Ucp1* (Figure S4A), adrenergic receptor *Adrb3* (Figure S4B), and BAT marker *Eva1a* (Figure S4C) and the failure to mobilize lipid in response to TAN feeding compared to sham-operated innervated Con (Figure S4D). Bilateral sWAT denervation (DNV<sup>sWAT</sup>) did not affect *Ucp1*, *Adrb3*, or *Eva1a* expression in BAT (Figures S4A–S4C) but reduced sWAT TH levels (Figure S4E) and blocked adipocyte size reduction in response to TAN feeding (Figure S4F). Consistent with the idea that innervation supports adipocyte metabolic and thermogenic function,<sup>10</sup> TAN-fed DNV<sup>sWAT</sup> mice failed to lower their sWAT and eWAT weights (Figures 4B and 4C) or induce sWAT OCR compared to TAN-fed Con mice (Figure 4D). Strikingly, BAT OCRs remained unaffected in DNV<sup>sWAT</sup> mice and their Con group fed ad-lib or TAN (Figure 4E), indicating limited impact of sWAT denervation on BAT energy expenditure. Furthermore, TAN feeding led to innervation-dependent increases in expression of

the metabolic elasticity genes *Slc2a5*, *Acly*, *Fasn*, *Elovl6*, and *Ppp1R3b* and decreased expression of *leptin* (Figure 4F)—reflecting improved metabolic flexibility in innervated sWAT of TAN mice.

In contrast, surprisingly, DNV<sup>BAT</sup> mice and their innervated Cons each displayed equivalent sWAT and eWAT weight loss with similar increases in sWAT OCR in response to TAN feeding (Figures 4H–4J) without notable changes in BAT OCR (Figure 4K). Consistently, sWAT showed equivalent reduction in adipocyte size in TAN-fed Con and DNV<sup>BAT</sup> mice (Figure S4G), which, in conjunction with similar increases in sWAT OCR in both TAN-fed Con and DNV<sup>BAT</sup> mice (Figure 4J), indicates maintained higher energy expenditure rates in sWAT of DNV<sup>BAT</sup> TAN-fed mice. Strikingly, eWAT of Con and DNV<sup>BAT</sup> mice each showed markedly reduced F4/80 (Figure 4L) and  $\beta$ -galactosidase positivity (Figure S4H) in response to TAN feeding, while eWAT of DNV<sup>sWAT</sup> mice remained largely inflamed with numerous F4/80-positive crown-like structures despite TAN feeding (Figure 4M). Hence, sWAT remodeling and resolution of eWAT inflammation in TAN-fed mice requires sWAT innervation.

### scRNA-seq analyses reveal ILC2 cell recruitment in sWAT of TAN mice

To determine how TAN feeding remodels the sWAT microenvironment, we isolated sWAT stromal vascular fractions (SVF) of 7-month-old male mice fed ad-lib or TAN for 5 months. We performed single-cell RNA sequencing (scRNA-seq) on single-cell suspensions of  $5,553 \pm 137$  cells using the 10 $\times$  Genomics platform and used Cell Ranger from 10 $\times$  Genomics for data processing and R package Seurat<sup>11</sup> to generate cell clusters and resolve their identities.<sup>12</sup> Since SVF isolation, scRNA-seq library preparation, and sequencing procedures are each known to introduce variabilities in samples, we performed cluster analysis on integrated and individual libraries from ad-lib and TAN mice and represented these data by t-distributed stochastic neighbor embedding (t-SNE) plots. As seen in Figure S5A, ad-lib and TAN libraries had comparable cell clustering patterns and transcriptomic states. Further subclustering based on known cell-type marker genes identified clusters of group 2 innate lymphoid cells (ILC2), T cells, natural killer T (NKT) cells, B cells, committed preadipocytes (CP) in initial states of differentiation, adipocyte precursor cell (APC) subtypes (APC2, APC1, APC), migratory dendritic cells (migDC), Schwann cells, monocytes/macrophages, endothelial cells, neutrophils, pericytes, and mast cells (Figure 5A). To gain insight into remodeling of stromal cells under ad-lib and TAN conditions, we segregated the cumulative t-SNE-plot into ad-lib and TAN by animal replicate (Figure S5B). The t-SNE plots revealed global changes in relative proportions of SVF clusters between ad-lib and TAN (Figure 5A). Among all clusters, B cells, T cells, and ILC2s appeared to have marked differences in their global transcriptomic profiles in t-SNE 2D projection where cells from ad-lib and TAN were segregated (Figures 5A and S5A), which was

(G) AUC for OCR in sWAT, BAT, and eWAT of Con or *Ucp1*<sup>+/+</sup> male mice fed ad-lib or TAN and maintained in thermoneutrality (30°C) for 6 months ( $n = 5$ ).

(H) AUC for OCR in sWAT collected from ad-lib and TAN-fed RD mice at the six indicated time points ( $n = 5$ ). Feeding windows are salmon-colored boxes. Values are mean  $\pm$  SEM. Dot plots show individual values (dots) and mean (line). n.s., non-significant; \* $p < 0.05$ , \*\* $p < 0.01$ , \*\*\* $p < 0.001$ , \*\*\*\* $p < 0.0001$ . Two-way ANOVA and Tukey-corrected (A, F, G) and two-tailed unpaired Student's t test (B, D, E). Magnification bars are shown. See also Figure S2.

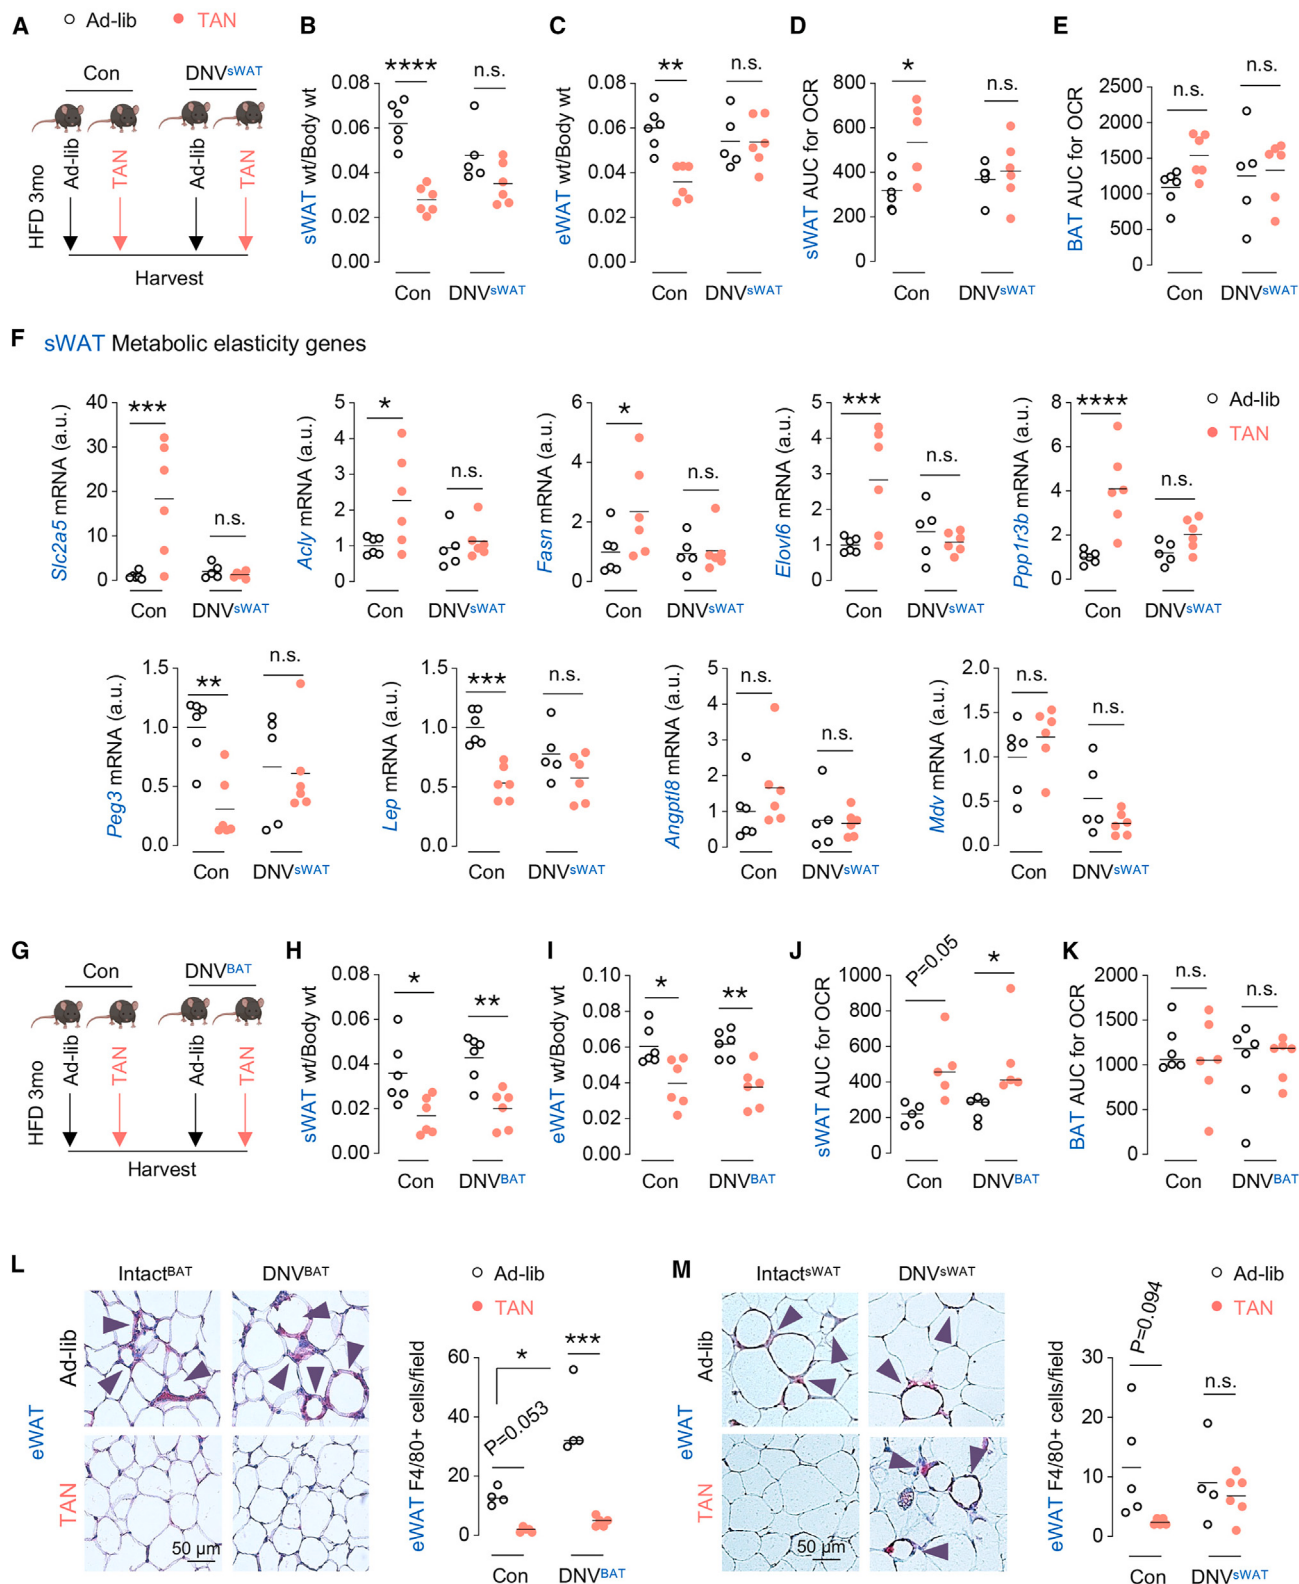

(legend on next page)

validated by further subclustering of B cells, T cells, and ILC2s by percentage (ad-lib, B cells 5.1%, T cells 1.4%, ILC2 2%; TAN, B cells 28.9%, T cells 7.5%, ILC2 3.5%) (Figures 5B and S5C).

Since adipose-resident ILC2s drive white-fat browning,<sup>13,14</sup> we focused on TAN feeding-induced changes in ILC2 clusters enriched with the canonical ILC2 markers *Ilr1* and *Gata3*<sup>13</sup> (Figures S5D and S5E). To quantitatively determine the transcriptional impact of TAN feeding on ILC2s, we characterized DEGs as a function of cluster type and found a high degree of transcriptional variation in ILC2s in response to TAN feeding (Figure 5C). Interestingly, ILC2 clusters showed remarkable transcriptional differences in cell clusters between ad-lib and TAN, implicating a potential remodeling of ILC2s upon TAN feeding (Figure 5C). Indeed, DEG analysis of ad-lib and TAN ILC2 subclusters showed upregulation of several genes, including *Tnfrs4* and *Ccr7*, which act as licensing signals for ILC2 tissue-specific adaptive immunity and migration<sup>15,16</sup> (Figures 5C and S5F), and gene ontology (GO) analysis showing enrichment of processes related to “cell proliferation,” “protein translation,” and “transcription” (Figure S5G).

### Flow cytometry confirms ILC2 cell recruitment in innervated sWAT of TAN mice

Consistent with scRNA-seq analyses, fluorescence-activated cell sorting (FACS) in sWAT SVFs showed increased ILC2 percentages in TAN-fed mice (Figures 5D and 5E). However, percentages of T and B cells by FACS were comparable between ad-lib and TAN mice (Figures S5H–S5J), indicating potential discrepancies in transcript abundance and protein cell-surface expression. Interestingly, TAN-driven increases in ILC2s were dampened in DNV<sup>sWAT</sup> (Figure 5E), correlating with reduced OCR and metabolic flexibility gene expression in TAN-fed DNV<sup>sWAT</sup> mice (Figures 4D and 4F). Since the alarmin cytokine interleukin-33 (IL-33) drives ILC2 proliferation and function,<sup>17</sup> and because sWAT APCs/stromal stem cells are major sources of IL-33,<sup>17,18</sup> we tested if TAN feeding perturbs APC IL-33. Indeed, subclustering APCs (APC, APC1, and APC2) revealed significantly higher percentages of APCs producing IL-33 upon

TAN feeding (Figures 5F, 5G, S5K, and S5L), which was confirmed by increased IL-33 protein levels in sWAT of TAN-fed mice (Figure 5H). Interestingly, DEG analysis on APCs showed an increase in the fatty acid metabolic genes *Fabp4* and *Cd36* (Figures 5I–5K), recently shown to be essential for beige APC proliferation and differentiation.<sup>19</sup> Despite these findings, FACS analyses did not show an overall difference in APC population from ad-lib and TAN-fed mice in innervated Con or DNV<sup>sWAT</sup> mice (Figures 5L and 5M). We also observed a highly CP (Figure 5A) cluster that expressed some markers of adipocyte genes. We base this possibility on the high expression of mitochondrial, lipid metabolism, and adipokine markers (Figure 5A) such as *Adipoq*, *Apoe*, *Fasn*, *Acly*, *Elovl6*, *Agpat2*, *mt-Atp6*, *mt-Cytb*, and *mt-Co2*.<sup>20</sup> Analyses of DEGs in this adipocyte pool revealed an upregulation of metabolic flexibility genes (Figures 2B and S5M), e.g., *Fasn*, *Me1*, and *Elovl6*, as observed in sWAT of TAN-fed mice (Figure 2B), indicating metabolic reprogramming across different adipocyte clusters by TAN feeding.

To investigate whether ILC2 enrichment correlates with sWAT metabolism, we performed bulk RNA-seq on whole sWAT from ad-lib and TAN mice (Figure 5N), which revealed distinct molecular signatures of lipogenesis, glucose metabolism, fatty acid metabolism, mitochondrial function, and thermogenesis in sWAT of TAN mice (Figure 5O). Taken together, expansion and activation of sWAT resident ILC2s support an anti-inflammatory and pro-thermogenic milieu in sWAT in TAN-fed mice, as also reported with CR.<sup>1</sup>

### Insulin and leptin oscillations and ILC2 cells are each required for sWAT remodeling

Since leptin-driven pathways drive white-fat browning,<sup>21</sup> we asked if insulin and leptin surges contribute to sWAT remodeling and whether remodeling occurs through an interplay with sWAT-recruited ILC2 cells (Figure 6A). Accordingly, we used four read-outs as markers for sWAT remodeling and systemic benefit in TAN mice, i.e., sWAT size, sWAT OCR, sWAT ILC2 cell recruitment, and resolution of eWAT inflammation. Specifically, we tested if dampening leptin or insulin surges or depleting IL-33

### Figure 4. Innervation-dependent sWAT remodeling and metabolic flexibility in TAN mice

(A) Scheme showing innervated control (Con) or sWAT denervated (DNV<sup>sWAT</sup>) C57BL/6J male mice fed ad-lib or TAN on HFD for 3 months.  
(B and C) Weights of sWAT (g/g body wt) (B) and eWAT (g/g body wt) (C) from Con or DNV<sup>sWAT</sup> C57BL/6J male mice fed ad-lib ( $n = 6$  Con,  $n = 5$  DNV<sup>sWAT</sup>) or TAN ( $n = 6$  Con,  $n = 6$  DNV<sup>sWAT</sup>) on HFD for 3 months.  
(D and E) AUC for OCR in sWAT (D) and BAT (E) from Con or DNV<sup>sWAT</sup> C57BL/6J male mice fed ad-lib ( $n = 6$  Con,  $n = 4$  DNV<sup>sWAT</sup>) or TAN ( $n = 5$  Con,  $n = 6$  DNV<sup>sWAT</sup>) on HFD for 3 months.  
(F) qPCR for metabolic elasticity genes in sWAT from Con or DNV<sup>sWAT</sup> C57BL/6J male mice fed ad-lib ( $n = 6$  Con,  $n = 5$  DNV<sup>sWAT</sup>) or TAN ( $n = 6$  Con,  $n = 6$  DNV<sup>sWAT</sup>) on HFD for 3 months.  
(G) Scheme showing innervated control (Con) or BAT denervated (DNV<sup>BAT</sup>) C57BL/6J male mice fed ad-lib ( $n = 6$  Con,  $n = 7$  DNV<sup>BAT</sup>) or TAN ( $n = 6$  Con,  $n = 7$  DNV<sup>BAT</sup>) on HFD for 3 months.  
(H and I) Weights of sWAT (g/g body wt) (H) and eWAT (g/g body wt) (I) from Con or DNV<sup>BAT</sup> C57BL/6J male mice fed ad-lib or TAN on HFD for 3 months ( $n = 6$ ).  
(J and K) AUC for OCR in sWAT (J) and BAT (K) from Con or DNV<sup>BAT</sup> C57BL/6J male mice fed ad-lib ( $n = 5$ –6 Con,  $n = 5$ –6 DNV<sup>BAT</sup>) or TAN ( $n = 5$ –6 Con,  $n = 5$ –6 DNV<sup>BAT</sup>) on HFD for 3 months.  
(L) Representative F4/80 (red) staining in eWAT from control (Intact<sup>BAT</sup>) and DNV<sup>BAT</sup> C57BL/6J male mice fed ad-lib ( $n = 9$  Con,  $n = 4$  DNV<sup>BAT</sup>) or TAN ( $n = 9$  Con,  $n = 6$  DNV<sup>BAT</sup>) on HFD for 3 months. Quantification for number of F4/80<sup>+</sup> cells/field (one section/mouse observed with 5× original magnification) is shown. Arrowheads indicate F4/80<sup>+</sup> crown-like structures.  
(M) Representative F4/80 (red) staining in eWAT from control (Intact<sup>eWAT</sup>) and DNV<sup>sWAT</sup> C57BL/6J male mice fed ad-lib ( $n = 5$  Con,  $n = 4$  DNV<sup>sWAT</sup>) or TAN ( $n = 6$  Con,  $n = 6$  DNV<sup>sWAT</sup>) on HFD for 3 months ( $n = 4$ –9). Quantification for number of F4/80<sup>+</sup> cells/field (one section/mouse observed with 5× original magnification) is shown. Dot plots show individual values (dots) and mean (line); n.s., non-significant; \* $p < 0.05$ , \*\* $p < 0.01$ , \*\*\* $p < 0.001$ , \*\*\*\* $p < 0.0001$ . Two-way ANOVA and Tukey-corrected. See also Figure S3.

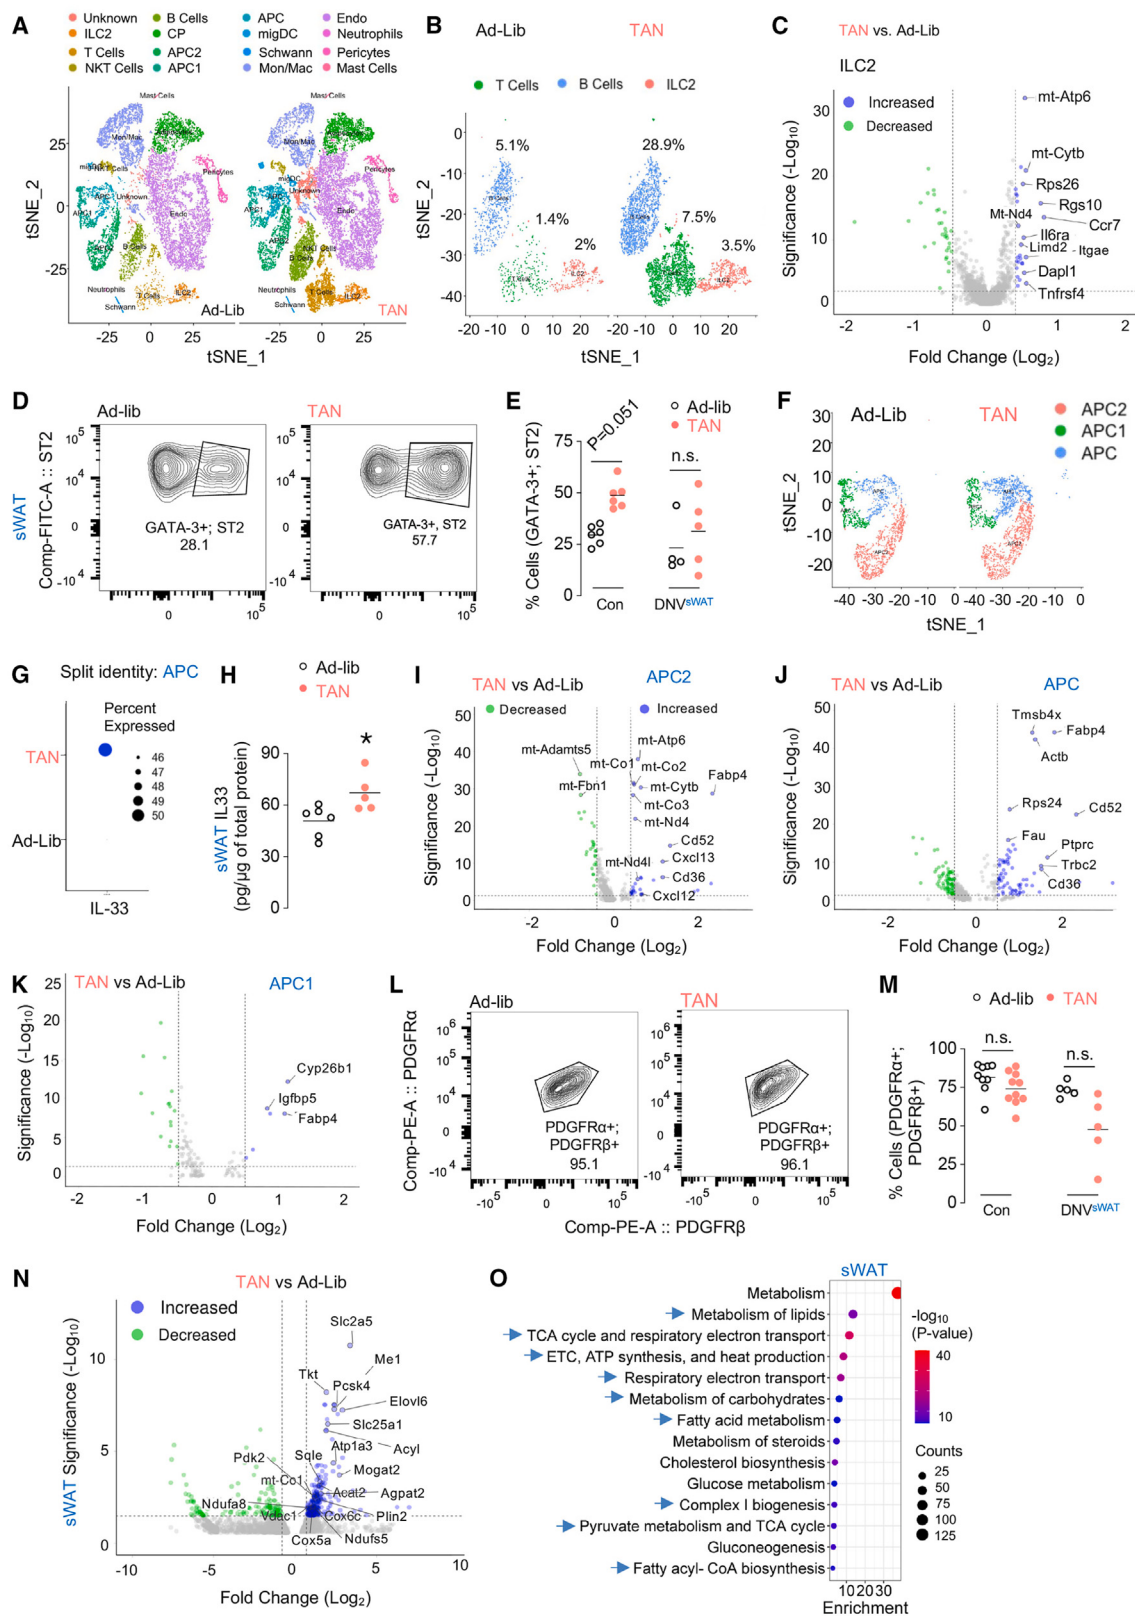

(legend on next page)

to block ILC2 cell recruitment (using *Il33*<sup>-/-</sup> mice)<sup>13</sup> prevents sWAT remodeling in TAN-fed mice. To test for sufficiency of leptin surges in TAN feeding-induced sWAT remodeling, we used a *leptin*<sup>KO</sup> (*Ob/Ob*) mouse (Figure S6A). Given the hyperphagia and obesity in *Ob/Ob* mice, we matched body weights of Con and *Ob/Ob* mice by maintaining *Ob/Ob* mice on RD and the Con mice on HFD (Figure 6B) as conducted previously.<sup>22–24</sup> As noted in Figures 1B and 1C, Con TAN-fed mice (compared to Con ad-lib mice) displayed reduced fat mass (with corresponding increases in fat-free/lean mass) (Figure 6C), decreased sWAT weight (Figure 6D), increased sWAT OCR (Figure 6E), and increased ILC2 cells in sWAT (Figure 6F) without affecting other sWAT immune cells, including FOXP3-positive T regulatory (Treg) cells (Figures S6B–S6H). Consistently, TAN-fed Con mice showed reduced sWAT adipocyte size (Figure 6G) and decreased eWAT inflammation (fewer F4/80-positive crown-like structures) (Figure 6H). By contrast, despite reduced food consumed by TAN-fed *Ob/Ob* compared to TAN-fed Con mice (Figure S6I), TAN-fed *Ob/Ob* mice failed to reduce their fat mass and sWAT weight (Figures 6C and 6D) or stimulate OCR (Figure 6E) or recruit ILC2 cells in sWAT (Figure 6F). Furthermore, *Ob/Ob* sWAT adipocytes remained hypertrophic (Figure 6G) with persistent eWAT inflammation/F4/80 positivity (Figure 6H) despite TAN feeding, suggesting that leptin availability, possibly through its surges, facilitates sWAT remodeling in TAN-fed mice.

Since leptin and insulin oscillate at identical times in response to feeding (Figures 1D and 1E), and encouraged by our findings in *Ob/Ob* mice, we asked if TAN-feeding-induced insulin surges contribute to sWAT remodeling. We employed two distinct models of insulin deficiency (Figure 6I), i.e., conditional whole-body loss of the insulin receptor (*InsR*<sup>KO</sup>) (by injecting AAV-CMV-Cre into *InsR*<sup>Flox/Flox</sup> mice) (Figure S6J) and injecting low-dose streptozotocin (STZ) intraperitoneally (i.p.) to dampen insulin signaling (Figure S6K), as we did recently.<sup>25</sup> Since circulating hormonal oscillations likely mediate an effect by acting on multiple cells/tissues, e.g., adipocytes, immune cells, or CNS, we chose to use whole-body gene knockout (KO) models to determine if insulin (or leptin) participates in TAN-feeding-induced sWAT remodeling. As in *Ob/Ob* mice, TAN-feeding-driven increases in sWAT OCR were blunted in both *InsR*<sup>KO</sup> and low-dose STZ-treated

mice (Figures 6J and 6K) without affecting BAT OCR (Figures 6L and 6M). As also observed upon leptin depletion (Figure 6F), ablation of insulin signaling (*InsR*<sup>KO</sup> mice) blocked the recruitment of ILC2 cells in sWAT (Figure 6N) as did lack of *Il33* (Figure 6N), a factor required for ILC2 recruitment and sWAT beiging.<sup>13</sup> Loss of *Il33* (indicated by loss of GFP) (Figure S6L) did not affect sWAT enrichment of additional cell types, e.g., CD4<sup>+</sup> T cells or PDGFRα<sup>+</sup>;PDGFRβ<sup>+</sup> progenitors (Figures S6M and S6N). Supporting the idea that insulin- and leptin-driven, and IL-33-licensed, ILC2 cell recruitment drives sWAT remodeling in TAN-fed mice, loss of leptin or insulin signaling or loss of *Il33* each reduced ILC2 recruitment (Figures 6F and 6N) and blocked TAN-feeding-induced increases in sWAT OCR (Figures 6E, 6J, 6K, and 6O). Interestingly, despite the requirement of IL-33 for recruitment of ILC2 cells in sWAT, increases in IL-33 levels are not regulated by insulin or leptin, since loss of *InsR* (Figure 6P) or leptin (data not shown) did not block TAN-induced increases in sWAT IL-33 levels. Thus, we conclude that leptin, insulin, and ILC33/ILC2 signaling cooperate in the functional remodeling of sWAT in response to TAN feeding (Figure 6A).

### Reconstituting insulin and leptin oscillations recapitulate sWAT remodeling

To determine if insulin and leptin oscillations are sufficient to remodel sWAT, we pharmacologically modeled insulin and leptin surges in ad-lib male mice (Figure 7A) in a manner similar to what we observed in TAN-fed mice after their first meal (Figures 1D and 1E). Distinct cohorts of C57BL/6J male mice were injected i.p. daily at 9:30 p.m. for 1.5 months with (1) saline (Con) or (2) insulin (0.16 IU/day) or (3) leptin (5 mg/kg/day) or (4) insulin and leptin both (Co-T<sub>x</sub> at these doses) (Figure 7A). Because sWAT remodeling and TAN benefits are lost in DNV<sup>sWAT</sup> mice (Figures 4A–4F), we incorporated an additional group (5) wherein bilateral DNV<sup>sWAT</sup> mice were subjected to insulin and leptin Co-T<sub>x</sub> (Figure 7A). To confirm that once-a-day i.p. injections led to a single acute surge in circulating insulin and leptin each day, we measured pre- and postinjected serum levels of insulin or leptin at 1, 2, and 6 h after the injections (Figure 7B). Time-course analyses revealed consistent and sharp increases in circulating insulin and leptin levels 1 h after i.p. administration

### Figure 5. scRNA-seq analyses reveal ILC2 cell recruitment in innervated sWAT of TAN mice

(A) t-distributed stochastic neighbor embedding (t-SNE) plots showing cell clustering of sWAT stromal vascular fractions (SVF) from C57BL/6J male mice fed ad-lib or TAN on RD for 5 months (*n* = 4 each group).  
(B) t-SNE subclustering of immune cells from sWAT SVF from C57BL/6J male mice fed ad-lib or TAN on RD for 5 months (*n* = 4).  
(C) Volcano plot showing up- and downregulated genes in sWAT ILC2 cells in TAN-fed mice compared to ad-lib mice (*n* = 4).  
(D and E) Representative contour plots for abundance (D) and quantification for ILC2 cells (E) in sWAT SVF from C57BL/6J male Con or DNV<sup>sWAT</sup> mice fed ad-lib (*n* = 6 Con, *n* = 4 DNV<sup>sWAT</sup>) or TAN (*n* = 6 Con, *n* = 5 DNV<sup>sWAT</sup>) on HFD for 3 months.  
(F) t-SNE subclustering of adipocyte progenitor cells (APCs) from sWAT SVF of C57BL/6J male mice fed ad-lib or TAN on RD for 5 months (*n* = 4).  
(G) Identity analysis for IL-33 levels in APCs in sWAT SVF from C57BL/6J male mice fed ad-lib or TAN on RD for 5 months (*n* = 4 each group).  
(H) IL-33 protein levels in sWAT from C57BL/6J male mice fed ad-lib (*n* = 6) or TAN (*n* = 5) on RD for 5 months.  
(I–K) Volcano plots of downregulated (green) and upregulated (blue) genes from APC2 (I), APC (J), and APC1 cells (K) in sWAT SVF of TAN-fed mice compared to ad-lib mice (*n* = 4 each group).  
(L and M) Representative contour plots of APCs in sWAT SVF from ad-lib and TAN-fed mice (L) and quantification for percentage APC population in sWAT SVF from ad-lib (*n* = 9 Con, *n* = 5 DNV<sup>sWAT</sup>) and TAN-fed (*n* = 10 Con, *n* = 5 DNV<sup>sWAT</sup>) or DNV<sup>sWAT</sup> mice (*n* = 4–6).  
(N) Volcano plot of down- (green) and upregulated (blue) genes from bulk RNA-seq of sWAT of TAN-fed mice compared to ad-lib mice (*n* = 4 each group).  
(O) Bubble plot of Reactome showing the top 14 upregulated pathways. Bubble size represents number of genes per pathway, the y axis represents the percentage of enrichment, and bubble color represents  $-\log_{10} p$ . Arrows highlight metabolism-related pathways (*n* = 4 each group). Dot plots show individual values (dots) and mean (line); n.s., not significant; \**p* < 0.05. Two-way ANOVA and Tukey-corrected (E and M) and two-tailed unpaired Student's *t* test (H). See also Figure S4.

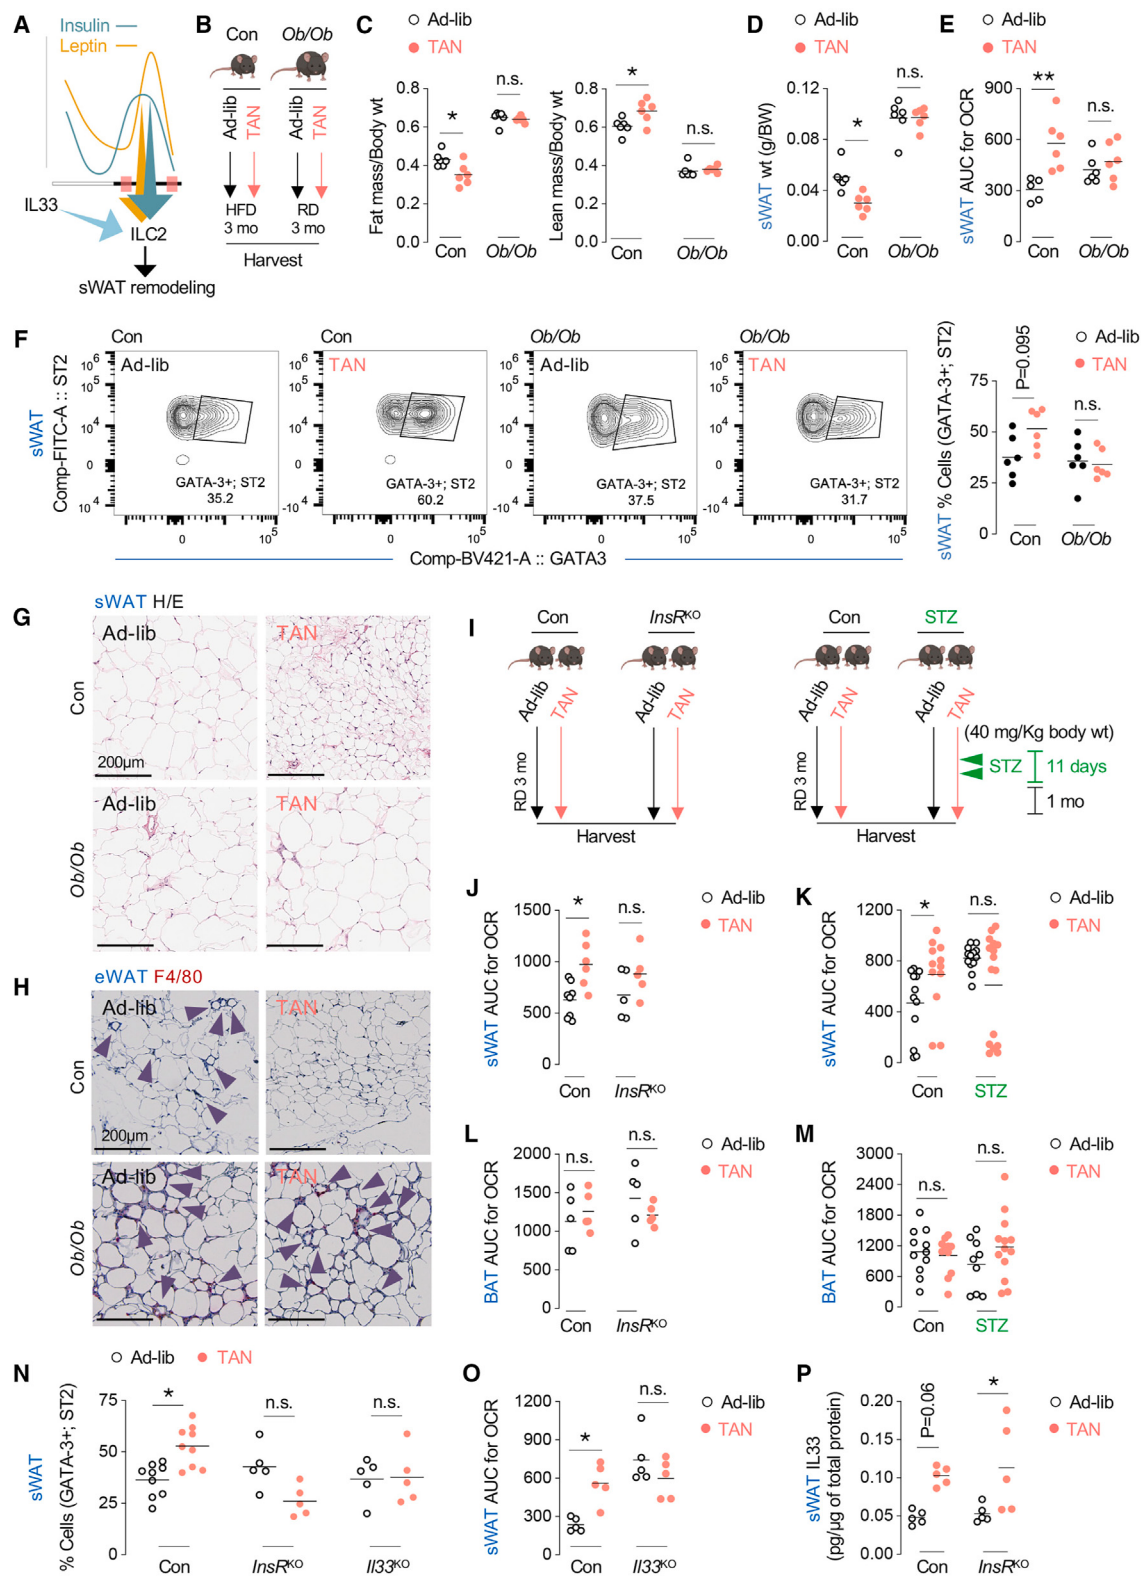

(legend on next page)

(time 0) (Figure 7B), which returned to baseline by 2 h (for insulin) or 6 h (for leptin) (Figure 7B).

Ad-lib injected mice in each group consumed the same amount of food per day when analyzed after 1.5 months (Figure 7C). Individual daily injections of insulin or leptin alone did not affect body composition (Figure 7D), although insulin per se led to expansion of sWAT (trend) and eWAT wt ( $*p < 0.05$ ) (Figures 7E and 7F), likely due to insulin's ability to support adipocyte growth and differentiation.<sup>26</sup> Strikingly, and in clear contrast, Co-T<sub>x</sub> of insulin and leptin led to reduced fat mass with corresponding increases in relative lean mass (Figure 7D), reduced sWAT and eWAT weights (Figures 7E and 7F), and increased sWAT OCR without affecting BAT OCR (Figures 7G and 7H). Interestingly, Co-T<sub>x</sub> of insulin and leptin led to increased sWAT IL-33 levels without affecting the percentage of ILC2 cells in the sWAT (Figures 7I and 7J), although leptin alone increases the percentage of ILC2 cells in sWAT (Figure 7J) without affecting sWAT IL-33 levels (Figure 7I). These results suggest that, in principle, a single surge of insulin and leptin each day over 1.5 months is sufficient to recapitulate the benefits of TAN feeding.

Consistent with increases in ILC2 recruitment and sWAT OCR, and in accordance with the hypothesis that insulin and leptin oscillations support sWAT remodeling, leptin alone reduced sWAT adipocyte size compared to Con or insulin-injected mice (Figure 7K). However, it is the Co-T<sub>x</sub> of insulin and leptin that markedly remodels sWAT as indicated by decreased adipocyte size and recruitment of multiloculated UCP1-positive adipocytes in sWAT (Figure 7K). Furthermore, Co-T<sub>x</sub> of insulin and leptin increased the numbers of mitochondrial (CYT c and TOMM20) and oxidation/phosphorylation (OXPHOS) proteins (NDUFB8 [complex I], SDHB [II], UQCRC2 [III], MTCO1 [IV]) (Figures 7L and 7M) and increased the expression of recently identified markers<sup>9</sup> for metabolic flexibility, *Slc2a5*, *Fas*, *Elovl6*, *Angptl8*, *Mvd*, and *Ppp1e3b* (Figure S7A), as also noted in TAN-fed

mice (Figure 2B). Interestingly, insulin alone contributed to increases in levels of TOMM20 and ATP5A (Figures 7L and 7M), as shown in human skeletal muscle.<sup>27</sup> Consistently, TAN-feeding-induced increases in mitochondrial and OXPHOS markers (Figure S3A) appear to be insulin mediated, since this effect is dampened in TAN-fed *InsR*<sup>KO</sup> mice compared to TAN-fed Con (Figures S7B–S7D).

Consistent with the observation that benefits of TAN feeding are diminished in DNV<sup>sWAT</sup> mice (Figures 4A–4F), Co-T<sub>x</sub>-induced increases in sWAT OCR, sWAT IL-33 levels, and sWAT remodeling represented by multilocularity/UCP1-positivity and increases in mitochondrial/OXPHOS markers, as well as metabolic flexibility gene expression, were all markedly reduced by sWAT denervation (Figures 7G, 7I, 7K, 7L, and S7A). Taken together, these results show that oscillations of insulin and leptin engage with a CNS-immune axis to cooperatively drive sWAT remodeling.

## DISCUSSION

CR<sup>1</sup> and intermittent fasting<sup>3</sup> each leads to sWAT browning, and at least in the case of CR, a role of ILC2 cells is implicated<sup>1</sup>; however, the integrative mechanism for sWAT browning in models of intermittent feeding remains unclear. Here, we show that TAN feeding, separated by periods of fasting, leads to meal-driven surges in circulating insulin and leptin. We suspect that these endocrine surges represent their entrainment by feeding and are unrelated to the central clock given the maintenance of feeding-driven insulin and leptin oscillations in mice housed under a 24 h dark cycle. Hormones that respond to changes in nutrient availability, e.g., ghrelin and glucagon, or FGF21, which oscillates with TAD feeding,<sup>3</sup> may potentially contribute to sWAT remodeling. However, since this study focused on how timed feeding remodels sWAT; we did not examine how fasting-responsive hormones, e.g., ghrelin, glucagon, or FGF21, are altered in TAN-fed mice. Our results present a framework to

### Figure 6. Insulin and leptin oscillations and ILC2 cells drive sWAT remodeling in TAN mice

(A) Model for feeding-induced insulin and leptin oscillations driving ILC2 recruitment to stimulate sWAT remodeling.

(B and C) Scheme (B) and body composition (C) (fat and lean mass [relative to body wt]) for Con or *leptin*<sup>KO</sup> (*Ob/Ob*) male mice fed ad-lib ( $n = 6$  Con,  $n = 6$  *Ob/Ob*) or TAN ( $n = 6$  Con,  $n = 6$  *Ob/Ob*) on HFD (Con) or RD (*Ob/Ob*) for 3 months.

(D) sWAT weight (g/body wt) from Con or *Ob/Ob* male mice fed ad-lib ( $n = 6$  Con,  $n = 6$  *Ob/Ob*) or TAN ( $n = 6$  Con,  $n = 6$  *Ob/Ob*) on HFD (Con) or RD (*Ob/Ob*) for 3 months.

(E) AUC for OCR in sWAT from Con or *Ob/Ob* male mice fed ad-lib ( $n = 5$  Con,  $n = 6$  *Ob/Ob*) or TAN ( $n = 6$  Con,  $n = 6$  *Ob/Ob*) on HFD (Con) or RD (*Ob/Ob*) for 3 months ( $n = 5$ – $6$ ).

(F) Representative contour plots/quantification for percentage GATA-3<sup>+</sup>;ST2<sup>+</sup> ILC2 cells in sWAT from Con or *Ob/Ob* male mice fed ad-lib ( $n = 6$  Con,  $n = 6$  *Ob/Ob*) or TAN ( $n = 6$  Con,  $n = 6$  *Ob/Ob*) on HFD (Con) or RD (*Ob/Ob*) for 3 months.

(G and H) Representative H&E (G) and F4/80-positive (H) cells in eWAT from Con or *Ob/Ob* male mice fed ad-lib or TAN on HFD (Con) or RD (*Ob/Ob*) for 3 months. Arrows (H) highlight crown-like structures.

(I) Scheme showing *InsR*<sup>KO</sup> mice and low-dose streptozotocin (STZ)-injected insulin-deficient C57BL/6J male mice (generated as depicted) and their corresponding sex- and age-matched controls.

(J) AUC for OCR in sWAT from mice in (I). Con or *InsR*<sup>KO</sup> mice were fed ad-lib ( $n = 8$  Con,  $n = 5$  *InsR*<sup>KO</sup>) or TAN ( $n = 6$  Con,  $n = 5$  *InsR*<sup>KO</sup>) on RD for 5 months.

(K) AUC for OCR in sWAT from mice in (I). Con or STZ-injected mice were fed ad-lib ( $n = 12$  Con,  $n = 12$  STZ) or TAN ( $n = 12$  Con,  $n = 13$  STZ) on RD for 5 months.

(L) AUC for OCR in BAT from mice in (I). Con or *InsR*<sup>KO</sup> mice were fed ad-lib ( $n = 5$  Con,  $n = 5$  *InsR*<sup>KO</sup>) or TAN ( $n = 5$  Con,  $n = 5$  *InsR*<sup>KO</sup>) on RD for 5 months.

(M) AUC for OCR in BAT from mice described in (I). Con or STZ-injected mice were fed ad-lib ( $n = 11$  Con,  $n = 9$  STZ) or TAN ( $n = 10$  Con,  $n = 13$  STZ) on RD for 5 months.

(N) Quantification for percentage GATA-3<sup>+</sup>;ST2<sup>+</sup> ILC2 cells in sWAT SVF from Con, *InsR*<sup>KO</sup>, and *Il33*<sup>KO</sup> mice fed ad-lib or TAN for 5 months ( $n = 9$  in Con and  $n = 5$  each in *InsR*<sup>KO</sup> and *Il33*<sup>KO</sup> groups).

(O) AUC for OCR in sWAT from Con and *Il33*<sup>KO</sup> mice fed ad-lib or TAN on RD for 5 months ( $n = 5$  each group).

(P) ELISA for IL-33 protein levels in sWAT (pg/ $\mu$ g of total protein) from Con and *InsR*<sup>KO</sup> male mice fed ad-lib or TAN for 3 months ( $n = 5$  each group). Dot plots show individual values (dots) and mean (line); n.s., not significant;  $*p < 0.05$ ,  $**p < 0.01$ . Two-way ANOVA and Tukey-corrected. See also Figure S5.

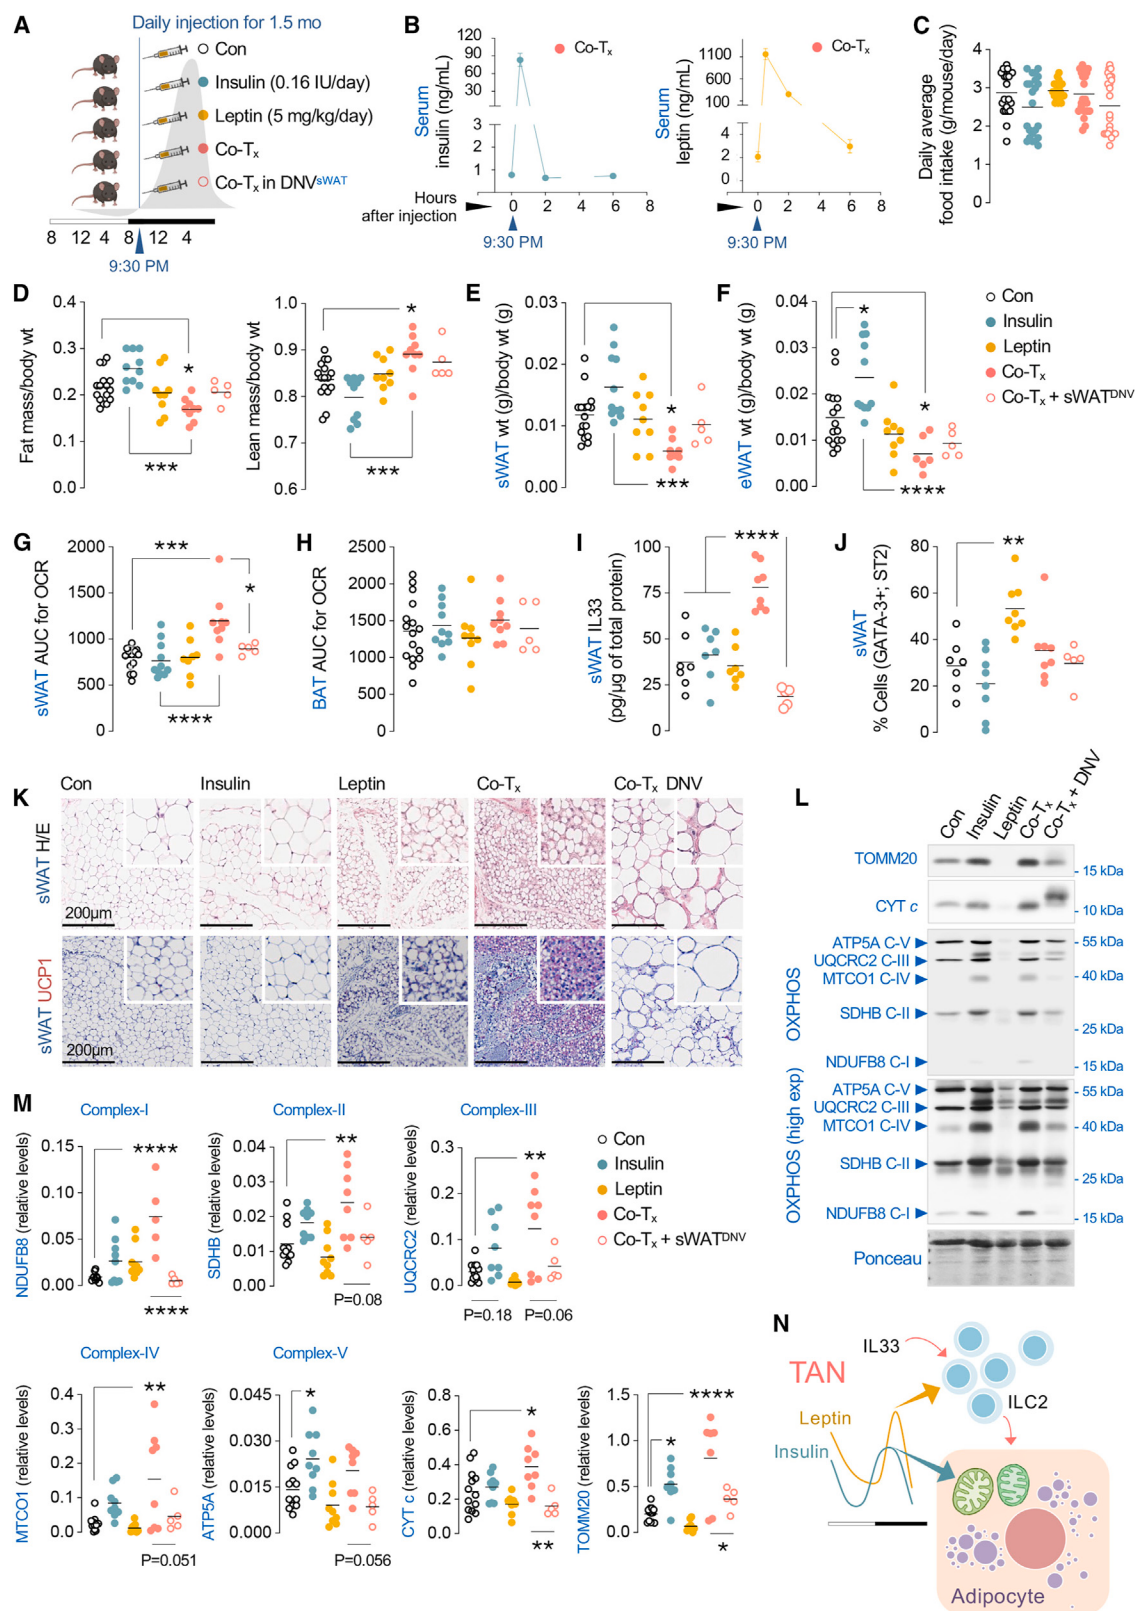

(legend on next page)

consider that feeding-driven surges in insulin and leptin facilitate sWAT remodeling and metabolic improvement and that the observed sWAT plasticity is not solely an effect of fasting. In fact, feeding-driven insulin and leptin oscillations correlate with an active and period-wide rewiring of metabolic programs in sWAT, in that nutrient-driven endocrine surges correlate with enrichment of anabolic pathways that are segregated from catabolic pathways, which reorganize in the fasting windows. Given the increases in oscillations of the recently elucidated metabolic flexibility genes<sup>9</sup> by TAN feeding, we suspect that enrichment of anabolic genes in feeding windows and the synchronization of catabolic pathways with fasting are a representation of metabolic flexibility. Importantly, to our point, TAN-feeding-induced insulin and leptin oscillations are mechanistically linked to sWAT and metabolic remodeling—since increases in sWAT OCR and reduction in sWAT depot/adipocyte size are each blunted when leptin and insulin levels are individually depleted in TAN-fed mice. We argue that insulin and leptin surges per se drive sWAT browning, since pharmacological boluses to recreate hormonal oscillations via once-a-day injections in ad-lib mice are sufficient to remodel sWAT. Intriguingly, significant cellular, functional, and metabolic remodeling of sWAT occurs only in mice co-injected with insulin and leptin, and not in those injected with one or the other, indicating that insulin and leptin cooperatively mediate browning of sWAT. Although continuous i.p. infusions of insulin and leptin have been shown to drive adipose browning on day 6 after the initiation of infusions,<sup>28</sup> it is unclear if sustained infusions will eventually lead to resistance against the action of these hormones, and as a result, the observed browning will likely be lost upon sustained continuous infusions. By contrast, the use of pulsatile once-a-day injections over a prolonged period of time, as conducted in this study, indicated that the timed reconstitution of insulin and leptin oscillations is sufficient per se to sustain adipose browning for prolonged periods of time.

How insulin and leptin surges drive sWAT browning became evident after scRNA-seq analyses of sWAT, which revealed marked increases in the enrichment of ILC2 cells in TAN-fed mice. Although ILC2 cells drive sWAT remodeling/browning,<sup>13</sup> the mechanism of their recruitment to sWAT in models of dietary intervention-induced browning<sup>1</sup> has remained unclear. Our data

suggest that intermittent-feeding-induced ILC2 cell recruitment in sWAT is mediated by the surges in levels of insulin and leptin as well as increases in sWAT IL-33 levels. Supporting this idea, depletion of leptin or blocking of insulin receptor signaling each blocked TAN-feeding-induced ILC2 recruitment in sWAT, as did loss of IL-33, a known signal for ILC2 recruitment and sWAT beiging.<sup>13</sup> Although additional immune cells, e.g., eosinophils, have been shown to regulate adipose remodeling, we did not evaluate changes in their levels, and thus, we cannot exclude their potential contribution to TAN-feeding-induced sWAT remodeling.<sup>29</sup> The individual contributions of insulin and leptin toward adipose browning are difficult to parse out given the intricacies and the overlap in their downstream signaling events.<sup>30</sup> However, our data suggest compartmentalization of their roles, in that insulin supports the increases in mitochondrial and OXPHOS proteins, which are important characteristics of adipose browning. Indeed, TAN feeding and insulin injections per se increased mitochondria/OXPHOS proteins, while leptin administration alone led to recruitment of ILC2 cells in sWAT. Thus it would appear that cooperativity between insulin and leptin is required for the cellular, functional, and metabolic remodeling of sWAT in response to TAN feeding.

Supporting the long-held concept that CNS insulin and leptin action<sup>21,28</sup> and depot innervation<sup>10</sup> are required for adipose browning, denervation of sWAT completely blocked each attribute of remodeled sWAT in response to TAN feeding or injections of insulin/leptin. Indeed, DNV<sup>sWAT</sup> mice failed to deplete their adipose depot weights and drive energy expenditure in response to TAN feeding and injections of insulin/leptin. Tissue innervation also appears to be important for metabolic rewiring and flexibility in response to TAN feeding, since DNV<sup>sWAT</sup> is unable to drive expression of the metabolic flexibility marker genes *Slc2a5*, *Acl*, *Fasn*, *Elovl6*, and *Ppp1r3b* in TAN-fed and insulin/leptin-co-injected mice. Given these observations, it is tempting to speculate that the insulin/leptin-responsive hypothalamic neurons<sup>31</sup> are likely crucial for mediating the effects of TAN feeding on adipose remodeling. It must also be noted that insulin and leptin impact additional peripheral organs, including liver, and muscle and that the overall systemic benefits of TAN feeding likely involve metabolic reprogramming across multiple tissues.

Our studies show that remodeling and energy expenditure in sWAT mediates the anti-inflammatory effect of TAN feeding on

### Figure 7. Reconstituting insulin and leptin oscillations recapitulates sWAT remodeling in mice

(A) Plan for re-creating circulating insulin and leptin surges in C57BL/6J male mice via once-a-day injections of insulin (0.16 IU/day) ( $n = 10$ ) or leptin (5 mg/kg/day) ( $n = 9$ ) or both (Co-T<sub>x</sub>) ( $n = 9$ ) at 9:30 p.m. for 1.5 months. Con mice received vehicle ( $n = 16$ ). Co-T<sub>x</sub> was administered in Con or DNV<sup>sWAT</sup> ( $n = 5$ ) mice. All groups were pair-fed to Co-T<sub>x</sub> Con mice.

(B) Serum insulin and leptin levels from mice described in (A) at the indicated time points in response to an acute injection of insulin (0.16 IU/day) or leptin (5 mg/kg/day).

(C) Daily average food intake in mice described in (A) across 47 days of experiment ( $n = 5$ –15).

(D) Fat and lean mass (normalized to body weight) for groups defined in (A) ( $n = 5$ –16).

(E and F) sWAT and eWAT weight (g/body weight) for groups in (A) ( $n = 5$ –16).

(G and H) AUC for OCR in sWAT (G) and BAT (H) for groups in (A) ( $n = 5$ –16).

(I) IL-33 protein levels (pg/μg total protein) in sWAT of Con ( $n = 7$ ), insulin ( $n = 7$ ), leptin ( $n = 7$ ), Co-T<sub>x</sub> ( $n = 8$ ), and DNV<sup>sWAT</sup> Co-T<sub>x</sub> ( $n = 5$ ) mice.

(J) Percentage of GATA-3<sup>+</sup>ST2 ILC2 cells in sWAT SVF of Con ( $n = 7$ ), insulin ( $n = 8$ ), leptin ( $n = 8$ ), Co-T<sub>x</sub> ( $n = 8$ ), and DNV<sup>sWAT</sup> Co-T<sub>x</sub> ( $n = 5$ ) mice.

(K) Representative H&E (top) and UCP1 (bottom) staining in sWAT of each group as in (A).

(L and M) Representative immunoblot for indicated proteins in sWAT (L) of each group as in (A) and their corresponding quantifications (M) ( $n = 5$ –13). Ponceau is the loading control.

(N) Model for feeding-induced insulin and leptin oscillations, wherein insulin oscillations increase mitochondrial mass and OXPHOS, while leptin oscillations recruit ILC2 cells to cooperatively promote sWAT browning and metabolic flexibility. Dot plots show individual values (dots) and mean (line). \* $p < 0.05$ , \*\* $p < 0.01$ , \*\*\* $p < 0.001$ , \*\*\*\* $p < 0.0001$ . One-way ANOVA and Tukey-corrected (C, D, E, F, G, H, I, J, and M). See also Figure S6.

eWAT. Indeed, denervation of sWAT but not BAT completely blocked the ability of TAN feeding to deplete F4/80<sup>+</sup> cells in eWAT (Figure 4L). These data suggest that, perhaps, remodeled sWAT takes center stage when feeding paradigms are perturbed, while the role of BAT is restricted to cold-induced metabolic remodeling and thermogenesis. Taken together, food cues and reorganized endocrine oscillations appear to support the cellular, functional, and metabolic remodeling of sWAT and benefits of timed feeding.

### Limitations of the study

One limitation of this study is that it was conducted only in male mice. This is because metabolic disease modeling is best noted in male C57BL/6J mice. However, in appreciation of the importance of understanding sex-specific effects of diets on adipose remodeling, future studies will examine the impact of TAN feeding in female mice. A second weakness is the failure to determine the CNS-specific mechanisms, including the specific cell types in key nutrient-sensitive regions of the brain, that license sWAT browning in response to timed feeding. Finally, this study focused on the role of ILC2s in sWAT browning, and future studies will be required to determine the role of the other sWAT-resident immune cells in sWAT browning in response to TAN feeding.

### STAR★METHODS

Detailed methods are provided in the online version of this paper and include the following:

- **KEY RESOURCES TABLE**
- **RESOURCE AVAILABILITY**
  - Materials availability
  - Data and code availability
- **EXPERIMENTAL MODEL AND STUDY PARTICIPANT DETAILS**
  - Animals
  - Housing
  - TAN feeding and caloric restriction (CR)
- **METHOD DETAILS**
  - Tissue collection and injections
  - Creation of knock-out models
  - Subcutaneous-inguinal white and brown adipose tissue denervation
  - Biochemical analyses
  - Western blotting
  - RNA isolation and qPCR analyses
  - RNAseq analysis
  - Tissue respirometry
  - Glucose tolerance test (GTT)
  - Histological analyses and immunohistochemistry
  - Depot-wide imaging and quantifications for adipocyte, vasculature and nerve mass
  - Single cell isolation from sWAT SVF
  - Flow cytometry
  - Gating strategy
  - SVF scRNAseq analysis
- **QUANTIFICATION AND STATISTICAL ANALYSIS**
- **ADDITIONAL RESOURCES**

### SUPPLEMENTAL INFORMATION

Supplemental information can be found online at <https://doi.org/10.1016/j.celrep.2024.114390>.

### ACKNOWLEDGMENTS

This work was supported by NIH, United States, grants RF1AG043517, R01DK123327, R01AG065985, R01AG082761, and P01AG031782 to R. Singh, and seed support to R. Singh from the Department of Medicine and Vatche and Tamar Manoukian Division of Digestive Diseases at UCLA. The Einstein Flow Cytometry Core is supported by the NIH Shared Instrument Grant (SIG): 1S10OD026833-01.

### AUTHOR CONTRIBUTIONS

Conceptualization, R. Singh; methodology, P.M., A.R., G. Schwartz, and R. Singh; feeding, P.M., A.R., C.L., M.K., and R. Singh; investigation, P.M., A.R., N.M.-L., D.D., G. Skovbjerg, J.L.S., U.R., M.K., M.S., R. Subbarayan, and E.P.; writing – original draft, R. Singh; data analysis, P.M., A.R., D.D., G. Skovbjerg, J.L.S., U.R., N.M.-L., M.K., M.S., E.P., J.Z., and P.R.; funding acquisition, R. Singh; resources, J.Z., C.G., X.Z., G. Schwartz, P.R., and R. Singh; supervision, R. Singh.

### DECLARATION OF INTERESTS

G. Skovbjerg, J.L.S., and U.R. are employees of Gubra ApS, Hørsholm, Denmark. However, their participation in the study did not impact the outcomes of the study or benefit Gubra in any manner.

Received: December 20, 2023

Revised: April 23, 2024

Accepted: June 6, 2024

Published: June 19, 2024

### REFERENCES

1. Fabbiano, S., Suárez-Zamorano, N., Rigo, D., Veyrat-Durebex, C., Stevanovic Dokic, A., Colin, D.J., and Trajkovski, M. (2016). Caloric Restriction Leads to Browning of White Adipose Tissue through Type 2 Immune Signaling. *Cell Metabol.* 24, 434–446. <https://doi.org/10.1016/j.cmet.2016.07.023>.
2. Chaix, A., Lin, T., Le, H.D., Chang, M.W., and Panda, S. (2019). Time-Restricted Feeding Prevents Obesity and Metabolic Syndrome in Mice Lacking a Circadian Clock. *Cell Metabol.* 29, 303–319.e4. <https://doi.org/10.1016/j.cmet.2018.08.004>.
3. Martinez-Lopez, N., Tarabra, E., Toledo, M., Garcia-Macia, M., Sahu, S., Coletto, L., Batista-Gonzalez, A., Barzilai, N., Pessin, J.E., Schwartz, G.J., et al. (2017). System-wide Benefits of Intermeal Fasting by Autophagy. *Cell Metabol.* 26, 856–871.e5. <https://doi.org/10.1016/j.cmet.2017.09.020>.
4. Wu, J., Cohen, P., and Spiegelman, B.M. (2013). Adaptive thermogenesis in adipocytes: is beige the new brown? *Genes Dev.* 27, 234–250. <https://doi.org/10.1101/gad.211649.112>.
5. Becher, T., Palanisamy, S., Kramer, D.J., Eljalby, M., Marx, S.J., Wibmer, A.G., Butler, S.D., Jiang, C.S., Vaughan, R., Schöder, H., et al. (2021). Brown adipose tissue is associated with cardiometabolic health. *Nat. Med.* 27, 58–65. <https://doi.org/10.1038/s41591-020-1126-7>.
6. Cypess, A.M., Lehman, S., Williams, G., Tal, I., Rodman, D., Goldfine, A.B., Kuo, F.C., Palmer, E.L., Tseng, Y.H., Doria, A., et al. (2009). Identification and importance of brown adipose tissue in adult humans. *N. Engl. J. Med.* 360, 1509–1517. <https://doi.org/10.1056/NEJMoa0810780>.
7. Bridges, D., and Saltiel, A.R. (2015). Phosphoinositides: Key modulators of energy metabolism. *Biochim. Biophys. Acta* 1851, 857–866. <https://doi.org/10.1016/j.bbalip.2014.11.008>.
8. Sakers, A., De Siqueira, M.K., Seale, P., and Villanueva, C.J. (2022). Adipose-tissue plasticity in health and disease. *Cell* 185, 419–446. <https://doi.org/10.1016/j.cell.2021.12.016>.

9. Zhou, Q., Yu, L., Cook, J.R., Qiang, L., and Sun, L. (2023). Deciphering the decline of metabolic elasticity in aging and obesity. *Cell Metabol.* 35, 1661–1671.e6. <https://doi.org/10.1016/j.cmet.2023.08.001>.
10. Nguyen, N.L.T., Barr, C.L., Ryu, V., Cao, Q., Xue, B., and Bartness, T.J. (2017). Separate and shared sympathetic outflow to white and brown fat coordinately regulates thermoregulation and beige adipocyte recruitment. *Am. J. Physiol. Regul. Integr. Comp. Physiol.* 312, R132–R145. <https://doi.org/10.1152/ajpregu.00344.2016>.
11. Butler, A., Hoffman, P., Smibert, P., Papalexi, E., and Satija, R. (2018). Integrating single-cell transcriptomic data across different conditions, technologies, and species. *Nat. Biotechnol.* 36, 411–420. <https://doi.org/10.1038/nbt.4096>.
12. Arneson, D., Zhang, G., Ying, Z., Zhuang, Y., Byun, H.R., Ahn, I.S., Gomez-Pinilla, F., and Yang, X. (2018). Single cell molecular alterations reveal target cells and pathways of concussive brain injury. *Nat. Commun.* 9, 3894. <https://doi.org/10.1038/s41467-018-06222-0>.
13. Brestoff, J.R., Kim, B.S., Saenz, S.A., Stine, R.R., Monticelli, L.A., Sonnenberg, G.F., Thome, J.J., Farber, D.L., Lutfy, K., Seale, P., and Artis, D. (2015). Group 2 innate lymphoid cells promote beiging of white adipose tissue and limit obesity. *Nature* 519, 242–246. <https://doi.org/10.1038/nature14115>.
14. Lee, M.W., Odegaard, J.I., Mukundan, L., Qiu, Y., Molofsky, A.B., Nussbaum, J.C., Yun, K., Locksley, R.M., and Chawla, A. (2015). Activated type 2 innate lymphoid cells regulate beige fat biogenesis. *Cell* 160, 74–87. <https://doi.org/10.1016/j.cell.2014.12.011>.
15. Halim, T.Y.F., Rana, B.M.J., Walker, J.A., Kerscher, B., Knolle, M.D., Jolin, H.E., Serrao, E.M., Haim-Vilmsky, L., Teichmann, S.A., Rodewald, H.R., et al. (2018). Tissue-Restricted Adaptive Type 2 Immunity Is Orchestrated by Expression of the Costimulatory Molecule OX40L on Group 2 Innate Lymphoid Cells. *Immunity* 48, 1195–1207.e6. <https://doi.org/10.1016/j.immuni.2018.05.003>.
16. Mackley, E.C., Houston, S., Marriott, C.L., Halford, E.E., Lucas, B., Cerovic, V., Filbey, K.J., Maizels, R.M., Hepworth, M.R., Sonnenberg, G.F., et al. (2015). CCR7-dependent trafficking of ROR $\gamma^+$  ILCs creates a unique microenvironment within mucosal draining lymph nodes. *Nat. Commun.* 6, 5862. <https://doi.org/10.1038/ncomms5862>.
17. Spallanzani, R.G., Zemmour, D., Xiao, T., Jayewickreme, T., Li, C., Bryce, P.J., Benoist, C., and Mathis, D. (2019). Distinct immunocyte-promoting and adipocyte-generating stromal components coordinate adipose tissue immune and metabolic tenors. *Sci. Immunol.* 4, eaaw3658. <https://doi.org/10.1126/sciimmunol.aaw3658>.
18. Mählakoiv, T., Flamar, A.L., Johnston, L.K., Moriyama, S., Putzel, G.G., Bryce, P.J., and Artis, D. (2019). Stromal cells maintain immune cell homeostasis in adipose tissue via production of interleukin-33. *Sci. Immunol.* 4, eaax0416. <https://doi.org/10.1126/sciimmunol.aax0416>.
19. Abe, I., Oguri, Y., Verkerke, A.R.P., Monteiro, L.B., Knuth, C.M., Auger, C., Qiu, Y., Westcott, G.P., Cinti, S., Shinoda, K., et al. (2022). Lipolysis-derived linoleic acid drives beige fat progenitor cell proliferation. *Dev. Cell* 57, 2623–2637.e8. <https://doi.org/10.1016/j.devcel.2022.11.007>.
20. Emont, M.P., Jacobs, C., Essene, A.L., Pant, D., Tenen, D., Colletuori, G., Di Vincenzo, A., Jørgensen, A.M., Dashti, H., Stefek, A., et al. (2022). A single-cell atlas of human and mouse white adipose tissue. *Nature* 603, 926–933. <https://doi.org/10.1038/s41586-022-04518-2>.
21. Plum, L., Rother, E., Münzberg, H., Wunderlich, F.T., Morgan, D.A., Hampel, B., Shanabrough, M., Janoschek, R., Könnner, A.C., Alber, J., et al. (2007). Enhanced leptin-stimulated PI3k activation in the CNS promotes white adipose tissue transdifferentiation. *Cell Metabol.* 6, 431–445. <https://doi.org/10.1016/j.cmet.2007.10.012>.
22. Yang, L., Calay, E.S., Fan, J., Arduini, A., Kunz, R.C., Gygi, S.P., Yalcin, A., Fu, S., and Hotamisligil, G.S. (2015). METABOLISM. S-Nitrosylation links obesity-associated inflammation to endoplasmic reticulum dysfunction. *Science* 349, 500–506. <https://doi.org/10.1126/science.aaa0079>.
23. Jimenez, V., Jambira, C., Casana, E., Sacristan, V., Muñoz, S., Darriba, S., Rodó, J., Mallol, C., Garcia, M., León, X., et al. (2018). FGF21 gene therapy as treatment for obesity and insulin resistance. *EMBO Mol. Med.* 10, e8791. <https://doi.org/10.15252/emmm.201708791>.
24. Skop, V., Guo, J., Liu, N., Xiao, C., Hall, K.D., Gavrilova, O., and Reitman, M.L. (2020). Mouse Thermoregulation: Introducing the Concept of the Thermoneutral Point. *Cell Rep.* 31, 107501. <https://doi.org/10.1016/j.celrep.2020.03.065>.
25. Martinez-Lopez, N., Mattar, P., Toledo, M., Bains, H., Kalyani, M., Aoun, M.L., Sharma, M., McIntire, L.B.J., Gunther-Cummins, L., Macaluso, F.P., et al. (2023). mTORC2-NDRG1-CDC42 axis couples fasting to mitochondrial fission. *Nat. Cell Biol.* 25, 989–1003. <https://doi.org/10.1038/s41556-023-01163-3>.
26. Klemm, D.J., Leitner, J.W., Watson, P., Nesterova, A., Reusch, J.E., Goalstone, M.L., and Draznin, B. (2001). Insulin-induced adipocyte differentiation. Activation of CREB rescues adipogenesis from the arrest caused by inhibition of prenylation. *J. Biol. Chem.* 276, 28430–28435. <https://doi.org/10.1074/jbc.M103382200>.
27. Stump, C.S., Short, K.R., Bigelow, M.L., Schimke, J.M., and Nair, K.S. (2003). Effect of insulin on human skeletal muscle mitochondrial ATP production, protein synthesis, and mRNA transcripts. *Proc. Natl. Acad. Sci. USA* 100, 7996–8001. <https://doi.org/10.1073/pnas.1332551100>.
28. Dodd, G.T., Decherf, S., Loh, K., Simonds, S.E., Wiede, F., Balland, E., Merry, T.L., Münzberg, H., Zhang, Z.Y., Kahn, B.B., et al. (2015). Leptin and insulin act on POMC neurons to promote the browning of white fat. *Cell* 160, 88–104. <https://doi.org/10.1016/j.cell.2014.12.022>.
29. Huang, Z., Zhong, L., Lee, J.T.H., Zhang, J., Wu, D., Geng, L., Wang, Y., Wong, C.M., and Xu, A. (2017). The FGF21-CCL11 Axis Mediates Beiging of White Adipose Tissues by Coupling Sympathetic Nervous System to Type 2 Immunity. *Cell Metabol.* 26, 493–508.e4. <https://doi.org/10.1016/j.cmet.2017.08.003>.
30. Saladin, R., De Vos, P., Guerre-Millo, M., Leturque, A., Girard, J., Staels, B., and Auwerx, J. (1995). Transient increase in obese gene expression after food intake or insulin administration. *Nature* 377, 527–529. <https://doi.org/10.1038/377527a0>.
31. Porniece Kumar, M., Cremer, A.L., Klemm, P., Steuernagel, L., Sundaram, S., Jais, A., Hausen, A.C., Tao, J., Secher, A., Pedersen, T.Å., et al. (2021). Insulin signalling in tanycytes gates hypothalamic insulin uptake and regulation of AgRP neuron activity. *Nat. Metab.* 3, 1662–1679. <https://doi.org/10.1038/s42255-021-00499-0>.
32. Furman, B.L. (2015). Streptozotocin-Induced Diabetic Models in Mice and Rats. *Curr. Protoc. Pharmacol.* 70, 5.47.1–5.47.20. <https://doi.org/10.1002/0471141755.ph0547s70>.
33. Pei, H., Qu, Y., Lu, X., Yu, Q., Lian, K., Liu, P., Yan, W., Liu, J., Ma, Y., Liu, Y., et al. (2013). Cardiac-derived adiponectin induced by long-term insulin treatment ameliorates myocardial ischemia/reperfusion injury in type 1 diabetic mice via AMPK signaling. *Basic Res. Cardiol.* 108, 322. <https://doi.org/10.1007/s00395-012-0322-0>.
34. Billes, S.K., Simonds, S.E., and Cowley, M.A. (2012). Leptin reduces food intake via a dopamine D2 receptor-dependent mechanism. *Mol. Metabol.* 1, 86–93. <https://doi.org/10.1016/j.molmet.2012.07.003>.
35. Martinez-Lopez, N., Garcia-Macia, M., Sahu, S., Athanavrangkul, D., Liebling, E., Merlo, P., Cecconi, F., Schwartz, G.J., and Singh, R. (2016). Autophagy in the CNS and Periphery Coordinate Lipophagy and Lipolysis in the Brown Adipose Tissue and Liver. *Cell Metabol.* 23, 113–127. <https://doi.org/10.1016/j.cmet.2015.10.008>.
36. Kirst, C., Skriabine, S., Vieites-Prado, A., Topilko, T., Bertin, P., Gerschenfeld, G., Verry, F., Topilko, P., Michalski, N., Tessier-Lavigne, M., and Renier, N. (2020). Mapping the Fine-Scale Organization and Plasticity of the Brain Vasculature. *Cell* 180, 780–795.e25. <https://doi.org/10.1016/j.cell.2020.01.028>.
37. Hafemeister, C., and Satija, R. (2019). Normalization and variance stabilization of single-cell RNA-seq data using regularized negative binomial regression. *Genome Biol.* 20, 296. <https://doi.org/10.1186/s13059-019-1874-1>.

How the deposited data were processed for this re-analysis (not part of the article)

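The bulk RNA-seq of sWAT was analysed, with 4 libraries of each of 2 diets at each of 6 time points, 48 in all. Diet, time and replicate number of each library were taken from the sample labels and the matching column names, and 0 columns of sample values were left unused. The sequence reads, the other sequencing data of the study and the physiological measurements were not analysed here.

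The authors selected poly-A RNA, made cDNA from random hexamers, sequenced it as paired-end Illumina reads and deposited the raw counts per gene of each library without normalization. The aligner, the counting tool, the genome build and the strandedness of the libraries are not stated. Of the 54532 genes, 54409 are in GENCODE M21 on GRCm38, and 98.3% of those share start and end with it. The authors also deposited FPKM values, already averaged over the 4 libraries of each diet and time point, with library totals for the denominators that are not stated. FPKM per library was computed here only as an alternative, from the counts, the deposited gene lengths and denominators recovered from the genes held of the paper's Table S3, which were 0.775 to 1.20 times the total counts. The series describes the material as a stromal vascular fraction, and the paper as whole sWAT.

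Total counts and the share of mitochondrially encoded genes, 4.40% to 11.9% in TAN libraries (median 6.54%) and 3.41% to 9.14% in ad-lib libraries (median 5.20%), were computed for each library, and 0 pairs of libraries were identical. CPM values were computed from the counts with TMM factors, and log2 CPM with a prior count of 2. A count of 0 allows up to 3 counts, and a called gene with no more than that in every library of a group is reported without a fitted fold change.

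Differential expression was tested with edgeR 4.0.16 in R 4.3.3. Genes were kept by filterByExpr with a minimum count of 10, libraries were scaled with TMM, and 1 robust quasi-likelihood model was fitted to the 48 libraries in 12 groups of diet and time that share an estimate of the spread. A gene was called at a time point with a Benjamini-Hochberg adjusted p under 0.05 and an absolute log2 fold change above 1. From the same model came F tests of the TAN effect between time points, of variation over the time points within a diet, of the mean over the 6 time points, and of a 24-h harmonic (cosine and sine contrasts of the 6 group means) in each diet and between the diets. Beside adjustment over all tested genes, the genes of each list were also adjusted over the list alone.

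Lists were tested with camera of limma 3.58.1 (inter-gene correlation 0.01) on log2 CPM, with fry beside it. They were written before the data were examined and hold the genes that the paper names, the ChREBP targets, pathways of lipid, sugar and energy metabolism, core clock, thermogenesis, ILC2 and IL-33, glucocorticoid target and dissection stress genes, and markers of lymphocytes, macrophages, skeletal muscle, mammary epithelium, erythrocytes, stroma and adipocytes. Lists taken from the paper's tables and figures are not independent of these libraries where the paper chose their genes on them. Of 6 skin markers only 1 passed the filter, so that this list was not tested. Reactome sets came from fgsea 1.28.0. The genes named in the text are all those that the paper names from these data, and at each time point the 2 called genes with the largest fold change in each direction, at least 10 counts in all 4 libraries of the higher group and no overlap between the diets. A few of these genes are not reported here. Lists of lymph node and further muscle genes were written after the marker values were seen.

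Replicate numbers were not used to pair libraries. Over 5000 genes, 6 of the 24 pairs of TAN and ad-lib libraries of the same number and time had a correlation of their residuals over 0.1, with a median of 0.0371 (range -0.306 to 0.475; genes are not independent replicates).

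The alternatives set before the data were examined were no filter on low counts, at least 10 counts in every library, DESeq2 1.42.0, limma voom, RLE factors in place of TMM, mitochondrially encoded genes left out, the replicate number as a block, unadjusted p, a separate fit per time point, FPKM on a log2 scale with a pseudocount of 1 or 0.1 or with a mean of at least 1, any fold change, other set tests, and leaving out libraries in turn. After the data were seen, covariates for the lymphocyte markers, the muscle markers and the share of counts on loci of the TEC biotype were added, as were the time labels of the paper's tables. Counts of called genes were compared with those from all 35 splits of the 8 libraries of a time point, or from 22 draws of the diet or time labels.

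The models were tested on simulated counts with the means and library sizes of the real genes. Of 194 changed genes with a log2 fold change of 2 among 19442 tested, edgeR recovered 54.1% at 1 time point (91.8% of those below the median dispersion) with 5 false calls there and 0 at the other time points, limma voom 51.5% with 8 and 1, and DESeq2 60.8% with 34 and 53. Of 199 simulated rhythms with a peak at hour 8, edgeR recovered 66.8% with a median peak at hour 8.07 and 2 false rhythms.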

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

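Apart from the comparisons with other splits of the libraries, every test in this part was chosen only after the result was seen. Times are those of the count table.

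Chosen after a result was seen were the tests of an explanation. The gene counts, list tests and fits without a library given beside them are those described above. Of 168 groups of 4 libraries (14 measures in the 12 groups of diet and time), 12 had a library far from the other 3 by Dixon's criterion, where chance gives about 8.4. In mean log2 CPM of the lymphocyte markers these were ad-lib replicate 3 at 4 AM (2.54 against 7.83 to 8.57 in the other 3), TAN replicate 4 at 8 PM (3.42 against 7.51 to 8.21) and ad-lib replicate 4 at 8 PM (6.78 against 8.02 to 8.26). In the skeletal muscle markers they were ad-lib replicate 3 at 4 AM (9.10 against -0.531 to -0.207) and TAN replicate 4 at 8 AM (3.91 against -0.621 to -0.281). For the elasticity genes they were ad-lib replicate 1 at 12 AM in cluster 1 (7.66 against 7.38 to 7.41), TAN replicate 4 at 4 PM in cluster 2 (7.04 against 6.68 to 6.74), and in cluster 3 ad-lib replicate 1 at 8 PM (4.41 against 3.47 to 3.63) and TAN replicate 3 at 8 PM (3.02 against 1.65 to 1.79). Ad-lib replicate 2 at 8 AM stood apart on the second principal component (45.1 against -40.2 to -26.0), TAN replicate 3 at 12 PM in the percent of counts on loci of the TEC biotype (0.109 against 0.0762 to 0.0795) and TAN replicate 3 at 4 PM in total counts (23841377 against 19210000 to 19700000). For the clusters, the component, the TEC loci and the totals no explanation was tested. Some of these may be chance, since chance gives about 8.4 over all 168 groups.

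A candidate source of the lymphocyte RNA is the lymph node of the inguinal depot: 7 of 7 genes of lymph node venules and stroma, a list written after the markers were seen, rose with the lymphocyte markers within groups, with a median correlation of 0.875, as did 99.7% of 295 immunoglobulin and T cell receptor segments (median correlation 0.572). The most abundant genes of that list, Cxcl13 and Cr2, reached 7528 and 6968 counts, and Cxcl13 had at least 110 in every library. A lower share of the main cell type alone is argued against, since the stromal markers fell where the lymphocyte markers rose, with a slope of -0.133 (permutation p = 0.0140). The adipocyte markers fell as well, as a lower share of adipocytes would also give, with a slope of -0.204 (permutation p = 1e-04, the smallest the permutations can give). The macrophage markers did not move with them (slope 0.0876, permutation p = 0.140). For muscle, 7 of 7 tested genes of a second muscle list were highest in the same 3 libraries (ad-lib replicate 3 at 4 AM and at 12 PM, TAN replicate 1 at 12 PM), so that adjoining muscle is a candidate there. Whether diet changed the size of the node or its cells stays open.

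The TAN effect differed between the 6 time points for 1793 genes, between 12 PM and 8 PM for 368 and between 4 PM and 8 PM for 7, by edgeR's quasi-likelihood test of the difference itself, and the 24-h harmonic differed between the diets for 4027. Among 22 draws of the diet labels within time points, the real one included, 1, 1, 1 and 1 gave as many genes, which argues against a chance split. Single replicates weigh on these counts: without replicate 3 of both diets the first was 2 and the last 152, and without replicate 1 the counts between 12 PM and 8 PM and between 4 PM and 8 PM were 0 and 0, where 4252 and 4271 genes had an unadjusted p under 0.05 with all libraries. Differences in lymphocytes alone are argued against as the cause of the harmonic difference, since 3390 genes passed with the lymphocyte score in the model. The share of counts on TEC loci stays open: with it in the model 0 genes passed for the harmonic difference (1305 at an unadjusted p under 0.05), and 2 for the difference over the 6 time points. TEC loci are transcripts of uncertain status, and a share of unspliced or genomic sequence may move with them, which was not tested. If feeding itself changes this share, the covariate would also remove an effect of diet. Sequencing batches are not given for these libraries.

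For the lists, the difference of the TAN effect between time points passed by both camera and fry for cholesterol biosynthesis from 12 AM to 4 AM (-0.88 in mean log2 fold change), and from 12 PM to 4 PM for α-oxidation (0.256), the TCA cycle (0.712) and the electron transport chain (0.966). By camera alone it also passed from 12 AM to 4 AM for the electron transport chain (-0.84), the TCA cycle (-0.57), the ChREBP targets (-0.25) and fatty acyl-CoA biosynthesis (-0.18), and from 12 PM to 4 PM for cholesterol biosynthesis (0.29). With the correlation between genes estimated from the data, camera called none of these differences. A change in tissue composition could account for the rises from 12 PM to 4 PM: with both covariates those of α-oxidation, the TCA cycle and the electron transport chain were -0.22, -0.30 and -0.29, while the fall of cholesterol biosynthesis from 12 AM to 4 AM was -0.34 and still passed by camera. Leaving out replicate 3 of both diets changed the sign for α-oxidation from 12 PM to 4 PM (-0.18). A response to the meals, which the design names, was not separated from composition.

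Signals outside the genes the paper discusses were lower lymphocyte markers under TAN at 4 PM (median log2 fold change -3.63, 0 of 10 positive, camera of limma, adjusted p = 1.93e-05, and fry, adjusted p = 0.00782), lower erythrocyte markers at 8 AM (-2.12, 0 of 5 positive, camera of limma, adjusted p = 3.31e-08, and fry, adjusted p = 0.0192) and 130 of 702 TEC loci called lower at 8 PM. At 4 PM 131 of 297 tested immunoglobulin and T cell receptor segments were called lower. Lymph node tissue in the ad-lib libraries is a candidate for the first, by the median correlation of 0.875 of its venule and stroma genes. Blood left in the tissue would raise the erythrocyte markers, but no test separated it from a change in the animals, and since library size is scaled by TMM in the model and no batch is named, the source of the lower TEC loci stays open.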

How the results depend on the processing

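Each result was computed again under each alternative. The covariates and the time labels of the paper's tables were chosen after seeing the data, and the other alternatives were set before the data were examined. Times are those of the count table, and the reported value precedes the value under the alternative. Among the comparisons of the text, 583 values under the alternatives set beforehand, other than leaving out libraries, kept their direction and their side of the threshold, or stayed within 1.5 times the reported count. Another 119 counts moved further, 39 list tests no longer passed, 6 newly passed and 6 changed direction. In the fits that left out libraries 270 were kept, 124 counts moved further, 8 tests no longer passed, 12 newly passed and 14 changed direction. Of the log2 fold changes of single genes, 479 were kept, 45 no longer passed and 26 newly passed, and without a library or replicate 335 were kept, 117 no longer passed, 3 newly passed and 1 changed direction. With the alternatives chosen later, 161 values of the comparisons were kept, 124 counts moved further, 12 list tests no longer passed, 11 newly passed and 40 changed direction, and for single genes 160 were kept, 82 no longer passed, 4 newly passed and 22 changed direction. The causes of the changes were not tested, apart from the alternatives that test fewer genes or fewer libraries by construction. The simulated test recovered 54.1% of changes of log2 2 (91.8% of those in genes below the median dispersion), so that a count of 0 leaves room for some changes of that size.

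Under every alternative set beforehand that was run for them, and in every fit that left out a replicate, these counts stayed within 1.5 times the reported count (range over the alternatives): elasticity genes higher over the period (8 to 12), elasticity genes higher over the period adjusted over the list alone (10 to 16), cluster 1 elasticity genes with peaks at 12 PM and 12 AM in TAN minus ad-lib (0), cluster 2 elasticity genes with a peak at 12 PM in TAN (0) and insulin pathway genes varying over time in ad-lib (0). The same alternatives left cholesterol biosynthesis at 12 AM (0.79 to 1.01) past the threshold of camera, and α-oxidation at 4 AM (0.017 to 0.37) positive but not past it.

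Without a filter on low counts, the genes called higher under TAN went from 2 to 1 at 8 AM, 586 to 310 at 4 PM and 237 to 102 at 8 PM and those called lower from 1485 to 948 at 4 PM and 5 to 2 at 12 AM. The genes higher at the named times alone went from 0 to 2 at 12 PM, 549 to 289 at 4 PM, 223 to 96 at 8 PM, 5 to 9 at 12 AM and 1 to 0 at 8 AM and 12 AM. The genes whose TAN effect differs went from 1793 to 937 over the 6 time points, 368 to 41 between 12 PM and 8 PM and 7 to 0 between 4 PM and 8 PM. Within lists, counts went from 5 to 3 for the leptin response genes varying over time in TAN. The lists newly called were for 4 AM minus 12 AM α-oxidation (-0.078 to -0.11), and for 4 PM minus 12 PM ChREBP targets (0.15 to 0.14) and fatty acyl-CoA biosynthesis (0.20 to 0.16). The list whose direction changed was at 4 AM TCA cycle (0.016 to -0.00092).

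Restricted to genes with at least 10 counts in every library, the genes called higher under TAN went from 237 to 378 at 8 PM and 22 to 34 at 12 AM and those called lower from 1 to 2 at 8 AM, 1485 to 858 at 4 PM, 1167 to 491 at 8 PM and 0 to 1 at 4 AM. Genes higher at 1 time or pair alone went from 0 to 1 at 12 PM, 223 to 343 at 8 PM, 5 to 9 at 12 AM and 0 to 1 at 8 PM and 12 PM. Genes with a differing TAN effect went from 7 to 3 between 4 PM and 8 PM. The genes with a 24-h harmonic went from 16 to 25 in ad-lib. Counts within lists went from 4 to 10 for the Fig. 5N genes higher at 12 AM. The lists no longer called were at 4 AM ETC (-0.046 to -0.025), and for 4 AM minus 12 AM ChREBP targets (-0.25 to -0.22) and fatty acyl-CoA biosynthesis (-0.18 to -0.27). The list newly called was at 12 PM ETC (0.19 to 0.18). The list whose direction changed was at 4 AM cholesterol biosynthesis (-0.031 to 0.019).

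With DESeq2 in place of edgeR, the genes called higher under TAN went from 2 to 11 at 8 AM, 17 to 38 at 12 PM, 237 to 419 at 8 PM, 22 to 140 at 12 AM and 0 to 2 at 4 AM and those called lower from 1 to 29 at 8 AM, 1 to 8 at 12 PM, 5 to 148 at 12 AM and 0 to 3 at 4 AM. At single times or pairs alone, the genes higher went from 0 to 3 at 8 AM, 0 to 12 at 12 PM, 223 to 383 at 8 PM, 5 to 33 at 12 AM, 0 to 2 at 4 AM, 1 to 2 at 8 AM and 12 AM and 9 to 78 at 4 PM and 12 AM. For differences in the TAN effect, counts went from 1793 to 4393 over the 6 time points, 0 to 315 between 12 AM and 8 AM, 0 to 10 between 4 AM and 8 AM, 0 to 44 between 12 AM and 4 AM, 368 to 1161 between 12 PM and 8 PM, 7 to 535 between 4 PM and 8 PM and 0 to 2256 between 12 PM and 4 PM. Genes with a 24-h harmonic went from 16 to 160 in ad-lib. In the lists, the counts went from 0 to 1 for the leptin response genes varying over time in ad-lib and 4 to 19 for the Fig. 5N genes higher at 12 AM.

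With limma voom in place of edgeR, the genes called higher under TAN went from 2 to 0 at 8 AM and those called lower from 1 to 0 at 8 AM, 1 to 2 at 12 PM, 1167 to 2351 at 8 PM and 5 to 9 at 12 AM. Counted at the named times alone, the higher genes went from 0 to 3 at 12 PM, 5 to 9 at 12 AM and 1 to 0 at 8 AM and 12 AM. A differing TAN effect was found for counts that went from 1793 to 4439 over the 6 time points, 0 to 15 between 12 AM and 8 AM, 0 to 4 between 12 AM and 4 AM, 368 to 2086 between 12 PM and 8 PM, 7 to 93 between 4 PM and 8 PM and 0 to 2691 between 12 PM and 4 PM. For the 24-h harmonic, counts went from 4027 to 6161 for the difference between the diets. The counts in lists went from 1 to 2 for the cluster 1 elasticity genes with peaks at 12 PM and 12 AM in TAN and 5 to 8 for the insulin pathway genes varying over time in TAN.

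With RLE factors in place of TMM, the genes called higher under TAN went from 22 to 37 at 12 AM and those called lower from 1 to 2 at 8 AM and 0 to 1 at 4 AM. The genes higher at the named times alone went from 0 to 1 at 12 PM and 9 to 17 at 4 PM and 12 AM. Within lists, counts went from 4 to 11 for the Fig. 5N genes higher at 12 AM. The list no longer called was for 4 AM minus 12 AM ChREBP targets (-0.25 to -0.29). The list newly called was for 4 AM minus 12 AM α-oxidation (-0.078 to -0.12).

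With the replicate block, the genes called higher under TAN went from 2 to 1 at 8 AM. Genes higher at 1 time or pair alone went from 1 to 0 at 8 AM and 12 AM. The genes whose TAN effect differs went from 7 to 2 between 4 PM and 8 PM.

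At an unadjusted p under 0.05, the genes called higher under TAN went from 2 to 204 at 8 AM, 17 to 476 at 12 PM, 586 to 957 at 4 PM, 237 to 501 at 8 PM, 22 to 323 at 12 AM and 0 to 120 at 4 AM and those called lower from 1 to 231 at 8 AM, 1 to 110 at 12 PM, 1485 to 2877 at 4 PM, 1167 to 2475 at 8 PM, 5 to 1176 at 12 AM and 0 to 112 at 4 AM. At single times or pairs alone, the genes higher went from 0 to 133 at 8 AM, 0 to 354 at 12 PM, 223 to 428 at 8 PM, 5 to 91 at 12 AM, 0 to 79 at 4 AM, 0 to 12 at 4 AM and 12 PM, 1 to 10 at 8 AM and 12 AM, 9 to 126 at 4 PM and 12 AM and 0 to 5 at 8 PM and 12 PM.

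In a separate fit of the 8 libraries of a time point, the genes called higher under TAN went from 2 to 0 at 8 AM, 17 to 1 at 12 PM, 237 to 5 at 8 PM and 22 to 0 at 12 AM and those called lower from 1 to 0 at 8 AM, 1 to 0 at 12 PM, 1167 to 50 at 8 PM and 5 to 0 at 12 AM. Counted at the named times alone, the higher genes went from 223 to 5 at 8 PM, 5 to 0 at 12 AM, 1 to 0 at 8 AM and 12 AM and 9 to 0 at 4 PM and 12 AM. Counts within lists went from 4 to 0 for the Fig. 5N genes higher at 12 AM and 6 to 1 for the Fig. 5N genes higher at 12 PM.

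With any fold change above 0, the genes higher at the named times alone went from 549 to 1093 at 4 PM, 223 to 563 at 8 PM and 5 to 3 at 12 AM.

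On log2(FPKM + 1) with limma, within lists, counts went from 1 to 2 for the cluster 1 elasticity genes with peaks at 12 PM and 12 AM in TAN and 0 to 1 for the leptin response genes varying over time in ad-lib.

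With camera on an estimated correlation, the lists no longer called were at 12 AM ChREBP targets (1.12), fatty acyl-CoA biosynthesis (0.90), α-oxidation (0.27), TCA cycle (0.58) and ETC (0.80), and at 4 AM ChREBP targets (0.88), fatty acyl-CoA biosynthesis (0.72) and ETC (-0.046), and for 4 AM minus 12 AM ChREBP targets (-0.25), cholesterol biosynthesis (-0.88), fatty acyl-CoA biosynthesis (-0.18), TCA cycle (-0.57) and ETC (-0.84), and at 12 PM ChREBP targets (1.37) and fatty acyl-CoA biosynthesis (1.00), and at 4 PM ChREBP targets (1.52), cholesterol biosynthesis (0.59), fatty acyl-CoA biosynthesis (1.21), α-oxidation (0.22), TCA cycle (0.89) and ETC (1.15), and for 4 PM minus 12 PM cholesterol biosynthesis (0.29), α-oxidation (0.26), TCA cycle (0.71) and ETC (0.97) (mean log2 fold change as reported).

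With fry in place of camera, the lists no longer called were at 12 AM α-oxidation (0.27), and at 4 AM ChREBP targets (0.88), fatty acyl-CoA biosynthesis (0.72) and ETC (-0.046), and for 4 AM minus 12 AM ChREBP targets (-0.25), fatty acyl-CoA biosynthesis (-0.18), TCA cycle (-0.57) and ETC (-0.84), and for 4 PM minus 12 PM cholesterol biosynthesis (0.29) (mean log2 fold change as reported).

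With voom weights on the list tests, the list newly called was for 4 PM minus 12 PM fatty acyl-CoA biosynthesis (0.20 to 0.26). The lists whose direction changed were for 4 AM minus 12 AM α-oxidation (-0.078 to 0.056), and at 12 PM α-oxidation (-0.032 to 0.11).

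With Reactome sets in place of the lists, the list no longer called was at 4 AM ETC (-0.046 to -0.016). Direction changed for the lists for 4 AM minus 12 AM ChREBP targets (-0.25 to 0.20), and for 4 PM minus 12 PM ChREBP targets (0.15 to -0.63).

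With the lymphocyte score as a covariate, the genes called higher under TAN went from 2 to 12 at 8 AM, 17 to 62 at 12 PM, 586 to 0 at 4 PM, 237 to 474 at 8 PM, 22 to 5 at 12 AM and 0 to 1 at 4 AM and those called lower from 1 to 2 at 12 PM, 1485 to 0 at 4 PM, 1167 to 1918 at 8 PM and 0 to 1 at 4 AM. The genes higher at the named times alone went from 0 to 4 at 8 AM, 0 to 52 at 12 PM, 549 to 0 at 4 PM, 223 to 470 at 8 PM, 5 to 0 at 12 AM, 9 to 0 at 4 PM and 12 AM and 0 to 2 at 8 PM and 12 PM. Genes with a differing TAN effect went from 0 to 1 between 12 AM and 8 AM, 368 to 2400 between 12 PM and 8 PM and 7 to 12 between 4 PM and 8 PM. Counts for the 24-h harmonic went from 16 to 50 in ad-lib. In the lists, the counts went from 5 to 2 for the leptin response genes varying over time in TAN, 9 to 4 for the Table S1 genes called and 4 to 2 for the Fig. 5N genes higher at 12 AM. No longer called were the lists at 12 AM α-oxidation (0.27 to 0.21), and at 4 PM α-oxidation (0.22 to 0.12), and for 4 PM minus 12 PM α-oxidation (0.26 to 0.11). Newly called were the lists at 12 PM cholesterol biosynthesis (0.30 to 0.47), TCA cycle (0.18 to 0.42) and ETC (0.19 to 0.40). Lists of changed direction were at 4 AM cholesterol biosynthesis (-0.031 to 0.031) and ETC (-0.046 to 0.029), and for 4 AM minus 12 AM ChREBP targets (-0.25 to 0.54), fatty acyl-CoA biosynthesis (-0.18 to 0.32) and α-oxidation (-0.078 to 0.0051), and at 12 PM α-oxidation (-0.032 to 0.014), and for 4 PM minus 12 PM ChREBP targets (0.15 to -1.24), cholesterol biosynthesis (0.29 to -0.27), fatty acyl-CoA biosynthesis (0.20 to -0.67) and TCA cycle (0.71 to -0.056). The log2 fold change turned for Cry2 at 4 PM (0.53 to -0.16), Akt1 at 4 PM (-0.15 to 0.19), Vav2 at 4 PM (-0.46 to 0.021), Grb2 at 4 PM (-0.49 to 0.16) and Btk at 4 PM (-3.07 to 0.075).

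With the share of TEC loci as a covariate, the genes called higher under TAN went from 586 to 29 at 4 PM, 237 to 95 at 8 PM and 22 to 14 at 12 AM and those called lower from 1485 to 36 at 4 PM, 1167 to 76 at 8 PM, 5 to 3 at 12 AM and 0 to 1 at 4 AM. Genes higher at 1 time or pair alone went from 0 to 1 at 8 AM, 0 to 3 at 12 PM, 549 to 12 at 4 PM, 223 to 93 at 8 PM and 9 to 1 at 4 PM and 12 AM. For differences in the TAN effect, counts went from 1793 to 2 over the 6 time points, 0 to 1 between 12 AM and 4 AM, 368 to 0 between 12 PM and 8 PM and 7 to 148 between 4 PM and 8 PM. The genes with a 24-h harmonic went from 16 to 10 in ad-lib, 3965 to 249 in TAN and 4027 to 0 for the difference between the diets. The counts in lists went from 5 to 2 for the insulin pathway genes varying over time in TAN, 5 to 3 for the leptin response genes varying over time in TAN and 9 to 4 for the Table S1 genes called. Lists that were no longer called were at 12 AM α-oxidation (0.27 to 0.0043), and for 4 AM minus 12 AM fatty acyl-CoA biosynthesis (-0.18 to -0.11), and for 4 PM minus 12 PM cholesterol biosynthesis (0.29 to 0.11). The list newly called was at 12 PM ETC (0.19 to 0.32). The direction changed, among the lists, at 4 AM cholesterol biosynthesis (-0.031 to 0.048) and ETC (-0.046 to 0.21), and for 4 AM minus 12 AM α-oxidation (-0.078 to 0.33), and at 12 PM α-oxidation (-0.032 to 0.043), and at 4 PM α-oxidation (0.22 to -0.030), and for 4 PM minus 12 PM α-oxidation (0.26 to -0.073). The log2 fold change turned for Eea1 at 8 PM (-1.40 to 0.28), Csnk2a2 at 8 PM (-0.12 to 0.22), Sos1 at 8 PM (-0.49 to 0.58) and Adipor1 at 8 PM (0.56 to -0.061).

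With both the lymphocyte score and the share of TEC loci as covariates, the genes called higher under TAN went from 2 to 36 at 8 AM, 17 to 129 at 12 PM, 586 to 0 at 4 PM, 237 to 448 at 8 PM and 22 to 6 at 12 AM and those called lower from 1 to 3 at 8 AM, 1 to 4 at 12 PM, 1485 to 0 at 4 PM, 1167 to 582 at 8 PM and 0 to 1 at 4 AM. At single times or pairs alone, the genes higher went from 0 to 18 at 8 AM, 0 to 105 at 12 PM, 549 to 0 at 4 PM, 223 to 444 at 8 PM, 5 to 0 at 12 AM, 1 to 0 at 8 AM and 12 AM, 9 to 0 at 4 PM and 12 AM and 0 to 2 at 8 PM and 12 PM. A differing TAN effect was found for counts that went from 1793 to 44 over the 6 time points, 0 to 4 between 12 AM and 4 AM and 7 to 23 between 4 PM and 8 PM. Genes with a 24-h harmonic went from 16 to 85 in ad-lib, 3965 to 1312 in TAN and 4027 to 3 for the difference between the diets. Within lists, counts went from 3 to 1 for the cluster 2 elasticity genes with a peak at 12 AM in TAN, 5 to 1 for the insulin pathway genes varying over time in TAN, 9 to 3 for the Table S1 genes called, 4 to 1 for the Fig. 5N genes higher at 12 AM and 6 to 12 for the Fig. 5N genes higher at 12 PM. Camera no longer called, among the lists, at 12 AM TCA cycle (0.58 to 0.035) and ETC (0.80 to 0.012), and at 4 PM cholesterol biosynthesis (0.59 to 0.066). Lists that were newly called were at 4 AM TCA cycle (0.016 to 0.21), and at 12 PM cholesterol biosynthesis (0.30 to 0.52), TCA cycle (0.18 to 0.48) and ETC (0.19 to 0.53). The lists whose direction changed were at 12 AM α-oxidation (0.27 to -0.063), and at 4 AM cholesterol biosynthesis (-0.031 to 0.11) and ETC (-0.046 to 0.28), and for 4 AM minus 12 AM ChREBP targets (-0.25 to 0.41), fatty acyl-CoA biosynthesis (-0.18 to 0.39), α-oxidation (-0.078 to 0.42), TCA cycle (-0.57 to 0.17) and ETC (-0.84 to 0.27), and at 12 PM α-oxidation (-0.032 to 0.089), and at 4 PM α-oxidation (0.22 to -0.13), and for 4 PM minus 12 PM ChREBP targets (0.15 to -1.13), cholesterol biosynthesis (0.29 to -0.45), fatty acyl-CoA biosynthesis (0.20 to -0.73), α-oxidation (0.26 to -0.22), TCA cycle (0.71 to -0.30) and ETC (0.97 to -0.29). The log2 fold change turned for Sod3 at 4 PM (0.88 to -0.25), Eea1 at 8 PM (-1.40 to 0.20), Vav2 at 4 PM (-0.46 to 0.39), Mapk3 at 4 PM (0.50 to -0.23), Csnk2a2 at 8 PM (-0.12 to 0.25), Sos1 at 8 PM (-0.49 to 0.54), Adipor1 at 8 PM (0.56 to -0.12) and Btk at 4 PM (-3.07 to 0.56).

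With lymphocyte and muscle scores together as covariates, the genes called higher under TAN went from 2 to 20 at 8 AM, 17 to 43 at 12 PM, 586 to 1 at 4 PM, 237 to 442 at 8 PM, 22 to 7 at 12 AM and 0 to 1 at 4 AM and those called lower from 1 to 2 at 8 AM, 1485 to 1 at 4 PM, 1167 to 1775 at 8 PM, 5 to 3 at 12 AM and 0 to 1 at 4 AM. Counted at the named times alone, the higher genes went from 0 to 9 at 8 AM, 0 to 30 at 12 PM, 549 to 0 at 4 PM, 223 to 439 at 8 PM, 5 to 1 at 12 AM, 9 to 0 at 4 PM and 12 AM and 0 to 1 at 8 PM and 12 PM. The genes whose TAN effect differs went from 1793 to 997 over the 6 time points, 0 to 1 between 12 AM and 8 AM, 368 to 1175 between 12 PM and 8 PM and 7 to 14 between 4 PM and 8 PM. For the 24-h harmonic, counts went from 16 to 51 in ad-lib. Counts within lists went from 5 to 2 for the leptin response genes varying over time in TAN and 9 to 4 for the Table S1 genes called. The lists no longer called were at 12 AM α-oxidation (0.27 to 0.28), and at 4 PM α-oxidation (0.22 to 0.20), and for 4 PM minus 12 PM α-oxidation (0.26 to 0.28). Among the lists, newly called were at 12 PM cholesterol biosynthesis (0.30 to 0.45), TCA cycle (0.18 to 0.41) and ETC (0.19 to 0.45). Direction changed for the lists at 4 AM cholesterol biosynthesis (-0.031 to 0.029) and ETC (-0.046 to 0.034), and for 4 AM minus 12 AM ChREBP targets (-0.25 to 0.40) and fatty acyl-CoA biosynthesis (-0.18 to 0.23), and for 4 PM minus 12 PM ChREBP targets (0.15 to -0.94), cholesterol biosynthesis (0.29 to -0.22), fatty acyl-CoA biosynthesis (0.20 to -0.48) and TCA cycle (0.71 to -0.032). The log2 fold change turned for Cry2 at 4 PM (0.53 to -0.0028), Akt1 at 4 PM (-0.15 to 0.31), Vav2 at 4 PM (-0.46 to 0.14), Grb2 at 4 PM (-0.49 to 0.16) and Btk at 4 PM (-3.07 to 0.041).

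With the time labels of the paper's tables, the genes higher at the named times alone went from 5 to 0 at 12 AM, 0 to 549 at 4 AM, 0 to 223 at 8 AM, 549 to 0 at 4 PM, 0 to 9 at 4 AM and 12 PM and 1 to 0 at 8 AM and 12 AM.

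With an unadjusted p and the time labels of the paper's tables, the genes higher at the named times alone went from 5 to 354 at 12 AM, 0 to 710 at 4 AM, 0 to 428 at 8 AM, 549 to 79 at 4 PM, 0 to 126 at 4 AM and 12 PM and 1 to 5 at 8 AM and 12 AM.

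With DESeq2 and the time labels of the paper's tables, the genes higher at the named times alone went from 5 to 12 at 12 AM, 0 to 637 at 4 AM, 0 to 383 at 8 AM, 549 to 2 at 4 PM, 0 to 78 at 4 AM and 12 PM and 1 to 0 at 8 AM and 12 AM.

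With limma voom and the time labels of the paper's tables, the genes higher at the named times alone went from 5 to 3 at 12 AM, 0 to 571 at 4 AM, 0 to 154 at 8 AM, 549 to 0 at 4 PM, 0 to 10 at 4 AM and 12 PM and 1 to 0 at 8 AM and 12 AM.

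Leaving out mitochondrially encoded genes, log2(FPKM + 0.1) with limma, a mean FPKM of at least 1, the libraries of the 2 time points only, and for the coordination of the elasticity genes log2(FPKM + 1), log2(FPKM + 0.1) and Spearman's rho, changed none of the counts or list tests of the comparisons beyond these bounds.

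Leaving out 1 library of the time point at a time, with the library left out in brackets (1 of them where several gave the value), the counts of called genes ranged as follows: higher at 12 AM 7 (ad-lib replicate 4) to 281 (TAN replicate 1), higher at 12 PM 3 (ad-lib replicate 2) to 20 (TAN replicate 3), higher at 4 PM 120 (ad-lib replicate 3) to 638 (TAN replicate 2), higher at 8 AM 0 (ad-lib replicate 1) to 9 (ad-lib replicate 2), higher at 8 PM 90 (ad-lib replicate 3) to 447 (TAN replicate 4), lower at 12 AM 1 (ad-lib replicate 3) to 254 (TAN replicate 1), lower at 12 PM 0 (ad-lib replicate 1) to 1 (ad-lib replicate 4), lower at 4 AM 0 (ad-lib replicate 1) to 1 (ad-lib replicate 2), lower at 4 PM 235 (ad-lib replicate 3) to 1468 (TAN replicate 3), lower at 8 AM 0 (ad-lib replicate 1) to 10 (ad-lib replicate 2) and lower at 8 PM 645 (ad-lib replicate 3) to 1698 (TAN replicate 4).

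Leaving out a replicate number in both diets at all time points, the genes higher at the named times alone ranged as follows: higher at 12 AM 0 (replicate 2) to 133 (replicate 1), higher at 12 PM 0 (replicate 1) to 1 (replicate 3), higher at 4 PM and 12 AM 0 (replicate 2) to 113 (replicate 1), higher at 4 PM 36 (replicate 3) to 513 (replicate 2), higher at 8 AM and 12 AM 0 in each of these fits (1 reported) and higher at 8 PM 23 (replicate 2) to 292 (replicate 4). For genes whose TAN effect differs, the ranges were between 12 AM and 4 AM 0 (replicate 2) to 483 (replicate 1), between 12 PM and 4 PM 0 (replicate 1) to 2562 (replicate 4), between 12 PM and 8 PM 0 (replicate 1) to 1015 (replicate 4), between 4 PM and 8 PM 0 (replicate 1) to 58 (replicate 4) and over the 6 time points 2 (replicate 3) to 982 (replicate 2). For genes with a 24-h harmonic they were in TAN 484 (replicate 3) to 2942 (replicate 4), in ad-lib 0 (replicate 4) to 18 (replicate 1) and for the difference between the diets 152 (replicate 3) to 4122 (replicate 2). In the lists they were Fig. 5N genes higher at 12 AM 2 (ad-lib replicate 3) to 19 (TAN replicate 1), Fig. 5N genes higher at 12 PM 2 (ad-lib replicate 1) to 6 (ad-lib replicate 3), cluster 1 elasticity genes with peaks at 12 PM and 12 AM in TAN 0 in each of these fits (1 reported), cluster 2 elasticity genes with a peak at 12 AM in TAN 1 (replicate 2) to 4 (replicate 4), insulin pathway genes varying over time in TAN 0 (replicate 2) to 8 (replicate 4), leptin response genes varying over time in TAN 0 (replicate 1) to 5 (replicate 4) and Table S1 genes called 5 (ad-lib 4 PM replicate 3) to 11 (TAN 12 AM replicate 1). For the mean log2 fold change of lists they were ChREBP targets for 4 AM minus 12 AM -0.92 (replicate 1) to -0.00071 (replicate 4), ChREBP targets for 4 PM minus 12 PM -0.36 (replicate 3) to 0.49 (replicate 2), TCA cycle at 12 PM -0.017 (replicate 4) to 0.30 (replicate 3), TCA cycle at 4 AM -0.20 (replicate 1) to 0.16 (replicate 2), α-oxidation at 12 AM 0.27 (replicate 4) to 0.36 (replicate 2), α-oxidation at 12 PM -0.22 (replicate 1) to 0.14 (replicate 3), α-oxidation for 4 AM minus 12 AM -0.31 (replicate 1) to -0.014 (replicate 4), α-oxidation at 4 PM -0.031 (replicate 3) to 0.39 (replicate 1), α-oxidation for 4 PM minus 12 PM -0.18 (replicate 3) to 0.61 (replicate 1), cholesterol biosynthesis at 12 PM 0.11 (replicate 4) to 0.44 (replicate 3), cholesterol biosynthesis at 4 AM -0.26 (replicate 1) to 0.077 (replicate 3), ETC at 12 PM -0.077 (replicate 4) to 0.34 (replicate 1), ETC at 4 AM -0.30 (replicate 1) to 0.084 (replicate 2), fatty acyl-CoA biosynthesis for 4 AM minus 12 AM -0.76 (replicate 1) to -0.032 (replicate 3) and fatty acyl-CoA biosynthesis for 4 PM minus 12 PM 0.013 (replicate 3) to 0.36 (replicate 2). The difference in coordination ranged from -0.0509 (replicate 4) to 0.260 (replicate 3), and the log2 fold change of Akt1 at 4 PM from -0.45 (TAN replicate 3) to 0.063 (TAN replicate 1).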

Differences from the paper's values

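Times are those of the count table unless the paper's tables are named. The paper gives 5733 differentially expressed genes, and 3338 were called here at 1 or more time points. Of the alternatives set before the data were examined, DESeq2 (4687 genes), limma voom (4536), an unadjusted p (7241) and an adjusted p with any fold change (4990) came within 1.5 times of the paper's number, and the others did not. The paper's methods give the same number for genes from differential analyses, after naming the exclusion of low counts. Its Table S2 lists that number on each of the 3 sheets held in part. In the part held of its 4 PM sheet the lowest adjusted p was 0.370. Whether the number 5733 counts called or tested genes stays open.

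For genes higher at 1 time point only, the paper gives 177 at 12:00 a.m., where 5 were found here. Without replicate 1 of both diets there were 133, and none of the other alternatives set before the data were examined closed the gap. The paper's 331 genes at 4:00 a.m. stand against 0 here (79 at an unadjusted p under 0.05), and none of the alternatives closed that gap; with the time labels of the paper's tables, chosen after seeing the values, there were 549. At 8:00 a.m. the paper gives 89 genes against 0 here, and only the unadjusted p (133) came within 1.5 times of it. At 4:00 p.m. the paper gives 50 genes against 549 here, and only the fit without replicate 3 of both diets (36) came as near. Tables S3 and S4 list other libraries under 12:00 a.m., 8:00 a.m. and 4:00 p.m. In those, 0, 223 and 0 genes were higher at that time point only (354, 428 and 79 at an unadjusted p under 0.05).

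For genes higher at exactly 2 time points, the paper gives 62 at 4:00 a.m. and 12:00 p.m., against 0 here (12 at an unadjusted p under 0.05). None of the alternatives set before the data were examined closed the gap, and DESeq2 with the time labels of the paper's tables, chosen after seeing the values, gave 78. At 8:00 a.m. and 12:00 a.m. the paper gives 10 genes against 1 here, and only the unadjusted p reached the paper's number, with 10.

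The paper's Table S2 gives log2 fold changes of 3.26 for Slc2a5 at 12 PM, 2.21 for Acly at 4 PM, and -1.64 for Clock and -2.41 for Peg3 at 8 AM. At the same labels of the count table the values were 4.74, 3.01, 0.32 and -1.03, so that Clock had the opposite sign. None of the alternatives set before the data were examined closed these 4 gaps. With the time labels of the paper's tables, chosen after seeing the values, they were 3.34, 1.98, -1.59 and -2.27, and with limma voom on the same labels 3.29, 2.19, -1.63 and -2.40. For Acly, the covariate fits chosen after seeing the values also fell within the paper's value, with 1.92 under the lymphocyte score, 2.21 under the lymphocyte score and the share of TEC loci, and 2.19 under the lymphocyte and muscle scores.

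Other statements of the paper differ in genes, ranking or direction. The paper places circadian genes between 4:00 and 8:00 p.m. For the 3 circadian genes of Table S1, camera of limma called the list at none of the 6 time points (lowest adjusted p = 0.232), and fry called it at 8 PM (adjusted p = 0.0116), where the median log2 fold change was -0.48 and Clock was lower under TAN. Tables S3 and S4 list those libraries under 8:00 a.m. In the libraries they list under 4:00 and 8:00 p.m., all 3 genes were positive, with medians of 0.13 and 0.32. Neither set test called the list there. In the paper, the first nocturnal feeding appears to affect the sWAT transcriptome most. Here 4 PM and 8 PM held most genes higher at 1 time point only (549 and 223). With the time labels of the paper's tables, chosen after seeing the values, these counts stand at 4:00 a.m. and 8:00 a.m. and the count at 12:00 a.m. is 0 (354 at an unadjusted p under 0.05). Without replicate 2 of both diets the count at 8 PM was 23.

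The paper assigns catabolic networks to 4:00 a.m. At that label the mean log2 fold change was 0.02 for the TCA cycle and -0.05 for the electron transport chain, and it was 0.58 and 0.80 at 12 AM. Camera called the TCA cycle higher at 4 AM only with the lymphocyte score and the share of TEC loci as covariates, chosen after seeing the values (0.21). With the time labels of the paper's tables, also chosen after seeing the values, camera and fry called both lists higher at 4:00 a.m. (0.89 and 1.15), and camera with an estimated correlation called neither.

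The paper states increases for the 5 genes of Fig. 2A, and here Peg3 was lower over the period (-1.18 in mean log2 fold change) and Angptl8 did not pass the threshold (adjusted p = 0.0630 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). It describes cluster 3, with Peg3, as unresponsive to feeding, while Peg3 varied over the time points in TAN sWAT. It describes peaks of cluster 1 at 12:00 p.m. and 12:00 a.m., and 1 of the 12 genes passed that contrast in TAN sWAT, 2 with limma voom and 2 on log2(FPKM + 1). For cluster 2 it describes a single peak at 12:00 p.m., where all 5 genes were below the mean of the other times and 0 passed (also 0 when adjusted over the list alone). With the time labels of the paper's tables, chosen after seeing the values, 3 of the 5 passed. The paper reports more positive correlations between these genes under TAN at 12:00 p.m., and over the 24 libraries of each diet the difference in mean r was 0.0972 (p = 0.210 by permutation). It passed the threshold only without replicate 3 of both diets (0.260, p = 0.0151 by permutation).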

Other observations

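Apart from the comparisons with other splits of the libraries, every test in this part was chosen only after the result was seen. Times are those of the count table.

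Here too, the choice after a result was seen concerns the tests of an explanation. Gene counts, list tests and fits without a library are those described above. All 48 libraries of the count table matched, in both the paper's Table S3 (979 genes held) and Table S4 (20 genes), the animal of the same name at a time 12 h apart, and 0 libraries matched at the same time. In Table S3 the mean absolute log2 difference to the match was at most 0.00210, and to the next closest library at least 0.158. Log2 fold changes in the part held of the paper's Table S2 followed those of limma voom 12 h apart, with correlations across genes (which are not independent replicates) of 0.9999 for the 8 AM sheet, 0.9996 for the 12 PM sheet and a median absolute difference of 0.0223 for the 4 PM sheet. At the same label the correlations were -0.487, -0.481 and -0.604. The lowest adjusted p held of the paper's 4 PM sheet was 0.370. That the labels of the count table are 12 h off the light cycle is argued against: of 7 clock genes with a 24-h harmonic in ad-lib sWAT, 7 peaked closer to their usual time than to 12 h from it, 2.91 h away at most. The usual times were written from general knowledge of the clock and the result holds for ad-lib animals with lights on at the hour the paper gives. Which times apply to the paper's figures stays open.

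Other splits of the libraries were counted with the real one included. Of the 35 splits of the 8 libraries of a time point, 1 gave as many called genes as the real one at 8 AM (3 genes, next largest 1), 1 at 12 PM (18, next 1), 1 at 4 PM (2071, next 0), 2 at 8 PM (1404), 1 at 12 AM (27, next 5) and 35 at 4 AM, where no split called a gene. At 8 PM the split of ad-lib replicates 1 and 3 with TAN replicates 1 and 2 against the other 4 libraries gave 1737 genes, and no batch is named that it would follow, so that the count at 8 PM is not set apart from other groupings. Single libraries also move these counts: without ad-lib replicate 3 there were 120 genes higher and 235 lower at 4 PM and 90 and 645 at 8 PM, without ad-lib replicate 2 9 and 10 at 8 AM and 3 higher at 12 PM, and without TAN replicate 1 281 and 254 at 12 AM.

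Among 22 draws of the diet labels within time points, 1 gave as many genes that differ in the mean over the 6 time points (1082). For the TAN effect between 12 AM and 8 AM, 4 AM and 8 AM, 12 AM and 4 AM, and 12 PM and 4 PM, where 0 genes passed, 22, 22, 22 and 22 did (3723, 469, 2992 and 5553 genes at an unadjusted p under 0.05). For genes higher at 1 time point only, 1 draw did at 4 PM, 1 at 8 PM (next largest 19 genes), 1 at 12 AM, and 22, 22 and 22 at 8 AM, 12 PM and 4 AM, where the count is 0 (133, 354 and 79 at an unadjusted p under 0.05). For pairs of time points, 1 draw did at 8 AM and 12 AM, 1 at 4 PM and 12 AM, and 22 and 22 at 4 AM and 12 PM and at 8 PM and 12 PM, where the count is 0 (12 and 5 at an unadjusted p under 0.05). Among 22 draws of the time labels within a diet, 1 gave as many genes with a 24-h harmonic in ad-lib and 1 in TAN sWAT, and 1 as many that vary over time in TAN. For variation over time in ad-lib sWAT, 3 did, with up to 16 genes against 11, so that this count is not above that of other groupings. Without replicate 3 of both diets 484 genes had a harmonic in TAN sWAT, 36 were higher at 4 PM only, and without replicate 2 23 were higher at 8 PM only.

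The genes called at 4 PM may reflect a different mix of cells in the dissected tissue. Slopes of each gene on the lymphocyte score, learned within groups of the other 5 time points, predicted the TAN effects at 4 PM with a correlation across genes of 0.638, with the same sign for 98.5% of the genes called higher and 97.5% of those called lower, and slopes on the adipocyte score with one of 0.614. The prediction from lymphocytes reached a median of 0.71 of 1.24 and -1.68 of -3.02 in log2 fold change. With the lymphocyte score in the model the medians were 0.69 and -0.77, and 0 genes were called (1136 at an unadjusted p under 0.05 and the same fold change). A lower share of counts on TEC loci in the TAN libraries could account for part of these effects as well, with a held-out correlation of 0.417, the same sign for 93.8% and 87.2% of the genes called higher and lower, and a median prediction of 0.48 and -0.51. With this share in the model 65 genes were called, and the medians were 0.83 and -2.74. A larger node or more lymphocytes in ad-lib animals at that hour, and a technical difference in dissection, both stay open, since the score is itself tied to diet at 4 PM, and so is the share of TEC loci.

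The genes called at 8 PM are not explained by the same scores, whose held-out correlations across genes were -0.0316 for lymphocytes and -0.0806 for adipocytes. A lower share of counts on TEC loci in the TAN libraries gave 0.398, with the same sign for 94.9% and 91.6% of the genes called higher and lower, and stays a candidate explanation beside a response to the diet. What sets this share was not tested.

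The elasticity genes higher over the period are not explained by fewer lymphocytes or by the share of TEC loci, since 11 passed with the first and 11 with the second covariate, as without them. More adipocyte RNA is argued against as their whole cause only by the centre of the adipocyte markers. The median log2 fold change of these markers over the period was 0.256, and at 4 PM alone it was 0.97. The elasticity genes, selected for passing the threshold, had 0.68 to 3.19 over the period. With both covariates 9 passed. A response to the diet remains as a hypothesis for them.

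The electron transport chain genes were higher at 12 AM and at 4 PM, and differences in lymphocytes and in the share of TEC loci could account for most of it: with both covariates the median log2 fold change went from 0.85 to 0.0327 at 12 AM and from 1.16 to 0.25 at 4 PM. At 8 PM camera of limma also called these genes higher (median 0.66, 59 of 63 positive, adjusted p = 2.85e-18) and fry did not (adjusted p = 0.127). There the median was 0.53 with the lymphocyte score, -0.16 with the share of TEC loci and -0.30 with both. The ILC2 and IL-33 genes were lower at 12 AM and at 4 PM, and fewer lymphocytes in the TAN libraries could account for much of that, since with the lymphocyte score the median went from -0.75 to -0.35 at 12 AM and from -1.89 to -0.36 at 4 PM. These covariates would also take out an effect of diet on the same cells. The paper's cell counts of these cells were not used here.

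Further lists are given with their median log2 fold change, the genes with a positive sign, and the adjusted p by camera of limma and by fry over the 192 combinations of list and time. The ILC2 and IL-33 genes had -0.75 at 12 AM (2 of 7 positive, adjusted p = 0.0420 and 0.00696) and -1.89 at 4 PM (2 of 7 positive, adjusted p = 0.104 and 0.00483). The lymphocyte markers had -1.24 at 12 AM (0 of 10 positive, adjusted p = 2.48e-04 and 0.0751) and 0.12 at 12 PM (7 of 10 positive, adjusted p = 0.0346 and 0.385). For macrophage markers the values were -0.88 at 8 PM (1 of 6 positive, adjusted p = 0.0904 and 0.0143) and -0.53 at 12 PM (0 of 6 positive, adjusted p = 0.0478 and 0.496). Skeletal muscle markers had -2.29 at 8 AM (0 of 9 positive, adjusted p = 0.00329 and 0.515), mammary epithelium markers -4.97 at 4 PM (0 of 3 positive, adjusted p = 0.305 and 0.0444), and adipocyte markers 0.97 at 4 PM (8 of 8 positive, adjusted p = 6.63e-04 and 0.0688) and 0.72 at 12 AM (8 of 8 positive, adjusted p = 0.00471 and 0.341). Glucocorticoid targets had -0.34 at 8 AM (0 of 6 positive, adjusted p = 0.00562 and 0.119) and -0.51 at 12 PM (2 of 6 positive, adjusted p = 0.0204 and 0.293), and the mitochondrially encoded genes 0.82 at 12 AM (13 of 13 positive, adjusted p = 3.54e-05 and 0.154) and 0.59 at 4 PM (12 of 13 positive, adjusted p = 0.0340 and 0.408). Elasticity cluster 3 had -1.05 at 8 PM (0 of 3 positive, adjusted p = 0.233 and 0.0158). The stromal markers, the stress and dissection genes, the core clock genes and the leptin response genes passed neither test at any time point, with lowest adjusted p by camera of 0.168, 0.495, 0.0502 and 0.0913.

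The first principal component of the 48 libraries held 29.8% of the variance, with 5 of the 10 lymphocyte markers among its 100 strongest genes, and the second 13.4%, with 4 of 9 muscle markers. The score of lymphocyte markers and the share of TEC loci had a within-group correlation over the 48 libraries of -0.00223.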
